# INDETERMINATE DOMAIN–DELLA protein interactions orchestrate gibberellin-mediated cell elongation in wheat and barley

**DOI:** 10.1073/pnas.2528934123

**Published:** 2026-01-30

**Authors:** Patrycja Sokolowska, Matthias Jöst, Wolfram Buss, Brett Ford, Peter Michael Chandler, Wolfgang Spielmeyer, Andrew L. Phillips, Alison K. Huttly, Danuše Tarkowská, Rocío Alarcón-Reverte, Suzanne J. Clark, Stephen Pearce, Peter Hedden, Stephen G. Thomas

**Keywords:** wheat, gibberellin, Rht1, semi-dwarf, IDD

## Abstract

DELLA proteins, members of the GRAS-domain family of transcriptional regulators, play a crucial role in plant growth and development. They modulate transcription indirectly via interactions with hundreds of transcription factors. The phytohormone gibberellin (GA) triggers DELLA degradation, providing a mechanism by which plants can integrate developmental and environmental signals to regulate gene expression and optimize growth responses. In agriculture, DELLA mutations have been instrumental in improving crop performance. Most modern wheat (*Triticum aestivum* L.) varieties carry *Rht-B1b* or *Rht-D1b* alleles that encode DELLA proteins resistant to GA-mediated degradation, resulting in constitutive partial suppression of stem growth, a semi-dwarf stature, and lodging resistance. However, these alleles also reduce early vigor and nitrogen use efficiency, limiting their utility in some environments. Understanding how DELLA proteins regulate growth and development is, therefore, critical for refining breeding strategies. In this study, we identified the orthologous C2H2 zinc-finger transcription factors *INDETERMINATE DOMAIN 5* (*IDD5*) in wheat and *SEMI-DWARF 3* (*SDW3*) in barley (*Hordeum vulgare*) as positive regulators of stem and leaf expansion. Both IDD5 and SDW3 physically interact with, and act downstream of, DELLA proteins as key components of GA-mediated growth responses. Altered expression levels of GA biosynthesis genes suggest that IDD5 contributes to GA homeostasis in addition to growth regulation. Loss-of-function mutations in *IDD5* and *SDW3* confer a GA-insensitive semi-dwarf phenotype comparable in height to the *Rht-D1b* Green Revolution allele. In field trials, *idd5* lines exhibited improved grain weight per spike but were lower-yielding due to reduced spike number.

## Significance

We identified orthologous cereal IDD transcription factors (IDD5 in wheat and SDW3 in barley) that interact with DELLA proteins to regulate plant height. By showing that IDD proteins promote stem and leaf expansion, our study opens avenues for fundamental research to understand growth pathways in cereals. We hypothesized that *idd5* loss-of-function mutations would mitigate some of the drawbacks of the Green Revolution semi-dwarfing alleles, but mutant lines were lower-yielding due to a reduction in spike number. Our study demonstrates the importance of replicated field trials to assess the potential agronomic benefits of novel genetic variants.

In higher plants, DELLA proteins are crucial regulators of various developmental processes, including cell elongation, flowering, and germination, as well as responses to both biotic and abiotic stresses (1). DELLA proteins regulate these processes via transcriptional reprogramming through interactions with members of at least 15 different families of transcription factors (TFs) (2, 3). These protein–protein interactions involve conserved motifs within the C-terminal GRAS domain of DELLA proteins (3–5).

In some cases, interaction with DELLA proteins inhibits the DNA-binding activity of target TFs to suppress transcriptional activity. For example, DELLA proteins bind to and sequester PHYTOCHROME INTERACTING FACTOR 4 (PIF4) which promotes cell elongation, and GROWTH REGULATING FACTOR 4 (GRF4) which modulates the balance between growth, N assimilation, and carbon fixation (6–8). In other cases, DELLA proteins increase the transcriptional activity of bound TFs by recruiting transcriptional activation complexes via N-terminal transactivation domains (9–11).

The activity of DELLA proteins is regulated by gibberellins (GAs), a class of phytohormones that promote growth. Although 136 GA forms have been described, only a subset—such as GA_1_ and GA_4_—are biologically active (12). The cellular levels of bioactive GAs are tightly regulated in response to developmental signals and environmental cues through the coordinated activity of different classes of GA biosynthetic and catabolic enzymes (13).

Bioactive GA binds to the receptor protein GIBBERELLIN INSENSITIVE DWARF 1 (GID1), causing a conformational change that enhances its binding affinity for DELLA proteins via conserved N-terminal domains. The resulting GA–GID1–DELLA complex is recognized by the SKP1-CULLIN-F-box (SCF)^GID2^ ubiquitin E3 ligase complex, targeting DELLA proteins for polyubiquitination and rapid 26S proteasome-mediated degradation (14). The GA-mediated degradation of DELLA proteins results in transcriptional changes that promote GA-responsive growth (3).

Mutations in DELLA genes have been exploited in agriculture to improve crop performance. Semi-dwarfing alleles of the B and D homoeologues of *RHT1*, which encode DELLA proteins in wheat (*Triticum aestivum* L.), were selected during the Green Revolution for their positive effects on lodging resistance and assimilate partitioning that results in higher yields in some environments (15). The *Rht-B1b* and *Rht-D1b* alleles carry point mutations that introduce premature stop codons in the N-terminal DELLA domain (4, 16). Translational reinitiation at a downstream AUG codon produces an N-terminally truncated RHT1 protein (ΔRHT-D1) that the GA–GID1 complex cannot bind. This protein is resistant to GA-mediated degradation and confers constitutive partial growth repression in stem tissues (17). In barley (*Hordeum vulgare*), mutations that disrupt the N-terminal DELLA domain of SLENDER1 (SLN1), the orthologous DELLA protein, confer a dominant gain-of-function semi-dwarf phenotype (18). This demonstrates the functional conservation of DELLA genes in temperate cereals.

However, in addition to reduced stem elongation, dominant, gain-of-function *Rht1* and *Sln1* alleles also confer negative pleiotropic effects, such as reduced early vigor and poor nitrogen use efficiency (NUE) that restrict their utility in some environments (19, 20). There is evidence that DELLA proteins regulate growth and development responses such as stem elongation, meristem size, and N-uptake through independent mechanisms controlled by different interacting TFs (8, 21). Therefore, a detailed understanding of the downstream pathways by which DELLA proteins drive different growth responses can help disentangle the effects of DELLA activity to enable more targeted strategies for cereal crop improvement.

Members of the INDETERMINATE DOMAIN (IDD) subclade of Cys2His2 (C2H2) zinc-finger TFs interact with DELLA proteins across monocot and dicot plant species to regulate diverse growth responses (2, 22). IDD proteins contain a conserved N-terminal ID domain consisting of four zinc-finger motifs that mediate DNA binding, and a C-terminal PAM domain required for DELLA interaction (23–26). In *Arabidopsis*, the homologous IDD proteins ENHYDROUS (ENY/AtIDD1) and GAI-ASSOCIATED FACTOR1 (GAF1/AtIDD2) are regulated, in part, through their interactions with DELLA proteins, and act partially redundantly to regulate vegetative growth (27, 28).

In the current study, we demonstrate that the orthologous IDD transcription factors INDETERMINATE DOMAIN 5 (TaIDD5) in wheat and SEMI-DWARF 3 (HvSDW3) in barley physically interact with DELLA proteins and act as positive downstream regulators of GA-dependent stem and leaf expansion. In field trials, although the loss-of-function *idd5* allele confers a GA-insensitive semi-dwarf stature and increased grain number per spike, these lines are lower yielding due to reduced spike number.

## Results

### *HvSDW3* Encodes an IDD Transcription Factor.

We previously mapped *HvSDW3* to a 5.9 Mbp region of chromosome arm 2HS in the barley genome that contains four candidate genes [Fig. 1*A*, (29)]. To determine which of these genes encodes *SDW3*, we sequenced the transcriptomes of wild-type Himalaya, M287 (a Himalaya BC_3_ line carrying the *sdw3* allele), and seven induced mutants derived from Himalaya that exhibit a GA-insensitive semi-dwarf growth habit and which were previously shown to be allelic to *sdw3* by complementation studies (29). Only one gene in the genome (*HORVU.MOREX.r3.2HG0131300*) carried SNPs in all eight sequenced mutants (Fig. 1*B* and *SI Appendix*, Fig. S1). The candidate gene was located at 139,466,760 bp on chromosome arm 2HS of the Morex v3 barley genome assembly, just upstream of the outer proximal flanking marker of the previously identified physical interval [TC142185 139,469,633 bp, *SI Appendix*, Table S1, (29)].

**Fig. 1.**
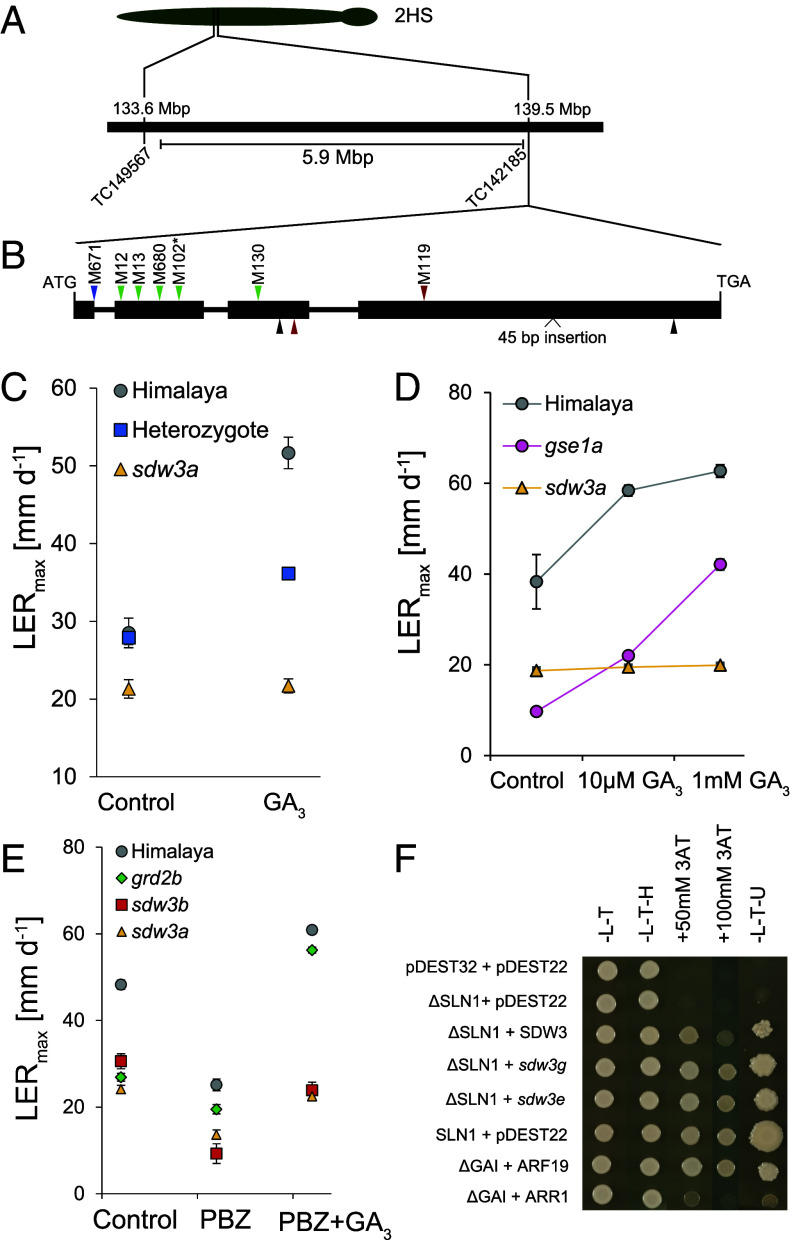
*HvSDW3* encodes an IDD transcription factor. (*A*) *HvSDW3* gene structure showing previous genetic mapping delimiting a 5.9 Mbp interval in the Morex v3 barley genome assembly by placing flanking markers from ref. 29. (*B*) Gene structure of *HvSDW3* showing the position of induced polymorphisms in Himalaya (above the gene model) and the natural mutations in M287 (below the gene model). Different colored arrows indicate the mutation’s functional effect (green = nonsynonymous amino acid substitution, black = synonymous amino acid substitution, blue = splice site mutation, red = premature stop codon). *The mutation in M102 was also found in M107, M127, and M651 (Table 1). (*C*) Maximal rate of first leaf elongation in a population segregating for the *sdw3a* allele in response to 10 μM GA_3_ application. (*N* = 3 to 27 in different genotypic classes). (*D*) Maximal rate of first leaf elongation of *sdw3a* and *gse1a* mutants in response to low (10 μM) and high (1 mM) concentrations of exogenous GA_3_. (*E*) Maximal rates of first leaf elongation of barley mutants in response to treatment with PBZ (10 μM) or PBZ plus GA_3_ (both at 10 μM). Values are means ± SEM *N* = 8. (*F*) Yeast-2 hybrid assays to test the interaction between HvSLN1 and HvSDW3 proteins. GAI + ARF19 and GAI + ARR1 interactions were included as strong and weak positive controls.

We confirmed the polymorphisms in *HORVU.MOREX.r3.2HG0131300* in the eight mutants by Sanger sequencing and identified four additional induced semi-dwarf mutant lines that also carried mutations in *HORVU.MOREX.r3.2HG0131300*. In total, we identified seven independent *HORVU.MOREX.r3.2HG0131300* alleles that are predicted to disrupt protein function (Table 1). In line M287, *HORVU.MOREX.r3.2HG0131300* carries four polymorphisms in the coding region, including a SNP that introduces a premature stop codon (Table 1).

**Table 1.** Induced and natural allelic variation induced in *HvSDW3*

Line	Allele	Nucleotide change	Effect
M671, M674	*sdw3a*	G91A	Intron 1 splice donor site
M12	*sdw3b*	C214T	S40L (0.00)
M13	*sdw3c*	G277A	R61K (0.01)
M680	*sdw3d*	C409T	P105L (0.00)
M102, M107, M127, M651	*sdw3e*	G424A	G110E (0.00)
M130	*sdw3f*	G843T	E212*
M5	*sdw3g*	C1642T	L404F (0.00)
M287	*sdw3(Hv287)*	A909C	E233D (0.00)
		C1027T	Q273*
		45 bp insertion at 2,316 bp	15 amino acid insertion
		G2914T	Synonymous

Nucleotide and amino acid positions are based on the *SDW3* sequence in Himalaya relative to the translation start codon. Sorting Intolerant From Tolerant (SIFT) scores for amino acid substitutions are shown in parentheses, where values less than 0.05 indicate that the mutation is predicted to have a deleterious effect on protein function. * indicates the introduction of a premature stop codon. Full genomic DNA sequences of all alleles are provided in Dataset S1.

In an M671 x Himalaya F_2_ population segregating for the *sdw3a* allele, seedlings carrying the wild-type *SDW3* allele exhibited a significant increase in leaf extension in response to GA_3_ treatment (*P* < 0.001), whereas those carrying the *sdw3a* allele did not respond (*P* = 0.812, *SI Appendix*, Table S2 and Fig. 1*C*). Heterozygous lines exhibited an intermediate growth response, demonstrating that mutations in *HORVU.MOREX.r3.2HG0131300* are associated with restrictions in cell elongation. A separate assay confirmed that barley seedlings carrying the *sdw3a* allele were insensitive to both low (10 μM) and high (1 mM) concentrations of exogenous GA_3_, in contrast to wild-type seedlings and the GA receptor mutant *gse1a* (Fig. 1*D* and *SI Appendix*, Table S3).

We next tested whether the lack of GA-responsive growth in *sdw3* mutants is due to GA insensitivity or to saturation of the GA response. Treatment with the GA biosynthesis inhibitor paclobutrazol (PBZ) reduced the rate of first leaf elongation of wild-type Himalaya, the GA biosynthesis dwarf mutant *grd2b*, and of the *sdw3a* and *sdw3b* mutants (Fig. 1*E*). Although subsequent GA_3_ application of PBZ-treated seedlings was sufficient to partially restore the rate of first leaf elongation to near control levels in *sdw3a* and *sdw3b* mutants, the effect was far less than in wild-type Himalaya and the *grd2b* mutant, which both exhibited a much greater increase in growth response to exogenous GA_3_ (Fig. 1*E* and *SI Appendix*, Table S4). These results indicate that *sdw3* mutants are not strictly insensitive to GA_3_; rather, under normal growth conditions, one or more of the steps in the GA signaling pathway limit the response.

*HORVU.MOREX.r3.2HG0131300* encodes a C2H2-Zinc finger transcription factor in the IDD subfamily that is most similar to the Arabidopsis proteins ENY and GAF1 (*SI Appendix*, Fig. S2). Both ENY and GAF1 interact with the DELLA protein GAI (24, 27), so we tested whether HORVU.MOREX.r3.2HG0131300 interacts with the barley DELLA protein SLN1. Full-length SLN1 protein exhibits autoactivation, so we tested the interaction using an N-terminally truncated SLN1 protein (∆SLN1) (Fig. 1*F*). The full-length HORVU.MOREX.r3.2HG0131300 protein interacted strongly with ∆SLN1 (Fig. 1*F*). The interaction was not affected by substitutions of conserved amino acids in a region downstream of the PAM domain (L404F in *sdw3g*) or within the ID domain (G110E in *sdw3e*), demonstrating that the reduction in height of these lines is not due to disruption of the SDW3–DELLA interaction (Fig. 1*F* and *SI Appendix*, Fig. S3).

Taken together, our identification of eight independent alleles in *HORVU.MOREX.r3.2HG0131300* that confer reduced growth responses and the role of homologous IDD genes in GA-mediated growth responses (27, 28) led us to conclude that *HORVU.MOREX.r3.2HG0131300* is the causative gene for the *SDW3* locus in barley. The gene will hereafter be referred to as *HvSDW3*.

### IDD5 Interacts with DELLA Proteins in Wheat.

To identify GA signaling components in wheat, we screened an aleurone cDNA library using an ∆RHT-D1 bait protein and identified three independent clones that encode partial sequences matching the A, B, and D homoeologues of *TaIDD5*, the wheat orthologue of *HvSDW3* (*SI Appendix*, Fig. S2). All three encoded proteins included the C-terminal PAM domain and EAR motif but lacked the N-terminal ID domain. The full-length gene sequences encode IDD proteins that share >88% amino acid identity with HvSDW3 (*SI Appendix*, Fig. S4).

We assembled a series of truncated IDD5-A1 proteins to test the requirement of different domains for the interaction with RHT1 (Fig. 2*A*). We confirmed that full-length IDD5-A1 interacted strongly with ∆RHT-D1 by yeast two-hybrid (Y2H) (Fig. 2*B*) and validated this interaction in vivo using bimolecular fluorescence complementation (BiFC) and DAPI staining, which demonstrated that the interaction occurs in the nucleus (Fig. 2*C*). We assembled a truncated IDD5-A1 protein matching the three cDNA clones identified in the original Y2H screen that lack the INDETERMINATE (ID) domain and found that they exhibit stronger interaction with ∆RHT-D1 than the full-length IDD5-A1 protein (Fig. 2*B*). This indicates that the ID domain is not necessary for the interaction between IDD5 and RHT1, which is consistent with the strong interaction between SLN1 and *sdw3e* (G110E amino acid substitution in the ID domain) (Fig. 1*D*). IDD5 proteins lacking the PAM domain did not interact with RHT1, indicating this domain is required for the interaction (Fig. 2*B*). The interaction between RHT1 and IDD5 proteins lacking the EAR and LDFLG motifs was weaker than with the full-length IDD5 protein, suggesting that these motifs strengthen the interaction but are not necessary (Fig. 2*B*).

**Fig. 2.**
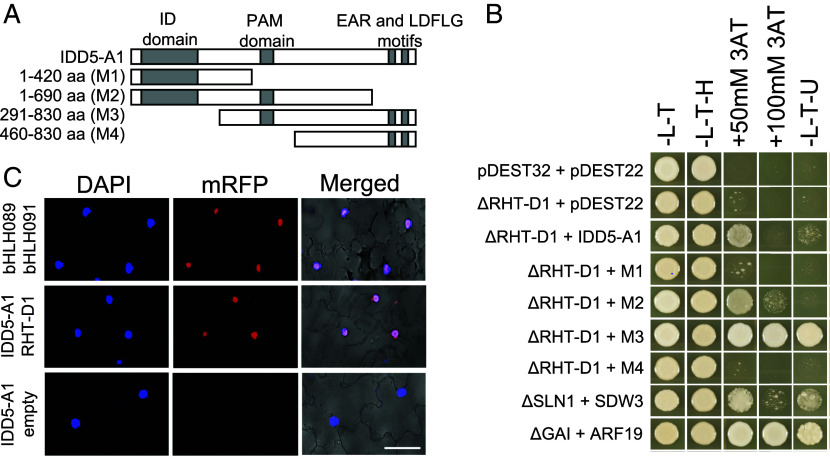
RHT1 interacts with IDD5 in wheat. (*A*) IDD5 proteins tested in Y2H assays. (*B*) Yeast-2 hybrid assays to test the interaction between RHT-D1 and IDD5-A1. GAI + ARF19 and GAI + ARR1 interactions were included as strong and weak positive controls. (*C*) In vivo validation of RHT-D1 – IDD5-A1 interaction using bimolecular fluorescence complementation (BiFC). bHLH089 + bHLH091 coinfiltration serves as a positive control, and TaIDD5-A1 + empty as a negative control. (Scale bar, 50 µM.)

Taken together, these results demonstrate that *SDW3* and *IDD5* encode orthologous IDD transcription factors that interact with DELLA proteins in barley and wheat.

### Wheat *idd5* Mutants Exhibit Reduced GA-Insensitive Leaf Elongation.

To characterize *IDD5*, we combined three lines carrying ethyl methanesulfonate (EMS)-induced mutations in *IDD5-A1*, *IDD5-B1,* and *IDD5-D1* to generate an *idd5* mutant carrying loss-of-function mutations in all three homoeologues (Table 2 and *SI Appendix*, Fig. S5*A*). In *IDD5-A1* and *IDD5-D1*, we selected lines carrying mutations that introduce premature stop codons slightly downstream of the PAM domain, which are highly likely to encode nonfunctional proteins (*SI Appendix*, Fig. S5*A*). In *IDD5-B1,* we selected a line carrying a mutation in the intron 1 splice donor site that corresponds to the same mutation in *sdw3a* (Fig. 1*B* and *SI Appendix*, Fig. S1). The mutation in *IDD5-B1* results in a high rate of aberrant splicing, producing transcripts that retain intron 1 and introduce a premature stop codon (*SI Appendix*, Fig. S5*B*). We combined the three mutations and backcrossed three times to wild-type Cadenza to produce a BC_3_F_3_ population segregating for each mutation. We selected lines homozygous for all three wild-type *IDD5* alleles (*IDD5*-null segregant (*IDD5*-NS) and homozygous for all three induced *idd5* mutations (*idd5*) for phenotypic characterization.

**Table 2.** Selected EMS-induced mutations in *TaIDD5* and *RHT1* used in this study

Gene	Gene ID	Position	Effect	TILLING line
*TaIDD5-A1*	*TraesCS2A02G188400*	C1909T	Q492*	CAD4-1185
*TaIDD5-B1*	*TraesCS2B02G218900*	G92A	Intron 1 splice donor site	CAD4-1415
*TaIDD5-D1*	*TraesCS2D02G199300*	C2046T	Q537*	CAD4-0828
*TaRHT-A1*	*TraesCS4A02G271000*	G1845A	W615*	CAD4-350
*TaRHT-B1*	*TraesCS4B02G043100*	G1848A	W616*	CAD4-1509
*TaRHT-D1*	*TraesCS4D02G040400*	G1677A	W559*	CAD4-0587

Position in DNA relative to the translation start codon in Chinese Spring sequences. *indicates the introduction of a premature stop codon.

Ten-day-old *idd5* seedlings were shorter than *IDD5*-NS and comparable in height to seedlings carrying the *Rht-D1b* allele (Fig. 3*A*). The first leaf (L1) sheath was significantly shorter in *idd5* seedlings compared to *IDD5*-NS (32.4% reduction, *P* < 0.05), similar to the 36.0% reduction in *Rht-D1b* compared to wild-type Cadenza (Fig. 3*B* and *SI Appendix*, Table S5). Whereas treatment with 100 µM GA_3_ increased the height and L1 sheath length of both Cadenza and *IDD5*-NS seedlings, there was no effect in either *idd5* or *Rht-D1b* genotypes (Fig. 3 *A* and *C*). The L1 sheath elongation responses in both Cadenza and *IDD5*-NS reached saturation in the range of 1 µM to 10 µM GA_3_ (Fig. 3*C* and *SI Appendix*, Table S6). By contrast, neither *idd5* nor *Rht-D1b* mutants responded to any concentration of GA_3_ (Fig. 3*C*). These results were consistent in L1 blade elongation assays (*SI Appendix*, Fig. S6 and Table S7). L1 sheath abaxial cell lengths were significantly different between Cadenza and *idd5* genotypes (*P* < 0.0001), and two-way ANOVA showed a significant interaction between genotype and GA treatment (*P* = 0.18) (Fig. 3*D* and *SI Appendix*, Table S8). The effects on L1 leaf sheath length in this experiment were consistent (*SI Appendix*, Fig. S7). Taken together, these results demonstrate that *idd5* mutants exhibit reduced cell elongation in leaf tissues and are insensitive to GA.

**Fig. 3.**
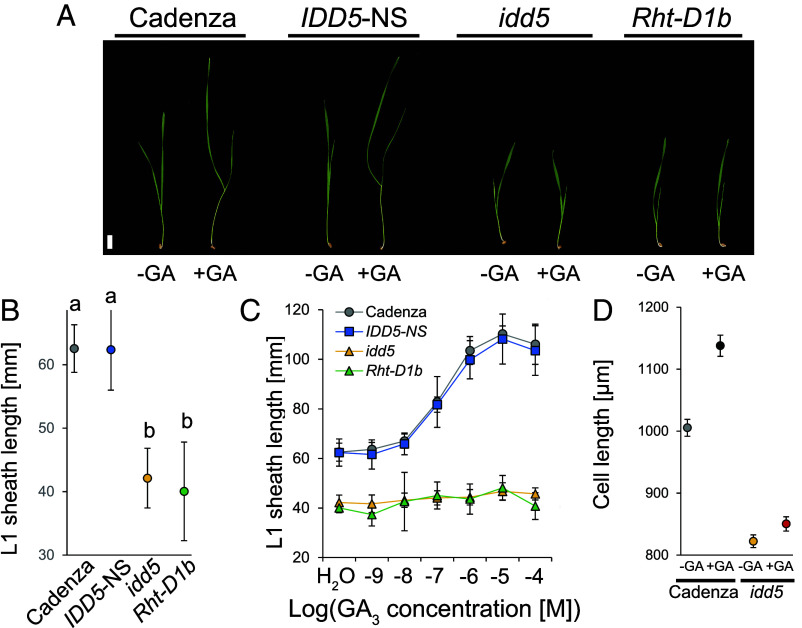
Wheat *idd5* mutants exhibit reduced cell elongation and are GA-insensitive. (*A*) The phenotype of 10-d-old seedlings of Cadenza, *Rht-D1b*, *IDD5*-NS, and *idd5* mutants. Seedlings were either untreated (−) or sprayed with 100 µM GA_3_ every 2 d. (*B*) L1 sheath length in 10-d-old seedlings. Data were analyzed using one-way general ANOVA followed by Tukey’s HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level. *N* = 24. (*C*) GA dose–response curves of L1 sheath length of seedlings 14 d after germination. Data were analyzed by one-way ANOVA *N* = 24. (*D*) L1 sheath abaxial epidermis cell lengths of 7-d-old Cadenza and *idd5* seedlings without (−GA) and after 100 µM GA_3_ treatment (+GA). Data were analyzed using unbalanced ANOVA followed by Fisher’s unprotected LSD test. All values are means ± SEM, *N* = 8.

### IDD5 Regulates GA Homeostasis in the Elongating Leaf Sheath.

We quantified GA levels in elongating wheat leaf sheath and found that all genotypes showed higher 13-hydroxy GA levels than non-13-hydroxy GAs (*SI Appendix*, Table S9) (30), consistent with previous findings that the early 13-hydroxylation pathway predominates in wheat vegetative tissues (31). *Rht-D1b* and *idd5* mutants showed similar GA profiles, with both accumulating significantly higher levels of bioactive GA_1_ (2.7-fold and 2.0-fold, respectively, *P* < 0.001) and lower levels of the GA20OX substrates GA_44_ and GA_19_ than their wild-type segregants (Fig. 4*A*). These GA profiles are consistent with increased GA 20-oxidase activity in both *idd5* and *Rht-D1b* lines. By contrast, only the *idd5* mutant exhibited significantly lower levels of GA_20_, the GA 3-oxidase substrate, consistent with increased GA 3-oxidase activity in this line (Fig. 4*A*).

**Fig. 4.**
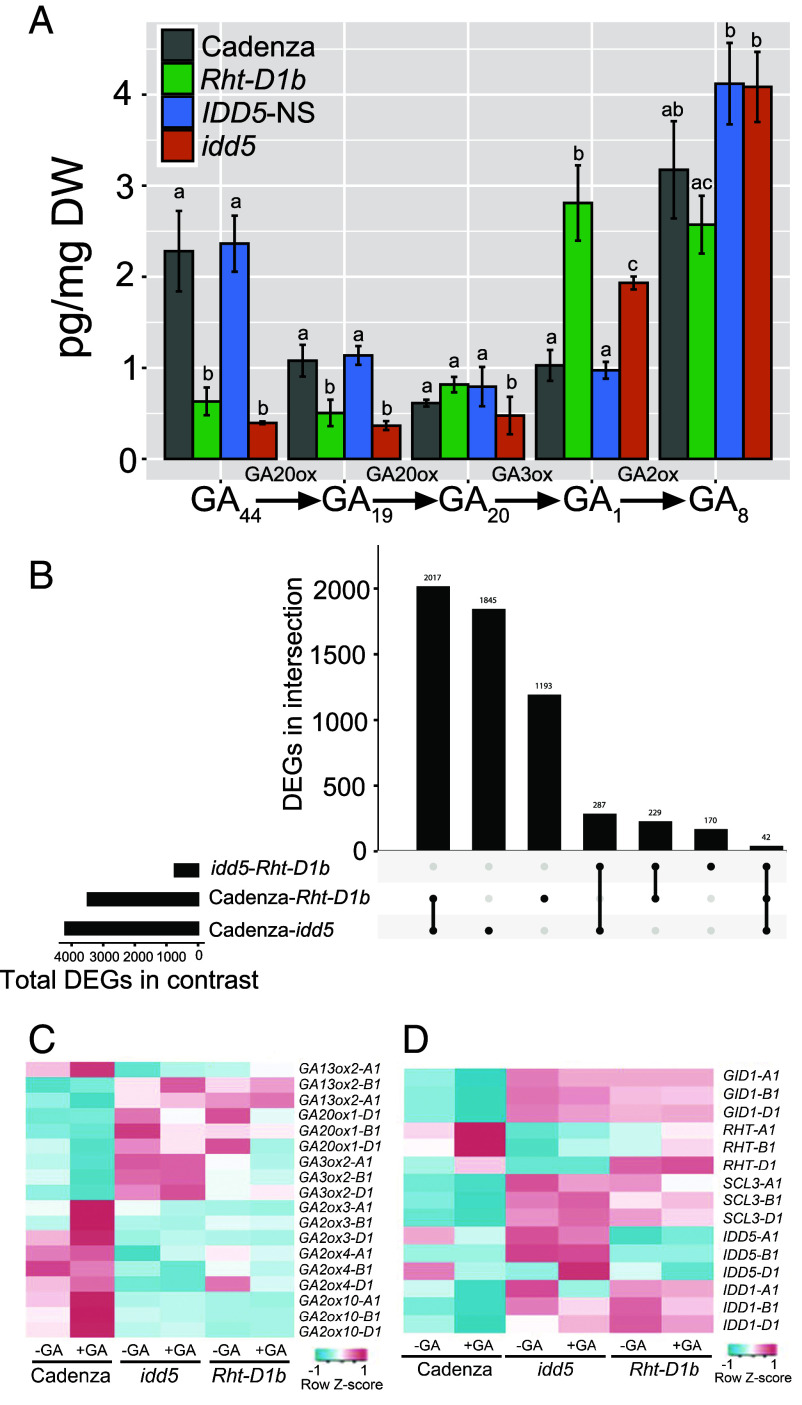
*IDD5* regulates GA levels in the wheat leaf sheath. (*A*) The levels of selected GAs in the leaf sheaths of 7-d-old seedlings of Cadenza, *IDD5*-NS, *idd5,* and *Rht-D1b*. Data were analyzed using one-way ANOVA and Tukey’s HSD test. Different letters indicate significant differences between genotypes (*P* < 0.05). (*B*) UpSet plot showing the number of DEGs in selected pairwise comparisons (*P_adj_* < 0.01) and the subset of those genes that are common to different contrasts. Relative expression levels of selected GA biosynthesis (*C*) and GA signaling (*D*) genes in different genotypes.

We sequenced the transcriptomes of Cadenza, *Rht-D1b,* and *idd5* seedlings treated with water or GA_3_ (*SI Appendix*, Fig. S8) (32). 

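Leaf sheaths of 7-d-old seedlings were collected 8 h after treatment with water or 100 µM GA_3_. The seedlings were wild-type Cadenza, the *idd5* mutant and the *Rht-D1b* near-isogenic line, all in the Cadenza background. Each of the 6 combinations of genotype and treatment had 4 biological replicates, which gave 24 RNA-seq libraries. The authors trimmed the reads with Trimmomatic, quantified them with Kallisto against annotated gene models and deposited a table of TPM, the transcript abundance of each gene relative to the total of its library. TPM values are scaled within each library and keep no read depth, so the depth of each library is unknown here. Between 56583 and 58700 genes per library reached 0.5 TPM. Log2(TPM + 0.5) was computed for the 63241 genes with at least 0.5 TPM in at least 4 libraries, and all 24 libraries were fitted in one limma model with a mean for each genotype and treatment. A DEG below is a gene with an adjusted p-value under 0.01 in limma's test with Benjamini-Hochberg adjustment. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes with low TPM. In simulated data with the same design, 200 genes with a mean of at least 5 TPM were given a log2 change of 1 in GA-treated Cadenza. Of these, 180 were recovered, and 4 unchanged genes were called. Recovery of genes with lower TPM, of smaller changes and of differences in response was not simulated. The median correlation across genes was 0.969 over the 36 pairs of libraries of the same genotype and treatment and 0.959 over the 192 pairs of different genotypes.

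The mutated genes were examined first. *IDD5-B1* (TraesCS2B02G218900) had 9.43 ± 0.93 TPM (SD, n = 4) in water-treated Cadenza and 35.9 ± 0.77 TPM (SD, n = 4) in water-treated *idd5*. This was a log2 fold change of 1.88 (standard error 0.07, adjusted p = 3.59e-13 from limma's test). In GA-treated seedlings it had 9.25 ± 0.24 TPM (SD, n = 4) in Cadenza and 34.2 ± 2.48 TPM (SD, n = 4) in *idd5*, where replicate 3 had 30.5 TPM and the others at least 35.2 TPM. Its 8 *idd5* libraries were all above the Cadenza libraries (exact two-sided permutation test within each treatment, p = 0.0286, the smallest that 4 libraries against 4 allow). In the paper, the *IDD5-B1* mutation lies at a splice donor site and often leaves an intron in the transcript, with a premature stop codon. The TPM of the gene does not separate such transcripts from correctly spliced ones, so it does not measure functional *IDD5-B1*. *IDD5-A1* (TraesCS2A02G188400) differed by a log2 fold change of 0.03 (standard error 0.08, adjusted p = 0.86 from limma's test) between *idd5* and Cadenza in water. *IDD5-D1* (TraesCS2D02G199300) differed by -0.11 (standard error 0.08, adjusted p = 0.438 from limma's test).

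**Figure D1:**
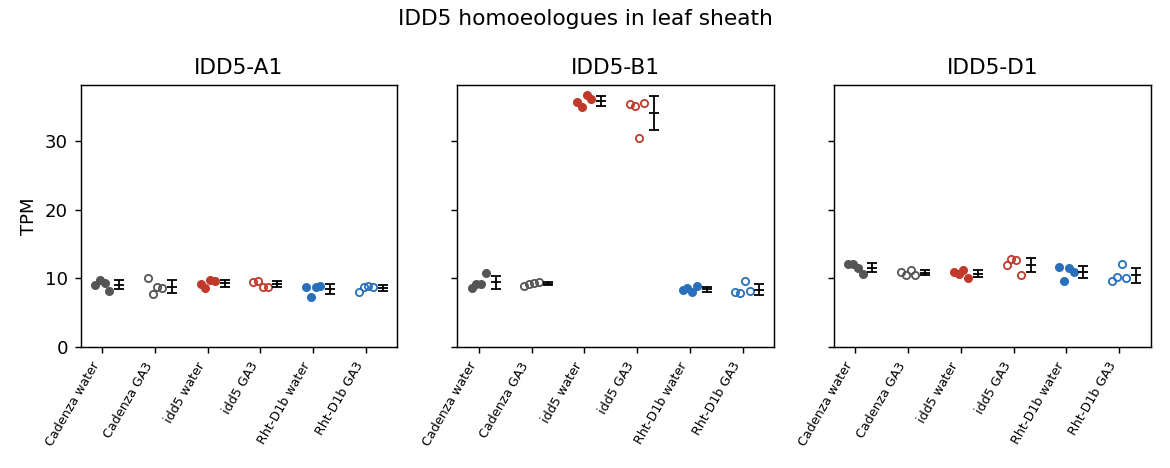
TPM of the *IDD5* homoeologues in each library by genotype and treatment (filled circles, water; open circles, GA_3_), with the mean and SD of the 4 libraries beside them. *IDD5-B1* lies between 30.5 and 36.8 TPM in *idd5* and between 7.86 and 10.8 TPM in Cadenza and *Rht-D1b*.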

In wild-type Cadenza, 364 differentially expressed genes (DEGs) were detected following GA application (Dataset S2, tab 1). By contrast, the GA-insensitive *idd5* and *Rht-D1b* mutants showed only nine and one DEG, respectively (Dataset S2, tabs 2 and 3). 

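In Cadenza, 61 of the 63241 genes tested were DEGs between GA_3_ and water, of which 33 were higher and 28 lower with GA_3_. Their median change had a size of 0.69 on the log2 scale, 15 of them changed by more than 2-fold, and the smallest adjusted p-value was 0.000116 from limma's test with Benjamini-Hochberg adjustment. A further measure that does not depend on the adjustment is the number of genes with an unadjusted p-value under 0.05, which was 5546, or 8.77% of the genes tested. The count depended on the estimate of the spread. With only the 8 Cadenza libraries in the fit, 0 genes were DEGs. Each library left out in turn gave from 25 to 42 genes, with the lowest count without water replicate 3. Of the 35 ways to divide the 8 Cadenza libraries into groups of 4, only the division by treatment gave as many genes, and the highest count among the others was 2.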

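With GA_3_, 0 of the 63241 genes tested were DEGs in *idd5* (smallest adjusted p = 0.24 from limma's test with Benjamini-Hochberg adjustment) and 0 in *Rht-D1b* (smallest adjusted p = 0.368). An unadjusted p-value under 0.05 was reached by 4216 genes (6.67%) in *idd5* and 3705 (5.86%) in *Rht-D1b*. With no change at all, a share of 0.05 of the genes would be expected to reach it. Among the alternatives, the count in *idd5* rose to 2 with no filter on low values and to 3 without GA_3_ replicate 2, and the count in *Rht-D1b* stayed at 0 in each of them. Among the 35 ways to divide the 8 *idd5* libraries into groups of 4, another division, GA_3_ replicates 1, 2 and 4 with water replicate 4 against the others, gave 107 genes. The model has no term for this difference, which adds to the spread within the *idd5* groups.

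The 61 genes that were DEGs in Cadenza were followed in the mutants. In *idd5*, 48 of the 61 moved in the same direction as in Cadenza, with a median log2 change of 0.10 in that direction. In *Rht-D1b*, 52 of the 61 did so, with a median of 0.11. The genes were chosen on the Cadenza libraries, which raises their value in Cadenza, so these medians are not an independent comparison. Of the 61, 11 had an unadjusted p-value under 0.05 in *idd5* and 10 in *Rht-D1b*. With Benjamini-Hochberg adjustment over these 61 genes alone, 0 passed 0.01 in *idd5* and 3 in *Rht-D1b*. The response differed from that of Cadenza, adjusted in the same way, for 54 genes in *idd5* and 55 in *Rht-D1b*, counts that the choice of genes on the Cadenza libraries raises. The difference in response was also tested for each gene. Over all genes tested, 0 differed in their response between *idd5* and Cadenza (smallest adjusted p = 0.103 from limma's test), with 3590 (5.68%) at an unadjusted p-value under 0.05. Between *Rht-D1b* and Cadenza 0 differed (smallest adjusted p = 0.227), with 3780 (5.98%) at an unadjusted p-value under 0.05. With no difference in response, a share of 0.05 would be expected.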

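Between *idd5* and *Rht-D1b*, 288 genes were DEGs in water-treated seedlings, of which 130 were higher and 158 lower in *idd5*. In GA-treated seedlings 460 genes were DEGs, of which 219 were higher in *idd5* and the others lower. Among the alternatives, an adjusted p-value under 0.05 gave 590 and 1212 genes, and a fit with only the groups compared gave 141 and 131. With GA_3_ replicate 2 of *idd5* left out, the count in GA-treated seedlings was 299.

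Part of the DEGs lay side by side. On chromosome 2A, the interval from TraesCS2A02G267900 to TraesCS2A02G277100 holds 71 tested genes, of which 53 were DEGs in water and 63 in GA_3_, each lower in *idd5* than in *Rht-D1b*. They made up 18.4% of the DEGs in water and 13.7% in GA_3_, which leaves 235 and 397 DEGs elsewhere. These boundary genes were chosen after the values were seen, and the order is that of the gene identifiers. Over the 37 genes of the interval with a mean of at least 5 TPM in Cadenza, the median level relative to Cadenza was 18.3% ± 2.59 (SD, n = 4) in water-treated *idd5*. In GA-treated *idd5* it was 10.9%, 11.4% and 9.74% in replicates 1, 3 and 4, while in replicate 2 the median was 0, with 22 of the 37 genes listed at 0 TPM. In *Rht-D1b* it was 95.6% ± 2.80 (SD, n = 4) with water and 91.4% ± 3.74 (SD, n = 4) with GA_3_. The 43 flanking genes at the same minimum level had medians between 90.1% and 97.2% in the *idd5* libraries. Within *idd5*, 66 of the 71 genes were lower with GA_3_ than with water, and 0 of them were DEGs at the adjusted threshold while 43 had an unadjusted p-value under 0.05.

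**Figure D2:**
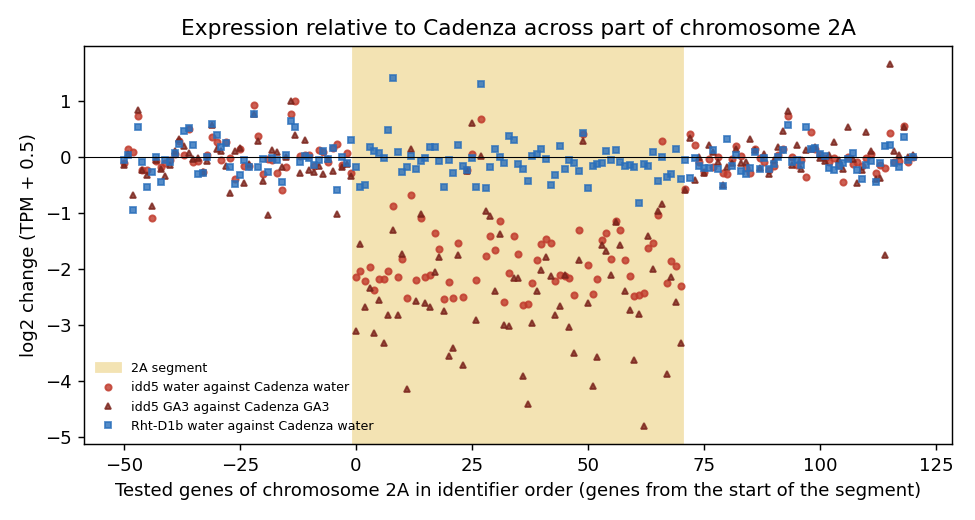
Log2 change from Cadenza of the tested genes of part of chromosome 2A, in the order of their identifiers, for *idd5* in water, *idd5* in GA_3_ and *Rht-D1b* in water. The shaded interval holds 71 genes, and 67 of them lie lower in *idd5* than in Cadenza in water.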

Comparing *idd5* and *Rht-D1b* lines revealed 728 DEGs in water-treated seedlings (Fig. 4*B*) and 1,302 DEGs in GA-treated seedlings (*SI Appendix*, Fig. S9). 

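In water-treated seedlings, 2993 genes were DEGs between *idd5* and Cadenza, 1774 higher and 1219 lower in *idd5*. Between *Rht-D1b* and Cadenza 2478 genes were DEGs, 1068 higher and 1410 lower in *Rht-D1b*. These counts were 10.4 times and 8.60 times the count between the mutants. Among the alternatives, a fit with only the groups compared moved the first ratio most, to 15.8. The chromosome 2A interval held 63 of the DEGs between *idd5* and Cadenza, all lower in *idd5*, and 0 of those between *Rht-D1b* and Cadenza.

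Both comparisons called 1344 genes, of which 1343 changed in the same direction. They were 44.9% of the genes called between *idd5* and Cadenza, 54.2% of those called between *Rht-D1b* and Cadenza and 32.6% of the genes called in either. Sets of these sizes drawn at random would share 3.92% of the genes called between *idd5* and Cadenza. Because both comparisons use the same Cadenza libraries, unchanged groups were also simulated against those libraries. In 20 simulations 0 genes were called, so the overlap was compared at an unadjusted p-value under 0.05, where 53.7% of the genes of the *idd5* comparison were shared in the same direction, against a mean of 18.3% in the simulations.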

There were approximately five times as many DEGs between Cadenza and either mutant (Fig. 4 *B* and *C*), with significant overlap between transcriptomes; 33.6% of genes differentially expressed between Cadenza and *idd5* are also differentially expressed between Cadenza and *Rht-D1b* (Fig. 4*B*). 

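Across the 63241 genes tested, the differences of *idd5* and of *Rht-D1b* from Cadenza in water had a correlation of 0.596. Genes are not independent replicates, and the shared Cadenza libraries alone gave a mean correlation of 0.499 in the simulations of unchanged groups (0.490 to 0.512). When the Cadenza libraries were divided so that each mutant was compared with its own pair, the correlation lay between 0.311 and 0.347 over the 6 assignments. With *idd5* taken in water and *Rht-D1b* in GA_3_, so that no library was shared, it was 0.417. From its results taken as a whole, the paper reasons that the mutants have similar profiles and transcriptomes, and proposes that the mutated genes belong to one genetic pathway.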

Taken together, these results indicate that *idd5* and *Rht-D1b* share similar GA profiles and transcriptomes, suggesting both mutated genes act in the same genetic pathway.

In Cadenza, GA treatment reduced the expression of the GA biosynthetic genes *GA3OX2* and *GA20OX1* and increased the expression of the GA catabolic genes *GA2OX3, GA2OX4,* and *GA2OX10*, consistent with their feedback regulation in maintaining GA homeostasis (Fig. 4*C*). By contrast, *GA3OX2* and *GA20OX1* transcript levels were higher in both *idd5* and *Rht-D1b* than in Cadenza and were unaffected by GA treatment (Fig. 4*C*). These results are consistent with elevated GA_1_ levels and the reduced levels of the GA20OX1 substrates GA_44_ and GA_19_ (Fig. 4*A*). Similarly, *GA2OX3*, *GA2OX4,* and *GA2OX10* transcript levels were reduced in *idd5* and *Rht-D1b* mutants and did not increase after GA treatment, suggesting a disruption in GA homeostasis.

In the GA signaling pathway, both the GA receptor *GID1* and *SCARECROW-LIKE 3* (*SCL3*) were upregulated in *idd5* and *Rht-D1b* compared to Cadenza (Fig. 4*D*), while *Rht1* genes were downregulated in *idd5* (Fig. 4*D*).

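The *RHT* homoeologues were identified through Table 2. In water-treated seedlings, *RHT-A1* (TraesCS4A02G271000) had 84.1 ± 3.51 TPM (SD, n = 4) in Cadenza and 65.6 ± 2.33 TPM (SD, n = 4) in *idd5*, a log2 fold change of -0.36 (standard error 0.075, adjusted p = 0.00303 from limma's test with Benjamini-Hochberg adjustment). The changes of *RHT-B1* (TraesCS4B02G043100; log2 fold change -0.28, adjusted p = 0.0223 from limma's test) and *RHT-D1* (TraesCS4D02G040400; -0.29, adjusted p = 0.0112) did not pass the threshold of 0.01. For each of the 3 genes the *idd5* libraries were all below the Cadenza libraries (exact two-sided permutation test, p = 0.0286). In GA-treated seedlings the log2 fold changes between *idd5* and Cadenza were -0.57 for *RHT-A1* (adjusted p = 1.14e-05 from limma's test), -0.37 for *RHT-B1* (adjusted p = 0.00129) and -0.69 for *RHT-D1* (adjusted p = 5.85e-07).

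The direction of these 6 differences between *idd5* and Cadenza was the same under each alternative. The adjusted p-value of *RHT-A1* in water rose above the threshold with median-ratio scaling and without either Cadenza water replicate 1 or *idd5* water replicate 4, where its log2 fold changes were -0.29, -0.33 and -0.33. With GA_3_, each of the 3 genes rose in Cadenza. *RHT-A1* reached 105 ± 6.74 TPM (log2 fold change 0.32, adjusted p = 0.0621 from limma's test), *RHT-B1* went from 80.2 ± 2.87 to 97.9 ± 4.48 TPM (0.29, adjusted p = 0.128), and *RHT-D1* went from 65.7 ± 3.95 to 87.6 ± 5.28 TPM (0.41, unadjusted p = 9.81e-06 and adjusted p = 0.01 from limma's test, which did not pass the threshold; SD, n = 4 each; exact two-sided permutation test for each gene, p = 0.0286). In *idd5*, *RHT-A1* had 71.2 ± 7.01 TPM with GA_3_ (0.11, adjusted p = 0.845 from limma's test), *RHT-B1* went from 66.2 ± 3.44 to 75.7 ± 6.46 TPM (0.19, adjusted p = 0.664; exact two-sided permutation test, p = 0.0857), and *RHT-D1* was 53.5 ± 2.80 TPM with water and 54.0 ± 5.24 TPM with GA_3_ (SD, n = 4 each). The difference between the responses in *idd5* and Cadenza had an adjusted p-value of 0.893 for *RHT-A1*, 0.964 for *RHT-B1* and 0.372 for *RHT-D1* over all genes in limma's test. For *RHT-D1* alone it was -0.40 on the log2 scale (standard error 0.102, unadjusted p = 0.000693 from limma's test). In *Rht-D1b*, *RHT-D1* was higher than in Cadenza in water, by a log2 fold change of 0.67 (standard error 0.07, adjusted p = 2.35e-06 from limma's test). With GA_3_ it was higher by 0.32 (adjusted p = 0.00421). *RHT-A1* was lower in *Rht-D1b* than in Cadenza with GA_3_ (-0.37, adjusted p = 0.00149), so its lowering was not limited to *idd5*. *RHT-B1* (-0.26, adjusted p = 0.0243) did not pass the threshold. In water neither of these genes passed it (-0.15 and -0.07, adjusted p = 0.238 and 0.644). The *RHT-D1* response in *Rht-D1b* differed from that in Cadenza by -0.355 (unadjusted p = 0.00213, adjusted p = 0.568 from limma's test). The sequences of the homoeologues were not compared here, and how the authors' quantification divided reads between them is not known from TPM.

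**Figure D3:**
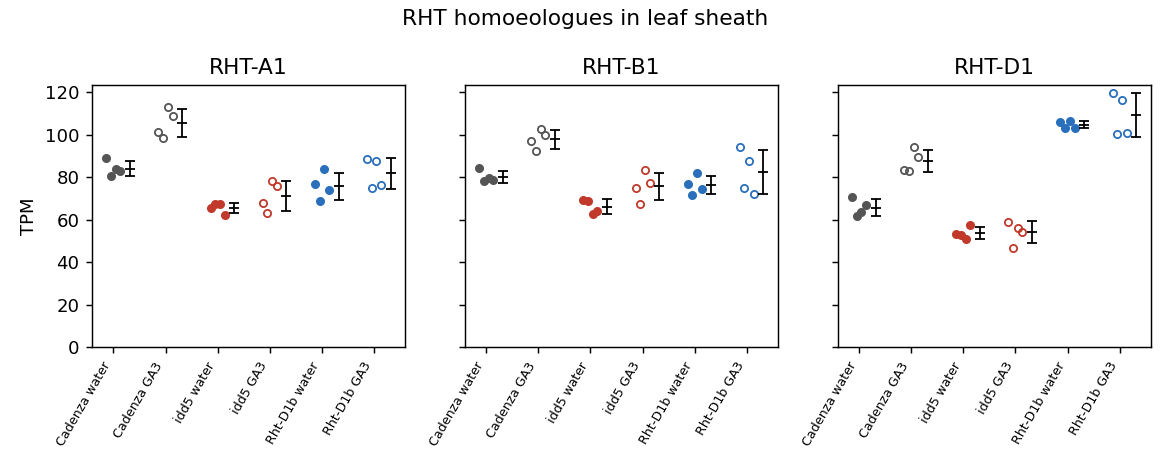
TPM of the *RHT* homoeologues in each library by genotype and treatment (filled circles, water; open circles, GA_3_), with the mean and SD of the 4 libraries beside them. *RHT-D1* lies between 46.8 and 59.1 TPM in *idd5* and between 61.5 and 94.2 TPM in Cadenza.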

### TaIDD5 and HvSDW3 Are Epistatic to DELLA.

To test the epistatic interactions between *IDD5* and *RHT1*, we developed an *rht1* loss-of-function mutant by combining three lines carrying induced mutations introducing premature stop codons in the C-terminal SAW domain of each *RHT1* homoeologue (Table 2). The resulting *rht1* mutant is sterile and exhibits a low-tillering, spindly growth habit resembling that of loss-of-function DELLA mutants in other species (Fig. 5 *A* and *B*). We crossed *rht1* with *idd5* to generate a sextuple *idd5*/*rht1* mutant. In the *idd5* background, the spindly, low-tillering phenotype of *rht1* was rescued, and the height of the *idd5*/*rht1* mutant was not significantly different from *idd5* (*P* > 0.05, Fig. 5 *A* and *B* and *SI Appendix*, Table S10). Despite rescuing the height phenotype, both the *rht1* and *idd5*/*rht1* mutants remained infertile.

**Fig. 5.**
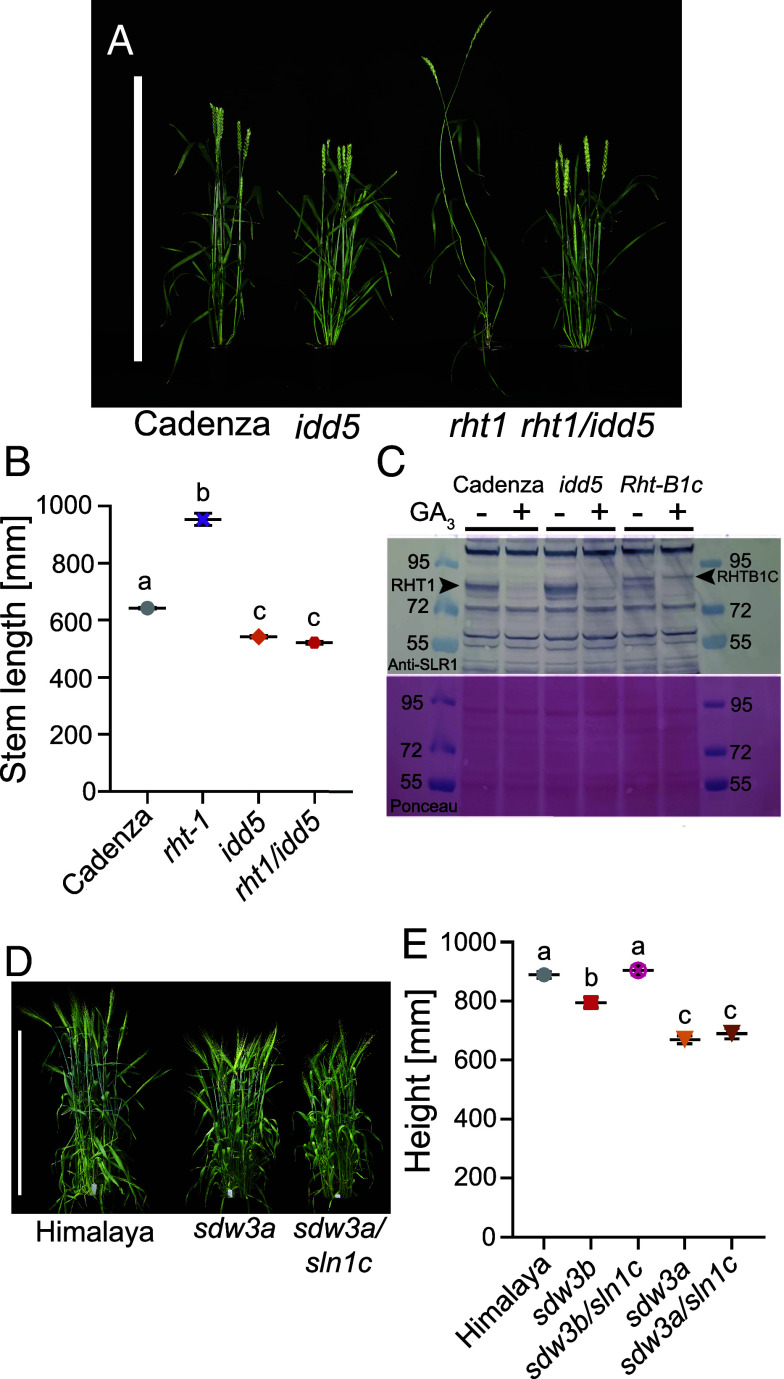
*IDD5* and *SDW3* act downstream of DELLA genes. (*A*) Whole plant phenotypes of *rht1, idd5,* and *rht1/idd5* mutants at maturity. (*B*) Mean stem length (mm) ± SEM at maturity (*N* = 18). (*C*) Detection of RHT1 proteins by western blot in Cadenza, *idd5,* and *Rht-B1c* immature spike protein extracts. Protein extracts were untreated or treated with GA_3_. RHT1 and RHT-B1C proteins are indicated. (*D*) Whole plant phenotypes of *sdw3a* and *sdw3a/sln1c* mutant barley plants at maturity. (*E*) Total plant height at maturity. Data were analyzed with one-way ANOVA and Tukey’s post hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level. *N* = 11 to 12. (Bar, 90 cm.)

In wild-type Cadenza, native RHT1 proteins in immature spike extracts are degraded in response to GA application (Fig. 5*C*). By contrast, in the GA-insensitive *Rht-B1c* mutant, the RHT-B1C protein—which contains a 90 amino acid insertion in the N-terminal DELLA domain (16)—is not degraded after GA application (Fig. 5*C*). In the *idd5* mutant, DELLA proteins are still degraded in response to GA, demonstrating that reduced stem elongation in this line is independent of RHT1 degradation.

We next tested epistatic interactions between SLN1 and SDW3 by introducing the loss-of-function *sln1c* allele into selected *sdw3* backgrounds. In a Himalaya background, the *sln1c* allele causes excessive elongation growth of all aerial parts and confers male sterility (18). When combined with the *sdw3a* allele, elongation growth was markedly reduced (Fig. 5*D* and *SI Appendix*, Table S11), and male fertility was restored, as indicated by a full grain set.

Although plant height was not significantly different between *sdw3a* and *sdw3a/sln1c* mutants, the *sdw3b/sln1c* mutant was significantly taller than *sdw3b* (Fig. 5*E* and *SI Appendix*, Table S11). This suggests that *sln1c* can partially rescue *sdw3b* to near wild-type height, although to a much smaller degree than in a wild-type background (18). Consistent with this, we observed slight elongation of the subcrown internode in *sdw3b/sln1c*—a characteristic response of *sln1c* in a wild-type background—but not in the *sdw3a* background (*SI Appendix*, Fig. S10). These observations likely reflect that *sdw3b* (S40L) retains a low degree of SDW3 activity, compared to the more severe splice-site mutation in *sdw3a* (Table 1), consistent with a smaller reduction in height (see below).

### *idd5* and *sdw3* Mutants Exhibit a Semi-Dwarf Phenotype.

In glasshouse conditions, the barley *sdw3a* allele reduced plant height by 24.3% compared to wild-type Himalaya (Fig. 6 *A* and *B* and *SI Appendix*, Table S12). The *sdw3e* allele conferred a similar reduction in plant height (22.6%), whereas the *sdw3b* allele had a milder effect (10.3% reduction, Fig. 6*B* and *SI Appendix*, Table S12).

**Fig. 6.**
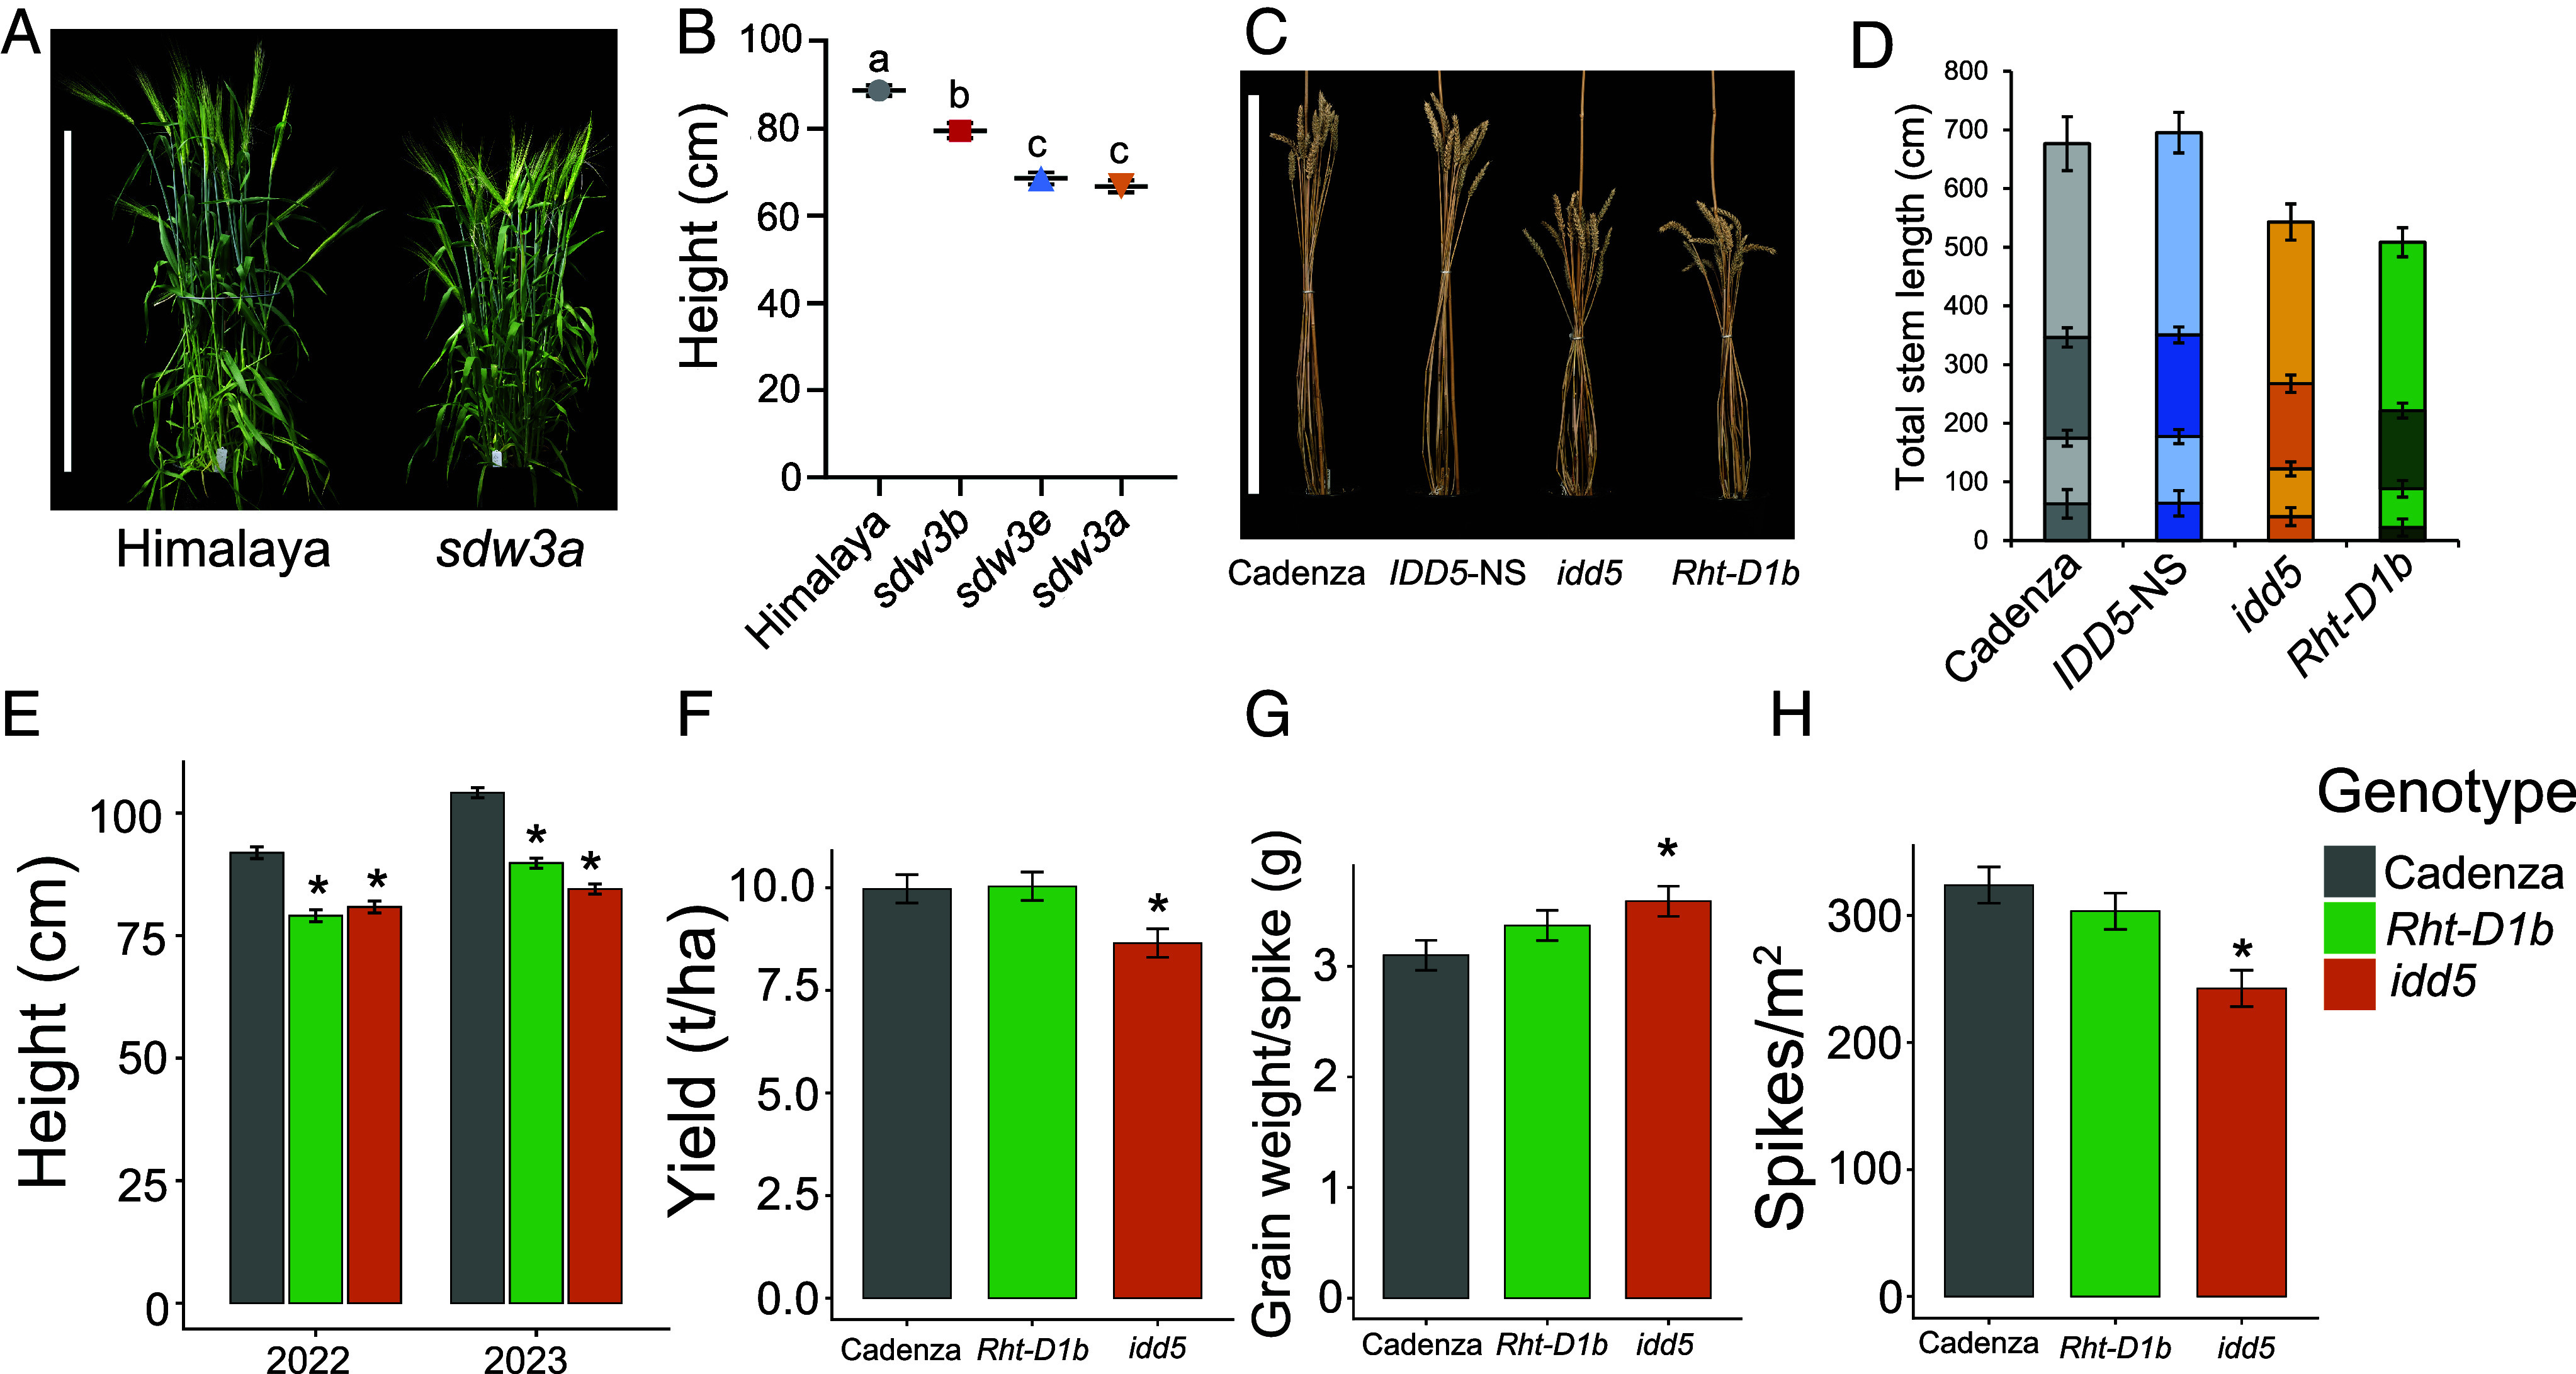
The phenotype of the mature barley *sdw3* mutants and wheat *idd5* mutants. (*A*) Mature phenotype of wild-type Himalaya and *sdw3a* (M671). (B) Mean height ± SEM of wild-type, *sdw3a, sdw3b,* and *sdw3e* mutants (*N* = 11 to 12). Different letters indicate statistically significant differences determined by one-way ANOVA followed by Tukey’s post hoc test (*P* < 0.05). (*C*) Mature phenotype of wheat genotypes grown in the glasshouse. (*D*) Mean length of representative tilers from each genotype with internodes indicated. *N* = 24. The wheat phenotypic data collected in glasshouse experiments were analyzed using one-way ANOVA and mixed linear models followed by Tukey’s post hoc LSD test (*P* < 0.05). Plotted values are means ± SEM. Bars in panels *A* and *C* are 80 cm. (*E*–*H*) Phenotypic data from Cadenza, *Rht-D1b,* and *idd5* lines from 2022 and 2023 field experiments. Height exhibited a significant trial × genotype interaction, so data from each experiment are presented separately. Yield, grain weight, and spike number are presented as the joint values across both experiments. Data were analyzed with linear mixed models. Values are means ± SEM, *N* = 4. * = significant difference with Cadenza (*P* < 0.05).

Wheat plants carrying loss-of-function mutations in one or two *IDD5* homoeologues exhibit only mild reductions in height in glasshouse conditions (*SI Appendix*, Fig. S11 and Table S13). By contrast, the *idd5* triple mutant reduced total stem length by 21.5% compared to *IDD5*-NS (*P* < 0.001) due to decreased elongation of all internodes (Fig. 6 *C* and *D* and *SI Appendix*, Table S14). The effect was milder than that of the *Rht-D1b* allele, which conferred a 25.9% reduction in stem length compared to Cadenza (*P* < 0.001). All internodes in *idd5* except the peduncle were significantly longer than in *Rht-D1b* (Fig. 6*D* and *SI Appendix*, Table S14). Coleoptile length was significantly reduced in both *idd5* and *Rht-D1b* mutants compared to Cadenza, but neither seedling root length nor germination rate was affected (*SI Appendix*, Table S15).

We evaluated Cadenza, *Rht-D1b,* and *idd5* genotypes in field plots over two consecutive seasons. Both *Rht-D1b* and *idd5* were significantly shorter than Cadenza in each year (*P* < 0.05, Fig. 6*E* and *SI Appendix*, Table S16). Plant height was reduced by 12.9 to 14.4 cm in *Rht-D1b* and by 11.1 to 19.6 cm in *idd5*, caused in both genotypes by significant reductions in the lengths of all internodes (*SI Appendix*, Fig. S12). The spike was significantly longer in *idd5* mutants than Cadenza (*P* < 0.05) but unaffected in *Rht-D1b* (*SI Appendix*, Fig. S12).

Despite similar height reduction, grain yield was 13.2% lower in *idd5* mutants than in Cadenza (*P* < 0.05), whereas *Rht-D1b* exhibited a slight increase (Fig. 6*F* and *SI Appendix*, Table S16). To understand the basis of this yield reduction, we phenotyped individual yield components. Spikelet number was significantly higher in *idd5* than in Cadenza, and both *Rht-D1b* and *idd5* produced more grains per spike (Fig. 6*G* and *SI Appendix*, Table S16). In *Rht-D1b*, all sections of the spike showed improved fertility, whereas in *idd5*, the effect was greatest in basal spikelets (*SI Appendix*, Fig. S13). Grain weight per spike was significantly increased in both *idd5* and *Rht-D1b*, demonstrating that both alleles confer improved yield per spike (Fig. 6*G*). However, spike number was significantly reduced in *idd5* mutants, but not in *Rht-D1b* (Fig. 6*H*). Overall, although *idd5* confers height reduction and greater yield per spike similar to *Rht-D1b*, these gains are offset by a significant decrease in spike number, resulting in lower overall yields.

## Discussion

### Dissecting Growth Pathways in Cereals.

Functional diversification among DELLA-interacting TFs and their downstream targets likely contributes to the diversity in tissue-specific GA responses (2). Despite the importance of Green Revolution DELLA alleles in modern agriculture, the key interacting TFs in crop species remain poorly understood (33). In *Arabidopsis*, at least seven IDD proteins bind DELLA (22) and the AtIDD4–DELLA interaction is conserved in lycophyte and bryophyte lineages (2), indicating that DELLA-mediated regulation of IDD proteins is an ancestral mechanism. Several IDD proteins regulate growth, including the homologues BROAD LEAF1 in barley and AtIDD14/15/16 in *Arabidopsis* that repress longitudinal cell division in leaves (34). In *Arabidopsis*, GAF1 and ENY (homologues of IDD5 and SDW3) act partially redundantly to promote vegetative growth (24, 27). Consistent with this, both the wheat and barley genomes contain paralogues of *IDD5* and *SDW3* that encode proteins with a high level of sequence identity and included an ID domain and EAR motif (*SI Appendix*, Figs. S2 and S3), suggesting potential functional redundancy in cereals. Generating loss-of-function alleles in these paralogues in wheat and barley will help characterize their function and test this hypothesis.

Our finding that *idd5* and *sdw3* loss-of-function mutations confer semi-dwarfism indicates that they are key components of elongation growth pathways in cereals and provides an entry point to better understand these processes. To dissect these regulatory networks, it will be important to identify the direct genomic loci targeted by IDD5 and SDW3 and to determine how their transcriptional activity is affected by DELLA proteins. One model is that DELLA proteins sequester or inhibit IDD5/SDW3, similar to their repression of the positive growth regulator PIF4 (6, 7). GA-induced DELLA degradation would then release IDD5/SDW3 to promote growth. Alternatively, DELLAs may enhance IDD transcriptional activity by recruiting coactivator complexes (9, 11), potentially increasing the expression of growth-inhibitory genes.

Direct IDD5 targets might include GA biosynthesis and signaling genes. In *Arabidopsis*, the GAF1–GAI complex binds the promoters of *AtGA20OX2*, *AtGA3OX1,* and *AtGID1b* activating their expression (25, 27). In peach [*Prunus persica* L. (Batsch)], an IDD1–DELLA complex activates *GA20OX1* expression (35), suggesting a conserved role for IDD–DELLA complexes in GA homeostasis. In wheat, *GA3OX2* and *GA20OX1* transcript levels were increased in *idd5* mutants and reduced in response to GA treatment, supporting the hypothesis that these genes are direct IDD5 targets modulated by DELLA activity (Fig. 4*C*).

The increased transcript levels of GA feedback-regulated genes and higher bioactive GA levels in the *idd5* mutant are unexpected, given that IDD5 promotes GA-responsive growth (Fig. 4). One explanation is that, in the absence of IDD5, DELLA proteins are no longer sequestered and can act as coactivators of other transcriptional regulators at GA biosynthesis gene loci. Other factors, such as the non-DELLA GRAS protein SCL3 (28), might also regulate transcription of these IDD5 targets. The opposing role of OsIDD2 as a negative regulator of GA-mediated cell elongation in rice (36) suggests that different IDD proteins may act antagonistically by competing at shared promoters to fine-tune expression of GA homeostasis genes.

### Application of *IDD5* and *SDW3* Alleles in Agriculture.

The ability of *idd5* and *sdw3* loss-of-function mutations to fully rescue the excessive elongation of *della*-null mutants demonstrates the central role of IDD5/SDW3 TFs in regulating stem elongation in wheat and barley. Because DELLA proteins in these lines remain responsive to GA-mediated degradation (Fig. 5), we hypothesized that *idd5/sdw3* alleles could confer the benefits of semi-dwarf stature without the negative pleiotropic effects associated with Green Revolution dwarfing alleles. However, when *idd5* lines were tested in the field, increases in spike length, spikelet number, and grain number were offset by a reduction in spike number, resulting in a significant yield penalty (Fig. 6). Grains from *idd5* exhibited a high germination rate in laboratory assays (*SI Appendix*, Table S15), suggesting that altered vegetative development leading to fewer productive tillers is a likely cause of reduced spike number and thus yield.

We also found that *idd5* alleles did not overcome several pleiotropic effects associated with *Rht-D1b*. Both semi-dwarfing alleles conferred shorter coleoptiles, suggesting that *idd5* lines might suffer weak emergence when sown deeply in hot, dry soils. Furthermore, because a uniform N application rate was used for all genotypes, the yield reduction in *idd5* indicates that it exhibits poorer NUE relative to *Rht-D1b* (Fig. 6). Taken together, although only tested in a single genetic background, our results suggest that *idd5* has limited value as an alternative semi-dwarfing allele for wheat breeding.

We did not evaluate barley *sdw3* alleles in field trials in the current study. Analysis of 44 barley pangenome accessions shows that all carry *SDW3* alleles encoding full-length proteins with intact functional domains (*SI Appendix*, Table S17) (37), suggesting that *sdw3* loss-of-function mutations have not been widely exploited in barley breeding. Introducing such alleles using CRISPR/Cas9-based gene editing could, therefore, be a straightforward approach to engineer novel semi-dwarfing traits. Additionally, screening diverse germplasm might uncover additional natural *SDW3* alleles, including partially functional alleles such as *sdw3b*, which confer milder height reductions (Fig. 6*B*). Such variation could allow breeders to tailor height reductions to specific environments or agronomic requirements. It is interesting to note that *sdw3* mutations restore fertility in barley *sln1c* loss-of-function mutants, whereas the equivalent *rht1/idd5* line in wheat remains sterile. This suggests either functional divergence between SDW3 and IDD5 or the involvement of different IDD proteins in reproductive development in each species.

Our study highlights the importance of replicated field testing to support claims of improved crop performance when reporting novel genetic variants (38). Growing lines in large plots under standard UK agronomic practice allowed us to gather robust yield measurements, while our analysis of yield subcomponents clarified how these alleles affect distinct developmental processes. Although *idd5* alleles are likely to be poor candidates to directly replace Green Revolution semi-dwarfing genes, our findings provide avenues for future research into growth pathways in cereals, including downstream targets that may overcome the negative pleiotropic effects of these alleles.

## Materials and Methods

### Plant Materials and Growth Conditions.

All wheat lines were in the Cadenza background. Near-isogenic lines carrying *Rht-D1a* and *Rht-D1b* alleles were described previously (17). EMS-mutagenized M_4_ lines carrying *IDD5* or *RHT1* mutations were identified from an in silico database (39). M_4_ plants of each *IDD5* mutant line were intercrossed and then backcrossed three times to Cadenza. From the resulting BC_3_F_2_ populations, *IDD5*-NS and *idd5* genotypes were selected using assays described in *SI Appendix*, Table S18. To determine the effect of the intron 1 donor splice site mutation in *IDD5-B1*, PCR amplicons spanning exons 1 and 2 of all three *IDD5* homoeologues were amplified using primers described in *SI Appendix*, Table S18. Illumina sequencing libraries were generated from these pooled amplicons and sequenced at the Rothamsted Research sequencing core. Reads were aligned to *IDD5* gene models using Bowtie 2, and the proportion of correctly versus incorrectly spliced reads was calculated from read pileups (*SI Appendix*, Fig. S5*B*).

Similarly, M_4_ plants from each *RHT1* mutant line were backcrossed twice to Cadenza and then crossed to combine the mutations, producing BC_2_F_2_ lines homozygous for knockouts in *RHT-A1* and *RHT-B1* and heterozygous for the *RHT-D1* mutation. These lines were maintained in a heterozygous state in *RHT-D1* to overcome the sterility of the *rht1*-null mutant. BC_2_F_3_ plants homozygous for all three *RHT1* knockouts were used in subsequent experiments. Crosses between *rht1* and *idd5* mutants resulted in the generation of the sextuple *idd5/rht1* line.

Initial phenotyping was performed in the glasshouse at 20 °C using a 16 h/8 h light/dark cycle. All other experiments were conducted in controlled environment growth conditions under a 16 h photoperiod (300 µmol m^−2^s^−1^) with day/night temperatures of 20 °C/16 °C. One-hundred grains of Cadenza, *Rht-D1b,* and *idd5* lines were sterilized with 15% bleach, rinsed, and placed in germination paper. Seeds were incubated at 4 °C overnight, then transferred to a controlled environment of 22 °C maintained in darkness for 10 d, after which germination rate, coleoptile length, and root length from each seedling were measured.

All barley materials were in the Himalaya background. To identify *SDW3* mutants, wild-type Himalaya grains were mutagenized with sodium azide (40) and then sown in the field. Bulk M_2_ grains were harvested and screened in soil in wooden flats that were watered with 1 µM GA_3_ solution. Most seedlings were highly elongated and pale green in response to GA_3_ treatment, but approximately 1 in 1,000 seedlings were dark green and semi-dwarf. These semi-dwarf plants were transplanted to pots and grown to maturity without further GA treatment. Intercrossing of these lines over subsequent generations indicated that they included several different genetic loci. Ten mutants defined by M671 formed a single complementation group (29). Further complementation tests with previously described dwarf barley mutants showed that M671 is allelic to the dwarfing mutation in Hv287, originally designated *GA-insensitive* (*GA-ins*) (41) but now renamed *Sdw3* (42). All *sdw3* alleles were confirmed by Sanger sequencing of three overlapping PCR amplicons (*SI Appendix*, Table S18). In the Himalaya x M671 and *sdw3a* x *sln1c* populations, *sdw3a* was genotyped by Sanger sequencing of the amplicon generated from primers Sdw3_F1/Sdw3_R1 (*SI Appendix*, Table S18), and *sln1c* was genotyped by Sanger sequencing of PCR amplicons as described previously (18). Other barley mutants used in this study included *gse1a* (M488), which carries an amino acid substitution in the HvGID1 GA receptor (43, 44), *grd2b* (M463), which is GA-deficient due to a loss-of-function mutation in *HvGA3OX2* and *sln1c* (18). All barley plants were grown under standard glasshouse conditions at 20 °C with a 16 h/8 h light/dark cycle.

### Field Experiments.

Cadenza, *Rht-D1b,* and *idd5* genotypes were sown in autumn 2021 (11/10/2021) and autumn 2022 (4/10/2022) at the Rothamsted Experimental farm in Southeast England in 9 × 1.8 m plots arranged in a randomized block design at a rate of 450 seeds/m^2^. The field trial plan comprised 128 plots arranged in four replicate blocks of 4 rows and 8 columns, with the complete trial arranged as 4 rows by 32 columns. Lines (32 in total) were allocated to plots according to a resolvable row-column design with blocking as described and additional Latinization across “long rows” (i.e., single rows of 32 plots cutting across the replicate blocks) to allow for potential additional variation due to the direction of farming operations (perpendicular to spatial blocking). Standard farm practice for fertilizer and pesticides was followed, with no plant growth regulators applied. Height measurements were made using a floating polystyrene disc, taking six measurements per plot. Internode lengths were measured for ten individual tillers by measuring between the lower bounds of each node. Spikelet number and grain number per spikelet were counted from ten representative spikes, including values for basal (spikelets 1 to 8), central (spikelets 9 to 17), and apical (spikelets 17 and above) sections of the spike. Grain yield was measured after final harvest at 85% dry matter, calculated using the fresh weight of grain per plot and the grain dry matter content. Dry matter was calculated from the fresh and dry weight of a subsample of approximately 80 g, dried for 16 h at 105 °C, which was also used to calculate thousand-grain weight (TGW). Grain weight per spike was calculated from grain number and TGW, while spike number was derived from plot yield and grain weight per spike values.

Data were analyzed using linear mixed models fitted using restricted maximum likelihood, each with a one-way fixed model (line) and the random model reflecting the design/randomization structure of the trial ((block/row)×long row). While data for all lines grown were included in the analysis results for comparisons between only the three lines of interest are given here (extracted using a nested treatment contrast). Traits measured in both field trials were first analyzed for each trial separately using linear mixed models (LMMs) fitted using restricted maximum likelihood (REML), each with a one-way fixed model (line) and the random model reflecting the design/randomization structure of the trial ((block/row)×long column in each case). Data from both trials were then combined using an LMM meta analysis with a two-way (trial×line) fixed model and allowing a separate random model for each trial.

### Cell Length Measurements.

Two images of abaxial epidermis cells were taken in the uppermost 10 mm of the fully elongated leaf sheath using a JEOL JSM-6360LV scanning electron microscope. Twelve plants per genotype and treatment were analyzed. All visible individual cells in each image were measured with ImageJ 1.48v software (45). The data were compared using unbalanced ANOVA with Tukey’s post hoc HSD test.

### GA Dose–Response Assays.

Wheat seeds were surface sterilized, germinated, and transplanted into vermiculite saturated with water or GA_3_ solutions ranging from 1 nM to 100 µM in 10-fold increments. Plants were treated every 2 d for 10 d, after which seedlings were harvested and the first leaf sheath and blade lengths were measured. Treatments were replicated three times in a blocked design. Barley seeds were germinated in filter paper envelopes soaked with either water or GA_3_ solutions. The maximum leaf elongation rate (LER_max_) of each seedling was determined following the method described previously (44). Genotypes with a normal GA response reach near-saturation of leaf elongation at GA_3_ concentrations of 1 to 10 µM (44). By contrast, the *gse1* mutant is less sensitive to GA and shows continued increases in leaf elongation at very high (mM) concentrations of GA_3_ (43). All measurements were analyzed using one-way ANOVA, accounting for replication and blocking in a nested treatment structure (Block/Unit). The least significant difference (LSD) was set at the 5% level. GenStat (20th edition, 2019, ©VSN International, Hemel Hempstead, UK) was used for all analyses, and residual and mean plots were examined to confirm data normality.

### Protein–Protein Interaction Assays.

A wheat cDNA library was constructed from RNA extracted from mature aleurone tissues. Grains were de-embryonated and incubated for 3 d in 20 mM CaCl_2_, after which the aleurone layers were isolated from half-grains. Total RNA was extracted and used to generate cDNA prey libraries (Life Technologies Corporation). This library was screened using a plasmid containing Δ*RHT-D1* (nucleotides 652 to 1,872, amino acids 218 to 623) described previously (16). To transform the library, 250 μL of library-scale MaV203 competent cells (>1 × 10^6^ transformants, Thermo-fisher Scientific, California, USA) was mixed with 10 μg of bait plasmid, 10 μg of wheat aleurone cDNA prey library and 1.5 mL of PEG/LiAc solution. The mixture was incubated at 30 °C for 30 min, then treated with 88 μL DMSO (Sigma-Aldrich, Darmstadt, Germany) and heat-shocked at 42 °C for 20 min. Pairwise interactions were tested in a Y2H system with plasmids expressing *IDD5-A1*, Δ*SLN1* (nucleotides 640 to 1,857, amino acids 214 to 619), *SDW3*, and truncated forms of *TaIDD5-A1* (M1, M2, M3, and M4). Plasmids were introduced into *MaV203* yeast competent cells by heat shock. 150 µL of competent yeast cells were incubated with 1 µg of each plasmid DNA, 2 µL of 10 mg/mL sheared salmon sperm DNA (Thermo-fisher Scientific, California, USA), and 350 µL of 50% polyethylene glycol (PEG3350) at 30 °C for 30 min, then 42 °C for 5 min, placed on ice for 2 min and centrifuged. Cell pellets were resuspended in 110 µL of sterile distilled water and plated on SD-Leu-Trp selective media, then incubated at 30 °C for 72 h. A small amount of yeast colony originating from a single cell was resuspended in 200 µL of sterile water. A 5 µL aliquot of this suspension was spotted onto SD-Leu-Trp-His medium containing 50 and 100 mM of 3-AT and onto SD-Leu-Trp-Ura medium. Three biological replicates were performed for each strain, and plates were incubated at 30 °C for 72 h to assess relative growth.

For bimolecular fluorescence complementation, destination vectors (AB830561, AB830564, AB830568, AB830572) used in this study were described previously (46). Full-length *RHT-D1* and *IDD5-A1* coding sequences were inserted into these vectors using Gateway cloning. The *IDD5-A1* gene was synthesized by GenScript (Netherlands), and the codons were optimized for expression in *Nicotiana benthamiana*. Cultures of *Agrobacterium tumefaciens* strain GV3101 carrying the fusion constructs were grown overnight in 2YT media containing 50 µg/mL rifampicin, 25 µg/mL gentamicin, and 100 µg/mL spectinomycin. 1 mL of each culture was pelleted (1,505×*g* for 5 min), resuspended in infiltration medium (28 mM D-glucose, 50 mM MES, 2 mM Na_3_PO_4_·12H_2_O, 100 µM acetosyringone) to an OD_600_ of 0.1, and mixed 1:1:1 with a p19 control culture. The resulting suspensions were infiltrated into the abaxial sides of leaves from 6- or 7-wk-old *N. benthamiana* plants. After 3 d, infiltrated leaves were examined using a Zeiss LSM 780 confocal microscope with Leica Application Suite X (LAS X) software.

### Western Blot.

Proteins were extracted from developing wheat spikes by homogenizing the tissue in an extraction buffer containing one cOmplete™ ULTRA Mini EDTA-free Protease Inhibitor Cocktail Tablet (Merck KGaA, Darmstadt, Germany), 2 mL of 5× lysis buffer (50 mM Tris/Cl pH 7.5, 750 mM NaCl, 2.5 mM EDTA) and 100 µL of 100 mM PMSF. After a 20 min incubation, samples were denatured at 70 °C for 10 min, separated by SDS-PAGE, and transferred onto 0.2 µm PVDF membranes. Membranes were first stained with Ponceau S to confirm equal protein loading, then blocked and incubated overnight (16 h at 4 °C) with rabbit anti-SLR1 primary antibody (1:5,000). Following washes, membranes were incubated for 4 h at 4 °C with goat anti-rabbit IgG alkaline phosphatase (1:5,000 dilution, Merck) before developing with the BCIP®/NBT-Purple Liquid Substrate System (Merck) for up to 2 h.

### GA Hormone Extraction and Analysis.

Aerial tissues of 7-d-old seedlings of Cadenza, *IDD5*-NS, *idd5,* and *Rht-D1b* (four biological replicates per genotype) were harvested from the grain to the top of the coleoptile, frozen in liquid N_2_ and freeze-dried. Sample preparation and analysis were performed according to Urbanová et al. (47) with some modifications. Briefly, about 5 mg DW was homogenized in 1 mL of ice-cold 80% aqueous acetonitrile containing 5% formic acid using 2.7-mm ceria stabilized zirconium oxide beads (Next Advance Inc., USA) and an MM 400 vibration mill at a frequency of 27 Hz for 3 min (Retsch GmbH & Co., Germany). The samples were then extracted overnight at 4 °C using a benchtop laboratory rotator Stuart SB3 (Bibby Scientific Ltd., UK) after adding 2 pmol of [^2^H_2_]GA_1_, [^2^H_2_]GA_4_, [^2^H_2_]GA_9_, [^2^H_2_]GA_19_, [^2^H_2_]GA_20_, [^2^H_2_]GA_24_, [^2^H_2_]GA_29_, and [^2^H_2_]GA_44_ (OlChemIm, Czech Republic) as internal standards. The homogenates were centrifuged at 36,670×*g* and 4 °C for 10 min (Hermle Z 35 HK, Hermle Labortechnik GmbH, Germany), and the supernatants were purified using mixed-mode SPE cartridges (Oasis® MAX, 60 mg/3 mL; Waters, Ireland) as described in ref. 47. After SPE purification, the samples were evaporated to dryness in vacuo (CentriVap® Acid-Resistant benchtop concentrator, Labconco Corp., USA), redissolved in the starting mobile phase (MeOH: 10 mM formic acid, 1:9 (v/v)) and analyzed by ultra-high performance liquid chromatography–tandem mass spectrometry (UHPLC–MS/MS) using an Acquity UPLC I-Class Plus system (Waters, USA) coupled to a triple quadrupole mass spectrometer Xevo TQ-XS (Waters, USA). GAs were separated on an Acquity UPLC CSH C18 column, 2.1 × 50 mm, 1.7 µm (Waters, Ireland), eluted with a linear gradient from 1:9 to 6:4 MeOH-10 mM formic acid (v/v) over 15 min at 0.25 mL/min. The MS settings were as follows: capillary voltage 1.5 kV, cone voltage 30 V, source temperature 150 °C, desolvation gas temperature 600 °C, cone gas flow 150 L/h and desolvation gas flow 1,000 L/h. GAs were detected using multiple-reaction monitoring mode of the transition of the ion [M–H]^−^ to the appropriate product ion (for settings of individual transitions see ref. 47). Masslynx 4.2 software (Waters, USA) was used to analyze the data. The quantitation of GA levels was performed based on the standard isotope dilution method (48). Data were statistically processed using one-way ANOVA and Tukey’s post hoc HSD test.

### Transcriptome Analysis.

Leaf sheaths from 7-d-old Cadenza, *idd5,* and *Rht-D1b* plants (four biological replicates each) were collected 8 h after treatment with either water or 100 µM GA_3_. Tissue from the grain to the top of the coleoptile was harvested, flash-frozen in liquid nitrogen and total RNA was extracted using the Monarch® Total RNA Miniprep Kit with on-column DNase treatment (New England Biolabs, Ipswich, MA). RNA quality was assessed using an Agilent RNA 6000 Nano Chip and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, USA).

RNA samples were sequenced using paired-end Illumina sequencing by Novogene Europe (Cambridge, UK). Sequencing reads were trimmed for quality and adapter sequences using Trimmomatic 0.39 (parameters SLIDINGWINDOW:4:20; MINLEN:50) (49), then aligned and quantified using Kallisto against the IWGSC RefSeq v1.2 annotated gene models (47, 50). Transcript per million (TPM) values were calculated for each gene, and pairwise contrasts were made between control and GA_3_ treatments for each genotype, as well as between genotypes for the same treatment using DESeq v2 (51). UpSet plots (52) were used to visualize DEGs, and TPM values of selected genes were displayed with the online tool Heatmapper (http://www.heatmapper.ca/expression/).

Total RNA was extracted from young barley shoots grown in filter paper envelopes and sequenced as 2 × 150 bp paired end Illumina sequencing by Novogene (China). Trimmomatic (49) was used to remove low-quality bases and adapter sequences, and the resulting high-quality paired reads were mapped to Morex v2 barley reference gene models (53) using Tophat2/Bowtie2 tools (bowtie/2.3.4 and tophat/2.1.1; (54) with default parameters. Sorting BAM files and removing duplicate reads was performed as described previously (55). Single nucleotide polymorphism (SNP) calling and candidate gene identification were performed using the MUTRIGO pipeline (https://github.com/TC-He-witt/MuTrigo) with default settings.

### Phylogenetic Analysis.

Putative IDD family members in wheat and barley were identified using BLASTp searches against the IWGSC RefSeq v1.2 and Morex V3 proteome databases through the Ensembl Plants platform (https://plants.ensembl.org/index.html). Rice IDD family members and the IDD were used as search queries. Phylogenetic analysis was conducted in PhMyl (56) with a BLOSUM62 substitution model and 100 bootstrap replicates to generate a rooted tree using a *Marchantia polymorpha* IDD protein encoded by *Mp5g20530* as an outgroup. Protein alignments were produced using MUSCLE (54). SDW3 proteins were identified using BLASTp from the proteomes of 44 barley accessions from the barley pangenome (37).

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

Genomic DNA sequences of all *SDW3* alleles described in this project are provided in Dataset S1. Raw transcriptomic data and expression values have been deposited in Gene Expression Omnibus (GSE282829) (32). Lists of differentially expressed genes in all nine pairwise comparisons are provided in separate tabs in Dataset S2. Raw GA quantification data have been deposited in Zenodo (https://zenodo.org/records/17910256) (30).

# Supplementary material for: INDETERMINATE DOMAIN–DELLA protein interactions orchestrate gibberellin-mediated cell elongation in wheat and barley
**Source:** Proc Natl Acad Sci U S A. 2026 Jan 30;123(5):e2528934123. doi: 10.1073/pnas.2528934123
**Supplement:** Supplementary file 1 — Appendix 01

INDETERMINATE DOMAIN-DELLA interactions orchestrate gibberellin-mediated cell elongation in wheat and barley

Figures S1 to S13  
Tables S1 to S18

**Figure S1.** RNA-seq read coverage of wild-type ‘Himalaya’ and eight *sdw3* mutants across the genomic sequence of *HORVU.MOREX.r3.2HG0131300* (*SDW3*). Polymorphisms with the reference sequence are highlighted with stars. M671 (*sdw3a*) has a SNP in the intron 1 splice donor site causing aberrant splicing and a shift in read coverage across the first intron which is highlighted with a blue bar. Sequences of all alleles are provided in additional file 1.

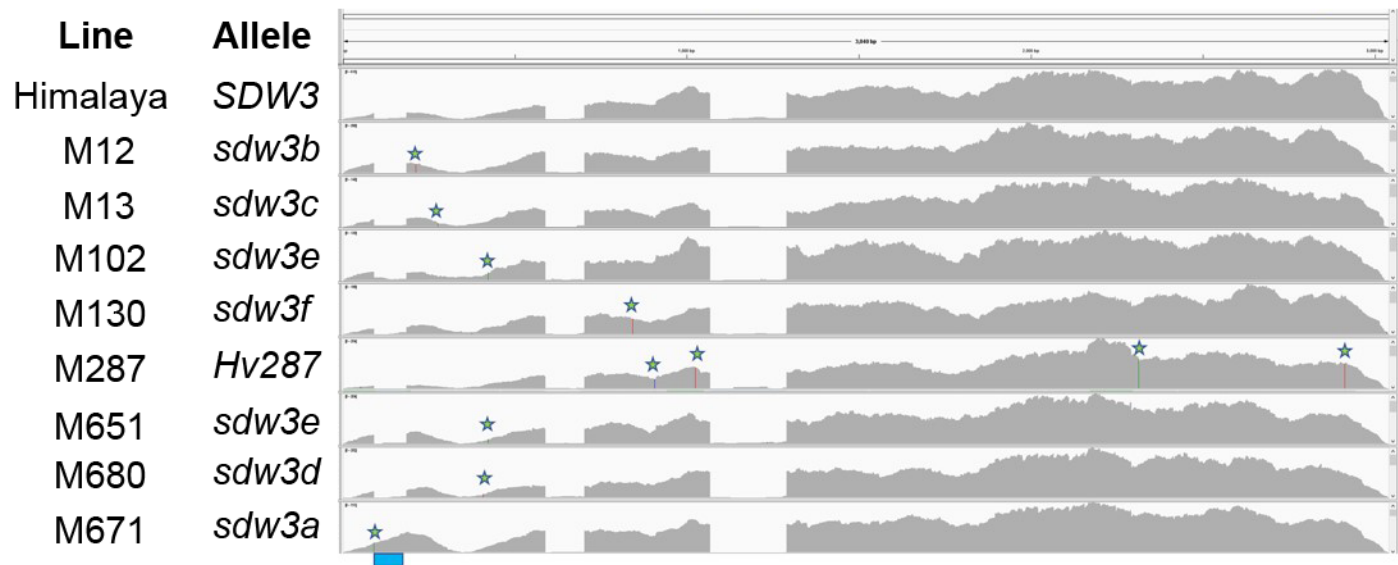

**Figure S2.** Phylogenetic tree of IDD proteins in Arabidopsis (red), rice (blue), barley (green), and wheat (black). Phylogenetic analysis was conducted using a BLOSUM62 substitution model with 1000 bootstraps and rooted to the *Marchantia polymorpha* IDD protein Mp5g20530 (purple). The ENY/GAF1 subclade is indicated.

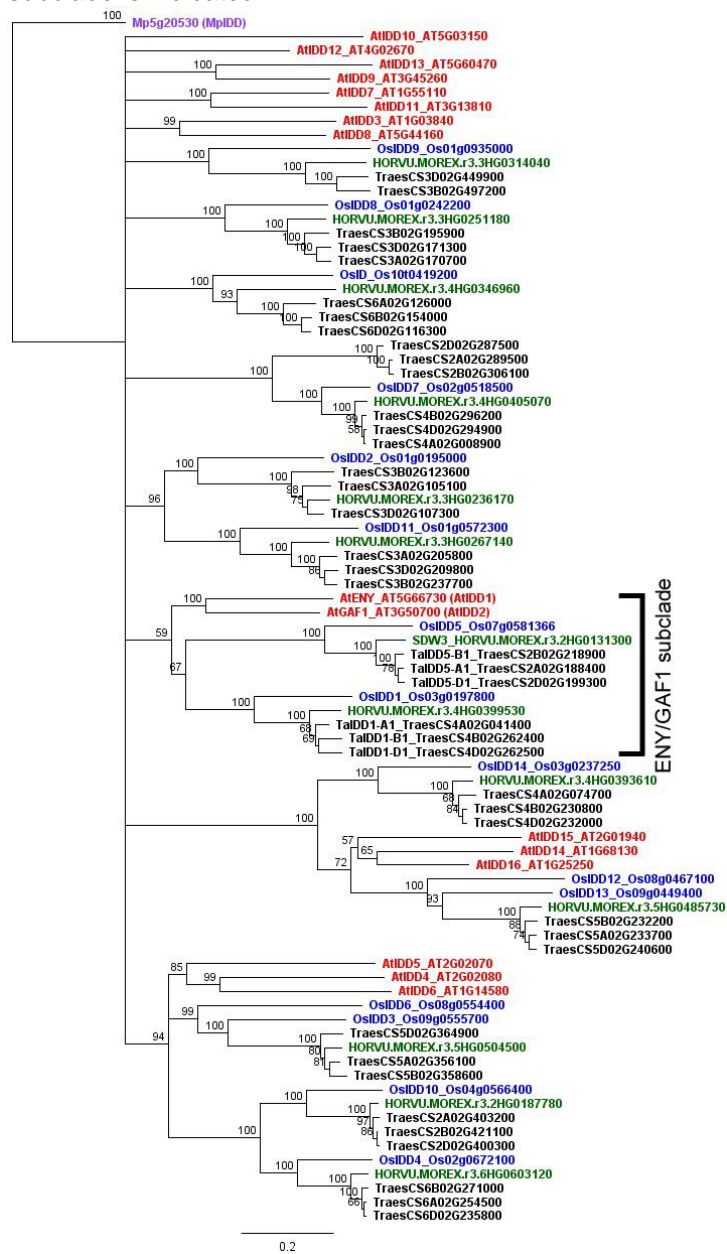

**Figure S3.** Amino acid alignment of Arabidopsis, wheat, barley and rice IDD proteins in the ENY/GAF1 subclade. The conserved ID domain, PAM domain and ERF motif are indicated. The position of *SDW3* alleles that encode non-synonymous amino acid substitutions and insertions are shown.

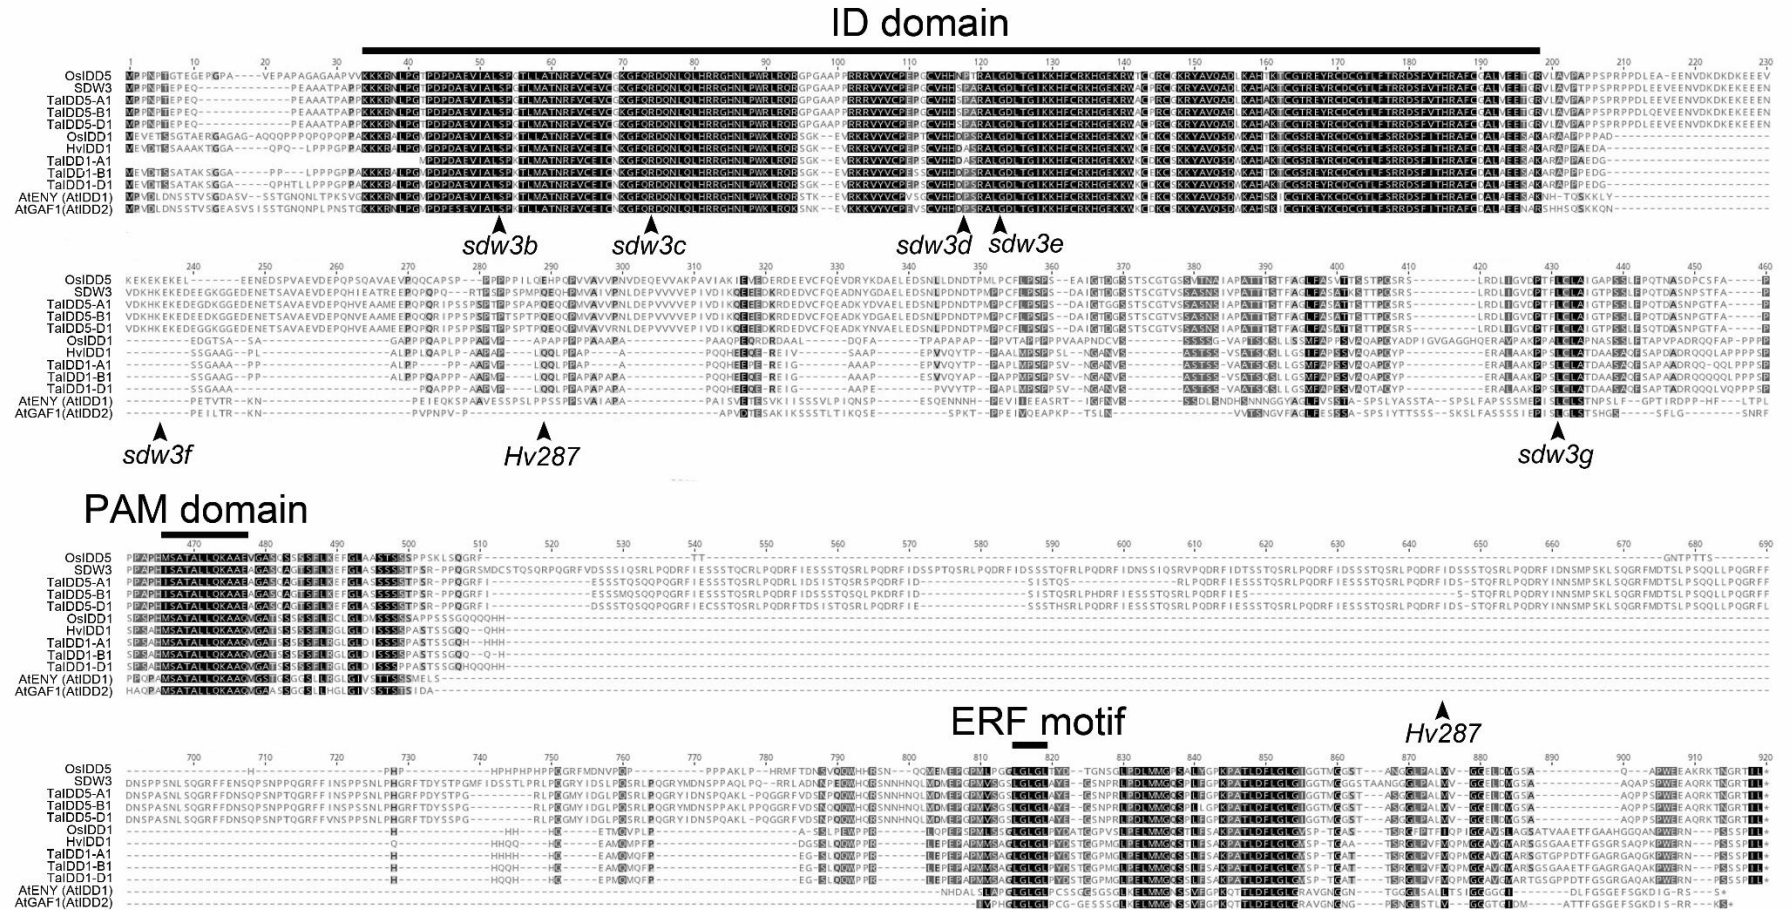

**Figure S4.** Pairwise amino acid identity (%) between full-length TaIDD5 and HvSDW3 protein sequences.

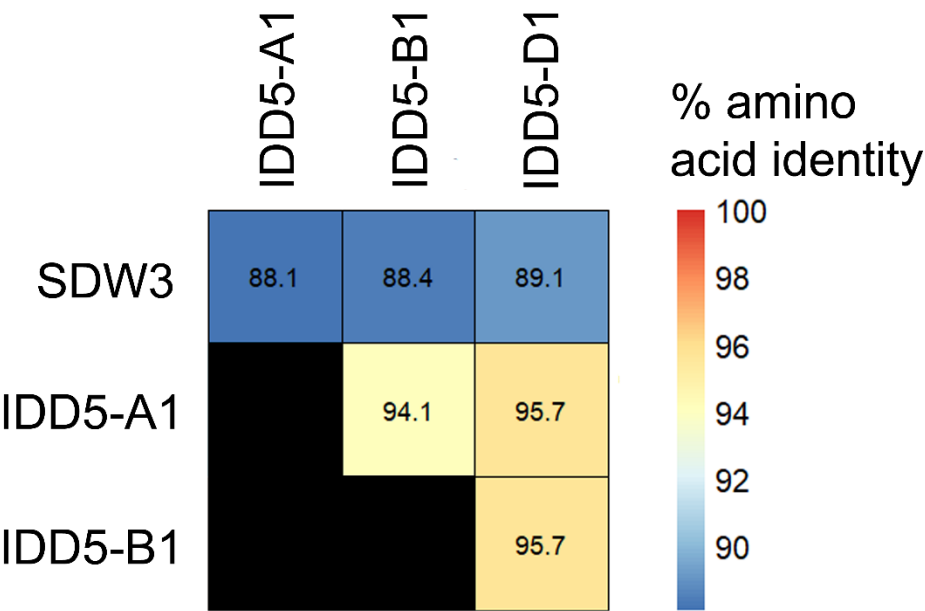

**Figure S5. (A)** Position of EMS-induced mutations in *IDD5-A1*, *IDD5-B1* and *IDD5-D1* used in this study. **(B)** Proportion of spliced and unspliced intron 1 reads in *IDD5-B1* in wild-type and CAD4-1415 lines. The proportion of reads mapping to each homoeologue was calculated manually from read pileups.

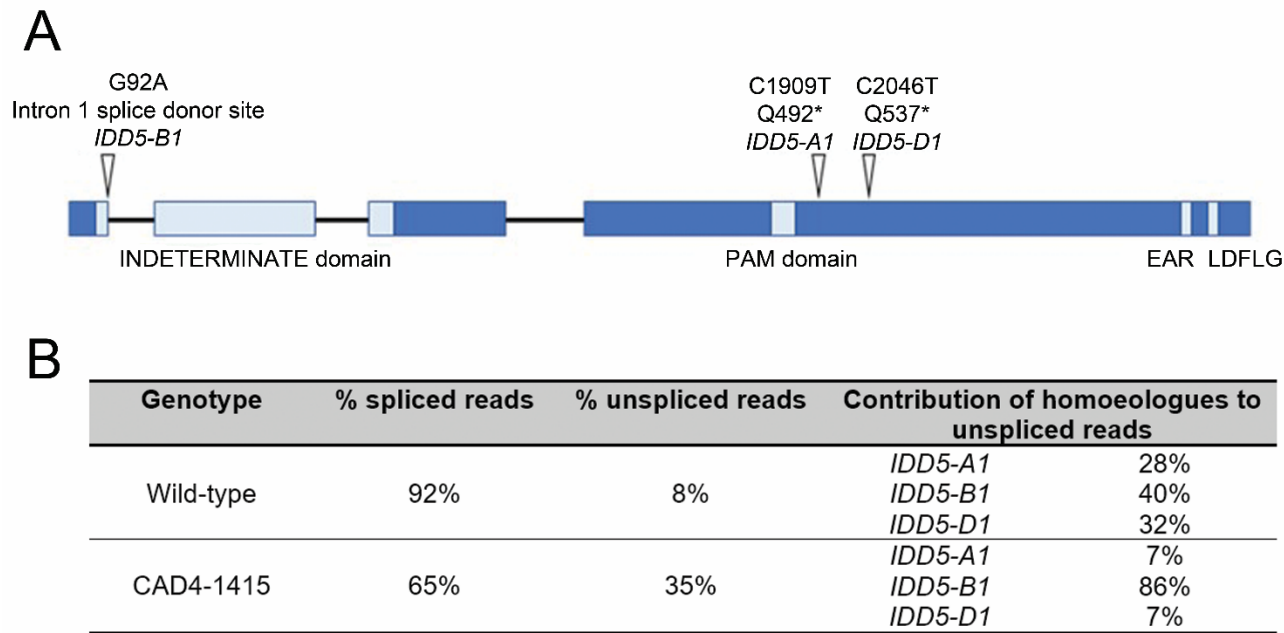

**Figure S6.** GA dose response curve in L1 leaf blade tissues of seedlings 14 days after germination. Data were analysed using one-way ANOVA and Tukey's post-hoc HSD test.

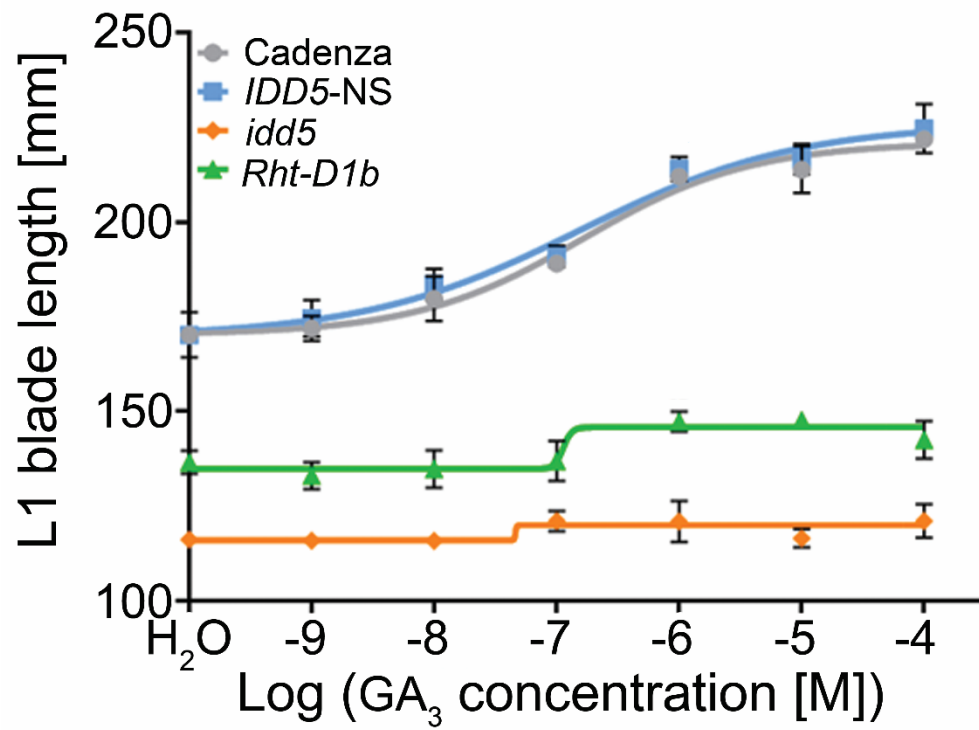

**Figure S7.** L1 sheath length (mm) of seven-day-old 'Cadenza' and *idd5* seedlings without (-GA) and after 100  $\mu$ M GA<sub>3</sub> treatment (GA). Data were analysed with one-way ANOVA and Fishers post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

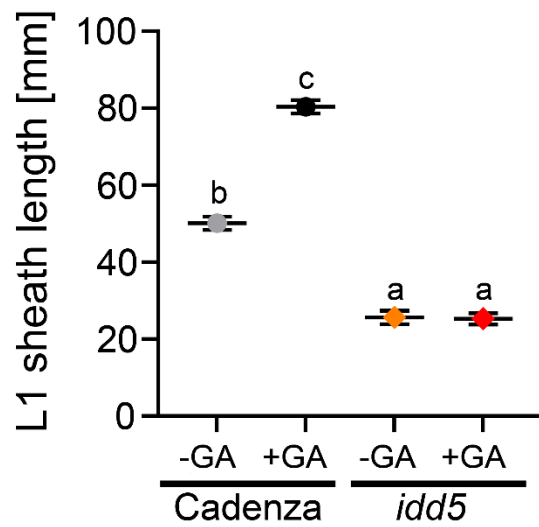

**Figure S8.** Principal Component Analysis plot of RNA-seq data generated from Cadenza, *Rht-D1b* and *idd5* lines.

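Principal components of log2(TPM + 0.5) were computed from the 500 genes with the largest variance over the 24 libraries. The first component held 19.9% of the variance and the second 16.5%. The R-squared of genotype was 0.840 on the first and 0.973 on the second, and that of treatment was 0.000959 and 0.00304. On the first component the *idd5* libraries lay between -30.8 and -9.08, those of *Rht-D1b* between -2.55 and 11.5 and those of Cadenza between 2.05 and 21.7. The second component placed *Rht-D1b* between -18.9 and -17.0, *idd5* between -1.77 and 8.34 and Cadenza between 12.4 and 17.3. The third component, with 10.7% of the variance, spread the *idd5* libraries from -14.4 to 22.9. With all tested genes in place of 500, the first component held 16.1%.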

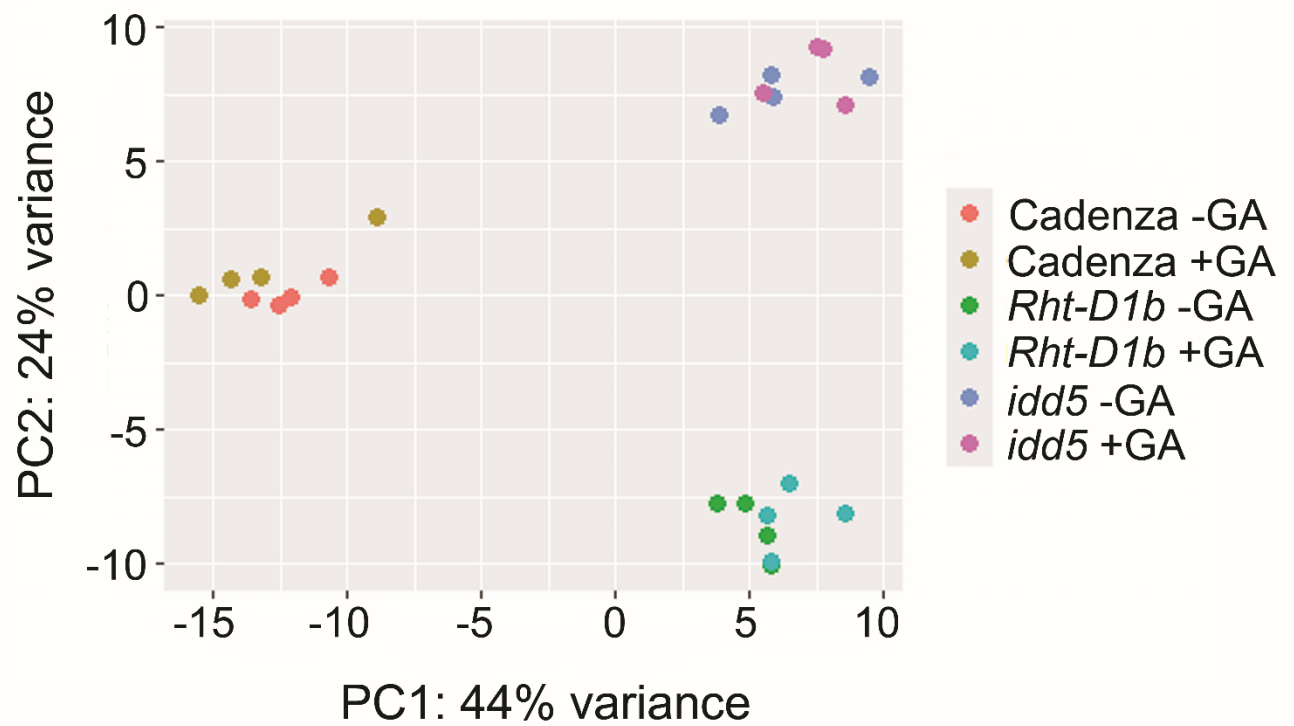

**Figure S9.** UpSet plot showing the number of DEGs in selected pairwise comparisons ( $P_{adj} < 0.01$ ) and the subset of those genes that are common to different contrasts in GA-treated tissues of Cadenza, *Rht-D1b* and *idd5* genotypes.

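In GA-treated seedlings, 5949 genes were DEGs between *idd5* and Cadenza, 2890 higher and 3059 lower in *idd5*, and 5073 between *Rht-D1b* and Cadenza, 2052 higher and 3021 lower in *Rht-D1b*. Both comparisons called 3158 genes, of which 3155 changed in the same direction. These were 53.1% of the genes called between *idd5* and Cadenza and 62.3% of those called between *Rht-D1b* and Cadenza, where random sets of these sizes would share 8.02% of the former. The correlation across genes of the differences from Cadenza was 0.677, against a mean of 0.498 in simulations of unchanged groups, and lay between 0.438 and 0.482 when each mutant was compared with its own pair of Cadenza libraries. Fits with only the groups compared gave 2871 and 2020 genes.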

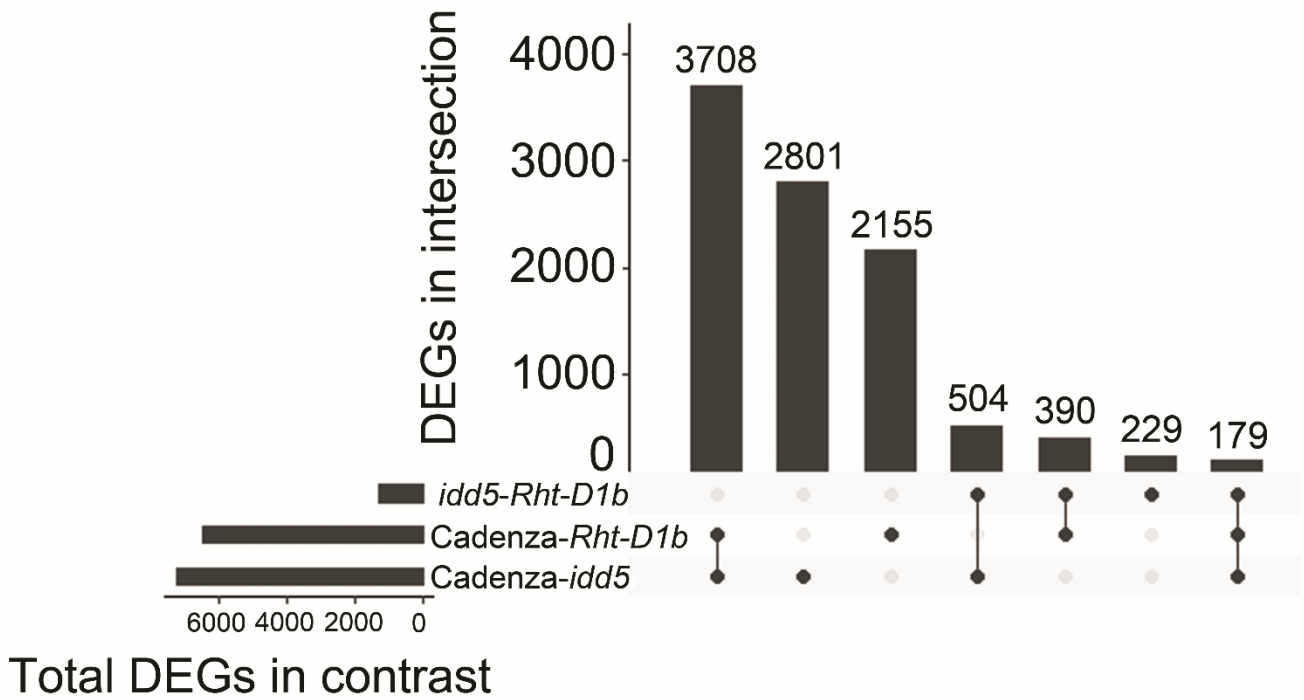

**Figure S10.** Representative images of the sub-crown internode (SCI) in *sdw3b* and *sdw3b/sln1c* double mutants.

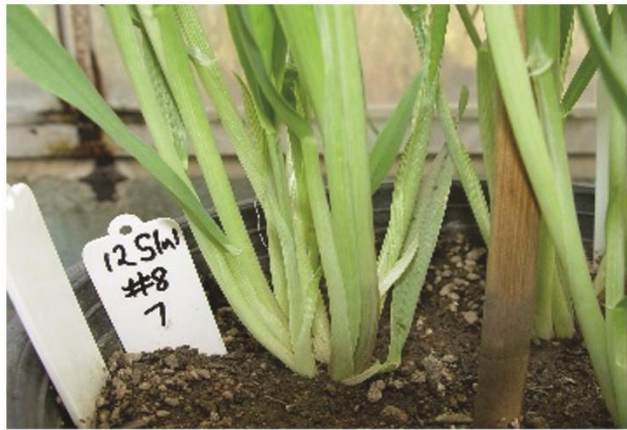

*sdw3b*

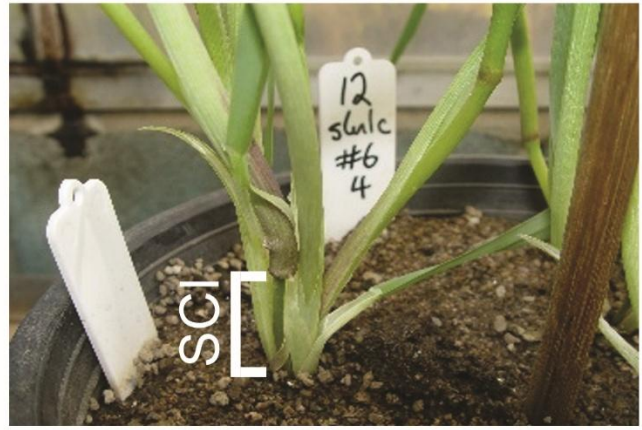

*sdw3b/sln1c*

**Figure S11.** Stem length (mm) of single, double and triple *idd5* mutant genotypes in glasshouse conditions. Wild-type alleles are denoted in upper case and mutant alleles in lower case. Values are means  $\pm$  SEM. Data were analysed with one-way ANOVA and Fishers post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

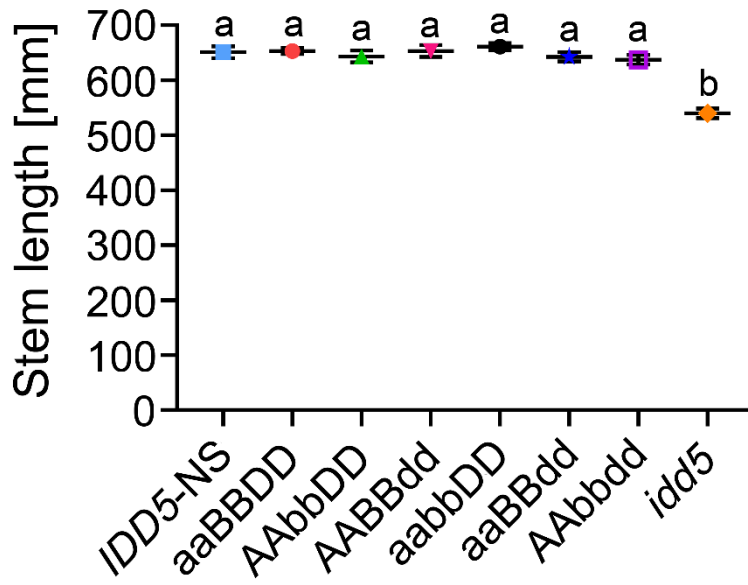

**Figure S12.** Length of different height components of Cadenza, *Rht-D1b* and *idd5* genotypes from the 2023 field experiment. P-1 = internode beneath the peduncle. The lengths of internodes P-3, P-4 and P-5 were combined for data analysis. Each section was measured from ten representative plants in each of four replicate blocks. Mean values  $\pm$  SEM are shown. Data were analysed with linear mixed models fitted using restricted maximum likelihood. \* indicates significant differences with Cadenza at the 0.05 confidence level.

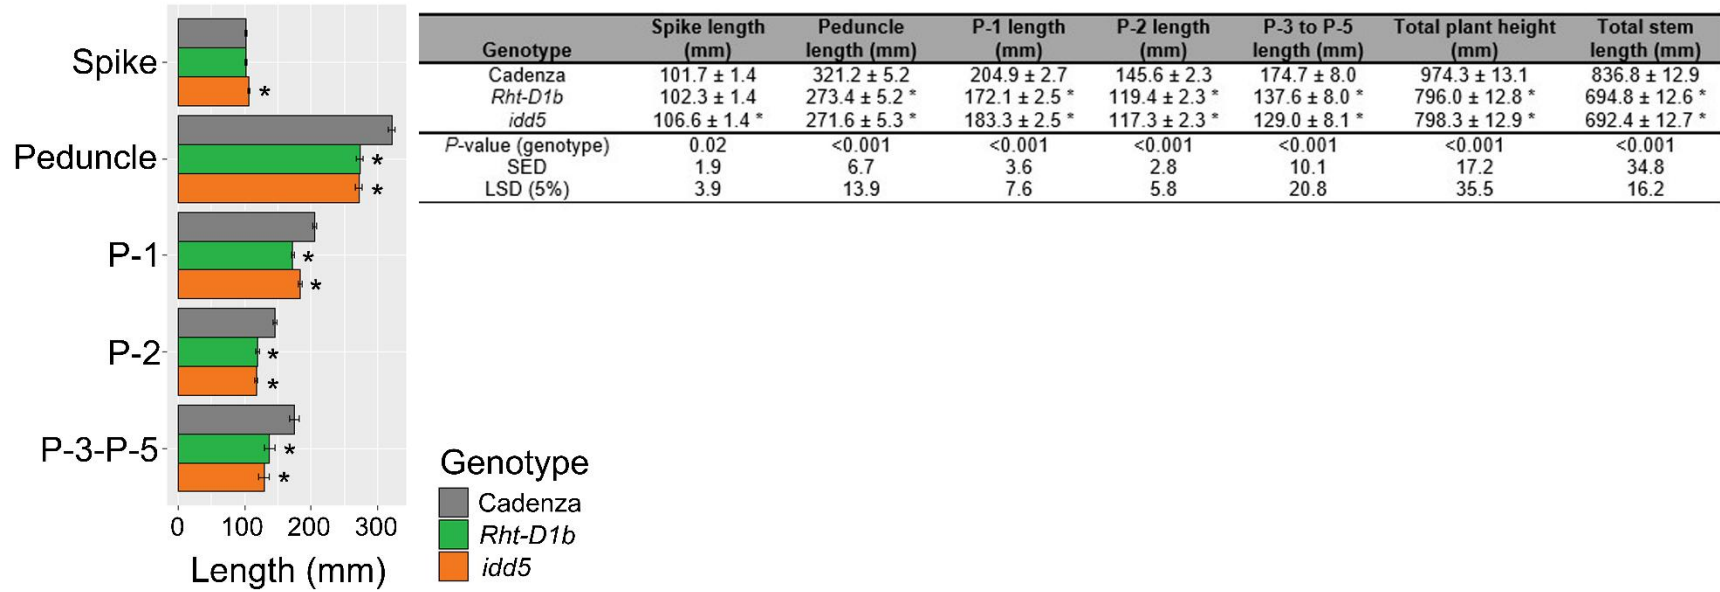

**Figure S13.** Grains per spikelet in spike sections of Cadenza, *Rht-D1b* and *idd5* genotypes. Grains were counted manually from basal (spikelets 1-8), central (spikelets 9-17) and apical (spikelet 17 and above) for each genotype. Mean values  $\pm$  SEM from four replicates are shown. Data were analysed with linear mixed models fitted using restricted maximum likelihood. For traits with non-significant genotype  $\times$  trial interactions, joint effects are reported. \* indicates significant differences with Cadena at the 0.05 confidence level.

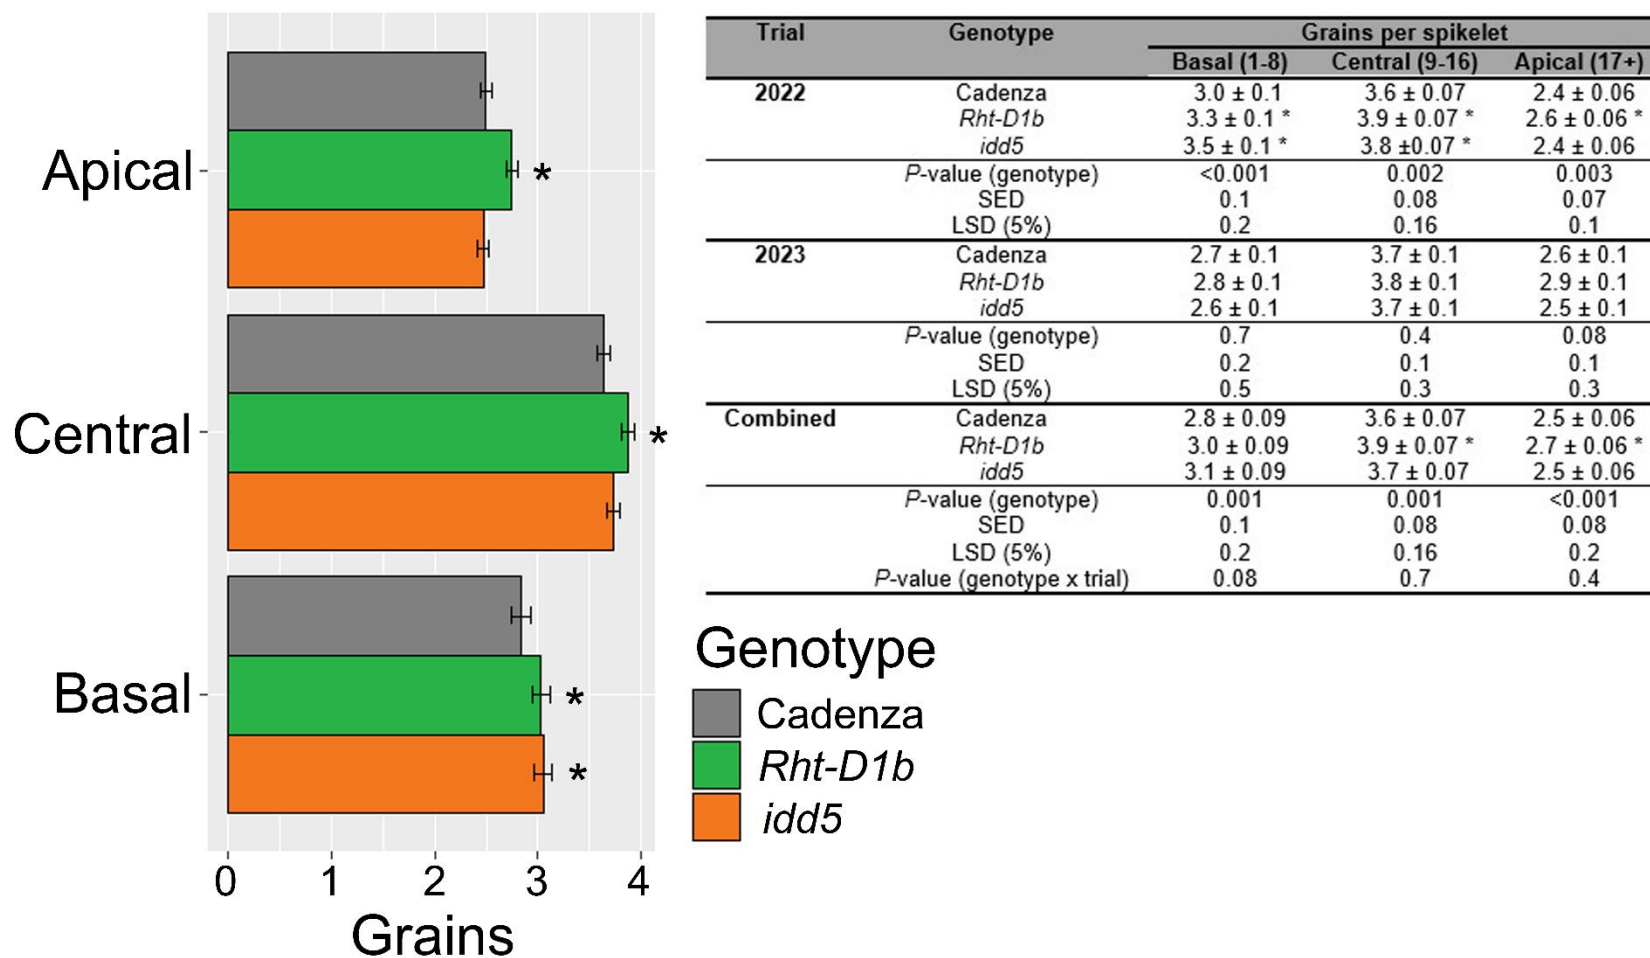

**Supplemental tables**

**Table S1.** Physical locations of *SDW3* markers on chromosome 2H of the Morex v2 and v3 barley genome assemblies. \* = Previously identified gene-flanking markers described in Vu *et al.*, 2010.

| Marker                                  | Position on chromosome 2H (bp) |             |
|-----------------------------------------|--------------------------------|-------------|
|                                         | Morex v2                       | Morex v3    |
| TC146454                                | 133,393,757                    | 132,621,149 |
| TC149567*                               | 134,398,749                    | 133,603,150 |
| TC147542                                | 136,535,222                    | 135,675,412 |
| TC144440                                | N/A                            | 137,048,490 |
| TC149841                                | 139,015,090                    | 138,038,964 |
| <i>SDW3 (HORVU.MOREX.r3.2HG0131300)</i> | 140,488,530                    | 139,466,760 |
| TC142185*                               | 140,491,098                    | 139,469,633 |
| HW01K11(S2279)                          | 141,321,401                    | 140,285,297 |

**Table S2.** Maximum leaf extension rates (LER<sub>max</sub>) in a Himalaya x M671 F<sub>2</sub> population segregating for the *sdw3a* allele. Values are means ± SEM. Data was analysed using unbalanced two-way ANOVA. *P*-values represent the contrast between control and GA-treated seedlings from each genotype.

| Genotype                           | LER <sub>max</sub> (mm d <sup>-1</sup> ) |                             | <i>P</i> -value |
|------------------------------------|------------------------------------------|-----------------------------|-----------------|
|                                    | Control                                  | + 10 µM GA <sub>3</sub>     |                 |
| Himalaya ( <i>SDW3/SDW3</i> )      | 28.5 ± 1.2 ( <i>N</i> = 10)              | 51.7 ± 2.3 ( <i>N</i> = 3)  | < 0.001         |
| Heterozygote ( <i>SDW3/sdw3a</i> ) | 27.9 ± 0.7 ( <i>N</i> = 28)              | 36.2 ± 0.8 ( <i>N</i> = 27) | < 0.001         |
| M671 ( <i>sdw3a/sdw3a</i> )        | 21.3 ± 1.2 ( <i>N</i> = 10)              | 21.7 ± 1.1 ( <i>N</i> = 13) | 0.812           |

**Table S3.** Maximum leaf extension (LER<sub>max</sub>) rates in Himalaya, *gse1a* and *sdw3a* genotypes in response to treatment with low (10 µM) and high (10 mM) GA<sub>3</sub> concentrations. Values are means ± SEM *N* = 8.

| Genotype     | LER <sub>max</sub> (mm d <sup>-1</sup> ) |                       |                       |
|--------------|------------------------------------------|-----------------------|-----------------------|
|              | Control                                  | 10 µM GA <sub>3</sub> | 10 mM GA <sub>3</sub> |
| Himalaya     | 28.3 ± 6.0                               | 58.4 ± 1.2            | 62.7 ± 1.4            |
| <i>gse1a</i> | 9.7 ± 0.4                                | 22.0 ± 0.6            | 42.1 ± 0.9            |
| <i>sdw3a</i> | 18.7 ± 0.5                               | 19.5 ± 0.3            | 19.9 ± 0.3            |

**Table S4.** Maximum leaf extension rates (LER<sub>max</sub>) in Himalaya, *grd2b*, *sdw3a* and *sdw3b* genotypes in response to 10 µM PBZ and 10 µM PBZ + 10 µM GA<sub>3</sub> treatments. Values are means ± SEM *N* = 8.

| Genotype     | LER <sub>max</sub> (mm d <sup>-1</sup> ) |            |                       |
|--------------|------------------------------------------|------------|-----------------------|
|              | Control                                  | PBZ        | PBZ + GA <sub>3</sub> |
| Himalaya     | 48.3 ± 1.1                               | 25.2 ± 1.4 | 60.9 ± 0.9            |
| <i>grd2b</i> | 26.9 ± 2.2                               | 19.5 ± 0.7 | 56.3 ± 2.3            |
| <i>sdw3a</i> | 24.1 ± 0.9                               | 13.6 ± 1.1 | 22.5 ± 0.7            |
| <i>sdw3b</i> | 30.6 ± 1.7                               | 9.3 ± 2.3  | 23.9 ± 1.9            |

**Table S5.** L1 leaf sheath length (mm) in Cadenza, *IDD5*-NS, *idd5* and *Rht-D1b* genotypes. Values are means  $\pm$  SD. Data were analysed with one-way ANOVA and Tukey's post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

| Genotype                   | L1 leaf sheath length (mm) |
|----------------------------|----------------------------|
| Cadenza                    | 62.5 $\pm$ 3.8 a           |
| <i>IDD5</i> -NS            | 62.4 $\pm$ 6.4 a           |
| <i>idd5</i>                | 42.1 $\pm$ 4.7 b           |
| <i>Rht-D1b</i>             | 40.0 $\pm$ 7.8 b           |
| <i>P</i> -value (genotype) | <0.001                     |
| LSD at 5% (mm)             | 3.37                       |

**Table S6.** GA dose-response assays for L1 leaf sheath tissues in Cadenza, IDD5-NS, *idd5* and *Rht-D1b* genotypes. Values are means. Data were analysed with one-way ANOVA and Tukey's post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

| Genotype                   | H <sub>2</sub> O | 10 <sup>-9</sup> M GA <sub>3</sub> | 10 <sup>-8</sup> M GA <sub>3</sub> | 10 <sup>-7</sup> M GA <sub>3</sub> | 10 <sup>-6</sup> M GA <sub>3</sub> | 10 <sup>-5</sup> M GA <sub>3</sub> | 10 <sup>-4</sup> M GA <sub>3</sub> |
|----------------------------|------------------|------------------------------------|------------------------------------|------------------------------------|------------------------------------|------------------------------------|------------------------------------|
| Cadenza                    | 62.5 a           | 63.6 a                             | 67.0 a                             | 82.8 a                             | 103.5 a                            | 111.2 a                            | 106.1 a                            |
| IDD5-NS                    | 62.4 a           | 61.4 a                             | 65.9 a                             | 81.7 a                             | 99.8 a                             | 107.8 a                            | 103.5 a                            |
| <i>idd5</i>                | 42.0 b           | 41.7 b                             | 43.1 b                             | 44.1 b                             | 44.3 b                             | 47.1 b                             | 45.7 b                             |
| <i>Rht-D1b</i>             | 40.0 b           | 37.3 c                             | 42.6 b                             | 44.7 b                             | 43.6 b                             | 48.1 b                             | 40.8 b                             |
| <i>P</i> -value (genotype) | <0.001           | <0.001                             | <0.001                             | <0.001                             | <0.001                             | <0.001                             | <0.001                             |
| SED                        | 1.694            | 1.552                              | 1.669                              | 1.982                              | 2.061                              | 2.271                              | 2.325                              |
| LSD 5% (mm)                | 3.365            | 3.085                              | 3.317                              | 3.938                              | 4.096                              | 4.515                              | 4.618                              |

**Table S7.** GA dose-response assays for L1 leaf blade tissues in Cadenza, IDD5-NS, *idd5* and *Rht-D1b* genotypes. Data were analysed with one-way ANOVA and Tukey's post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

| Genotype                   | H <sub>2</sub> O | 10 <sup>-9</sup> M GA | 10 <sup>-8</sup> M GA | 10 <sup>-7</sup> M GA | 10 <sup>-6</sup> M GA | 10 <sup>-5</sup> M GA | 10 <sup>-4</sup> M GA |
|----------------------------|------------------|-----------------------|-----------------------|-----------------------|-----------------------|-----------------------|-----------------------|
| Cadenza                    | 172.8 a          | 171.9 a               | 179.7 a               | 189.1 a               | 212.0 a               | 213.8 a               | 221.9 a               |
| IDD5-NS                    | 170.2 a          | 172.9 a               | 183.6 a               | 191.0 a               | 214.0 a               | 216.6 a               | 224.7 a               |
| <i>idd5</i>                | 116.2 b          | 115.9 b               | 115.9 b               | 121.1 b               | 121.0 b               | 116.5 b               | 121.1 b               |
| <i>Rht-D1b</i>             | 136.6 c          | 135.1 c               | 134.9 c               | 136.8 c               | 147.4 c               | 147.7 c               | 144.6 c               |
| <i>P</i> -value (genotype) | <0.001           | <0.001                | <0.001                | <0.001                | <0.001                | <0.001                | <0.001                |
| SED                        | 2.81             | 2.95                  | 2.93                  | 2.86                  | 3.13                  | 3.06                  | 3.47                  |
| LSD 5% (mm)                | 5.59             | 5.87                  | 5.82                  | 5.69                  | 6.22                  | 6.08                  | 6.92                  |

**Table S8.** Abaxial cell lengths in 'Cadenza' and *idd5* genotypes in response to GA<sub>3</sub>. Values are means ± SEM. Data were analysed using two-way ANOVA as a 2 x 2 factorial.

| Genotype             | Abaxial cell length (µm)       |                         |
|----------------------|--------------------------------|-------------------------|
|                      | Control                        | + 10 µM GA <sub>3</sub> |
| Cadenza              | 1005.4 ± 13.6                  | 1137.8 ± 17.1           |
| <i>idd5</i>          | 822.3 ± 10.3                   | 850.3 ± 11.5            |
| Genotype             | $F(1,82.6) = 119.1, P < 0.001$ |                         |
| Treatment            | $F(1,79.2) = 12.1, P < 0.001$  |                         |
| Genotype x treatment | $F(1,84.6) = 5.8, P = 0.018$   |                         |

**Table S9.** GA levels in leaf sheath tissues of 7-day-old seedlings from Cadenza, *Rht-D1b*, *IDD5-NS* and *idd5* genotypes. Values are mean GA levels (pg/mg) on a dry weight basis  $\pm$  SEM. ND = not detected. Data was analysed by one-way ANOVA and Tukey's post-hoc HSD test.

|                  | <b>Cadenza</b>    | <b><i>Rht-D1b</i></b> | <b><i>IDD5-NS</i></b> | <b><i>idd5</i></b> | <b><i>P</i>-value (genotype)</b> |
|------------------|-------------------|-----------------------|-----------------------|--------------------|----------------------------------|
| GA <sub>15</sub> | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>24</sub> | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>9</sub>  | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>4</sub>  | ND                | 0.261 $\pm$ 0.218     | ND                    | ND                 | -                                |
| GA <sub>34</sub> | 0.030 $\pm$ 0.004 | 0.025 $\pm$ 0.011     | 0.022 $\pm$ 0.005     | 0.022 $\pm$ 0.002  | 0.141                            |
| GA <sub>7</sub>  | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>54</sub> | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>61</sub> | ND                | ND                    | ND                    | ND                 | -                                |
| GA <sub>53</sub> | 0.013 $\pm$ 0.007 | ND                    | 0.014 $\pm$ 0.007     | 0.008 $\pm$ 0.003  | 0.224                            |
| GA <sub>44</sub> | 2.282 $\pm$ 0.442 | 0.632 $\pm$ 0.152     | 2.364 $\pm$ 0.308     | 0.396 $\pm$ 0.015  | 1.62E-07                         |
| GA <sub>19</sub> | 1.079 $\pm$ 0.175 | 0.505 $\pm$ 0.145     | 0.794 $\pm$ 0.216     | 0.366 $\pm$ 0.049  | 2.73E-06                         |
| GA <sub>20</sub> | 0.613 $\pm$ 0.037 | 0.817 $\pm$ 0.085     | 0.974 $\pm$ 0.092     | 0.477 $\pm$ 0.205  | 0.0272                           |
| GA <sub>1</sub>  | 1.027 $\pm$ 0.170 | 2.810 $\pm$ 0.413     | 0.290 $\pm$ 0.092     | 1.933 $\pm$ 0.071  | 4.14E-07                         |
| GA <sub>29</sub> | 0.407 $\pm$ 0.064 | 0.084 $\pm$ 0.035     | 0.290 $\pm$ 0.063     | 0.147 $\pm$ 0.035  | 7.28E-05                         |
| GA <sub>8</sub>  | 3.174 $\pm$ 0.534 | 2.573 $\pm$ 0.317     | 4.120 $\pm$ 0.447     | 4.084 $\pm$ 0.385  | 0.00256                          |
| GA <sub>3</sub>  | 0.274 $\pm$ 0.087 | 0.394 $\pm$ 0.058     | 0.330 $\pm$ 0.185     | 0.305 $\pm$ 0.043  | 0.441                            |
| GA <sub>51</sub> | ND                | ND                    | ND                    | ND                 | -                                |

**Table S10.** Plant height, stem length, spike length and spikelet number of wild-type, *rht1*, *idd5* and *rht1/idd5* mutants grown in glasshouse conditions. Values are mean  $\pm$  SEM. Data were analysed with one-way ANOVA and Tukey's post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

| Genotype                   | Plant height (mm)   | Stem length (mm)   | Spike length (mm) | Spikelet number  |
|----------------------------|---------------------|--------------------|-------------------|------------------|
| Cadenza                    | 749.1 $\pm$ 3.2 a   | 642.1 $\pm$ 15.4 a | 107.0 $\pm$ 1.3 a | 19.5 $\pm$ 0.3 a |
| <i>rht1</i>                | 1107.4 $\pm$ 20.9 b | 953.0 $\pm$ 89.8 b | 154.4 $\pm$ 3.8 b | 14.5 $\pm$ 0.3 b |
| <i>idd5</i>                | 643.6 $\pm$ 4.1 c   | 542.1 $\pm$ 18.4 c | 104.4 $\pm$ 1.5 a | 18.7 $\pm$ 0.3 a |
| <i>rht1/idd5</i>           | 635.3 $\pm$ 6.0 c   | 521.2 $\pm$ 22.6 c | 114.1 $\pm$ 1.8 c | 19.1 $\pm$ 0.2 a |
| <i>P</i> -value (genotype) | <0.001              | <0.001             | <0.001            | <0.001           |
| SED                        | 16.49               | 16.97              | 3.29              | 0.525            |
| LSD at 5%                  | 35.15               | 36.16              | 7.02              | 1.118            |

**Table S11.** Plant height of Himalaya wild-type, *sdw3a* and *sdw3b* genotypes in a wild-type and *sln1c* background grown in glasshouse conditions. Values are means  $\pm$  SEM. Data was analysed with one-way ANOVA and Tukey's HSD post hoc test. Different letters indicate significant differences between genotypic classes at the 0.05 confidence level.

| Genotype                   | Height (cm)      |
|----------------------------|------------------|
| Himalaya                   | 88.9 $\pm$ 1.1 a |
| <i>sdw3b</i>               | 79.6 $\pm$ 1.7 b |
| <i>sdw3b/sln1c</i>         | 93.0 $\pm$ 1.5 a |
| <i>sdw3a</i>               | 66.7 $\pm$ 1.4 c |
| <i>sdw3a/sln1c</i>         | 69.1 $\pm$ 1.8 c |
| <i>P</i> -value (genotype) | <0.001           |
| SED                        | 2.173            |
| LSD at 5%                  | 4.359            |

**Table S12.** Plant height of Himalaya wild-type, *sdw3a*, *sdw3b* and *sdw3e* genotypes in glasshouse conditions. Values are means  $\pm$  SEM. Data was analysed with one-way ANOVA and Tukey's HSD post hoc test. Different letters indicate significant differences between genotypic classes at the 0.05 confidence level.

| Genotype                   | Height (cm)      |
|----------------------------|------------------|
| Himalaya                   | 88.7 $\pm$ 1.2 a |
| <i>sdw3b</i>               | 79.6 $\pm$ 1.7 b |
| <i>sdw3e</i>               | 68.6 $\pm$ 1.4 c |
| <i>sdw3a</i>               | 66.7 $\pm$ 1.4 c |
| <i>P</i> -value (genotype) | <0.001           |
| SED                        | 2.022            |
| LSD at 5%                  | 4.083            |

**Table S13.** Phenotypic data of single, double and triple *idd5* mutant genotypes in glasshouse conditions. Wild-type alleles are denoted in upper case and mutant alleles in lower case. Values are means  $\pm$  SEM. Data were analysed with one-way ANOVA and Fishers post-hoc HSD test. Different letters indicate significant differences between genotypes at the 0.05 confidence level.

| Genotype                   | Stem length (mm)   | Peduncle length (mm) | Ear length (mm)  | Spikelet number   |
|----------------------------|--------------------|----------------------|------------------|-------------------|
| Cadenza                    | 674.7 $\pm$ 9.9 a  | 351.7 $\pm$ 9.7 c    | 90.7 $\pm$ 2.0 a | 17.4 $\pm$ 0.7 ab |
| <i>IDD5-NS</i>             | 651 $\pm$ 11.1 a   | 325.1 $\pm$ 14.9 bc  | 95.4 $\pm$ 1.8 a | 17.6 $\pm$ 0.6 ab |
| aaBBDD                     | 653.2 $\pm$ 5.3 a  | 320.5 $\pm$ 10.5 abc | 95.6 $\pm$ 2.0 a | 18.8 $\pm$ 0.6 ab |
| AAbbDD                     | 643.3 $\pm$ 10.6 a | 337.1 $\pm$ 11.0bc   | 91.5 $\pm$ 3.3 a | 16.2 $\pm$ 0.7 a  |
| AABBdd                     | 653.3 $\pm$ 10.9 a | 349.0 $\pm$ 9.4 c    | 98.0 $\pm$ 2.3 a | 16.8 $\pm$ 0.5 ab |
| aabbDD                     | 661.2 $\pm$ 6.7 a  | 296.9 $\pm$ 6.2 ab   | 98.2 $\pm$ 2.1 a | 19.4 $\pm$ 0.3 ab |
| aaBBdd                     | 645.4 $\pm$ 8.6a   | 328.8 $\pm$ 12.8 bc  | 98.9 $\pm$ 1.8 a | 18.3 $\pm$ 0.7 ab |
| AAbbdd                     | 637.5 $\pm$ 8.8a   | 317.3 $\pm$ 9.8 abc  | 98.8 $\pm$ 1.5 a | 18.3 $\pm$ 0.5 ab |
| <i>idd5</i>                | 539.7 $\pm$ 8.7 b  | 273.3 $\pm$ 9.0 a    | 97.3 $\pm$ 1.9 a | 18.7 $\pm$ 0.7 b  |
| <i>P</i> -value (genotype) | <.001              | <.001                | 0.109            | 0.021             |
| SED                        | 19.60              | 14.65                | 3.165            | 0.846             |
| LSD at 5%                  | 40.54              | 30.30                | 6.547            | 1.750             |

**Table S14.** Stem length phenotypes of *Rht-D1b* and *idd5* genotypes with their appropriate control lines in glasshouse conditions. Values are means  $\pm$  SEM. Data were analysed using one-way ANOVA. The values significantly different between Cadenza and *IDD5*-NS are denoted by “\*” and values that are significantly different between *idd5* and *Rht-D1b* are denoted by “^”.

| Genotype                  | Stem length (mm)   | Peduncle length (mm) | P-1 length (mm)    | P-2 length (mm)   | P-3 length (mm)   |
|---------------------------|--------------------|----------------------|--------------------|-------------------|-------------------|
| Cadenza                   | 686.3 $\pm$ 35.6   | 330.2 $\pm$ 46.0     | 171.8 $\pm$ 16.4   | 112.0 $\pm$ 13.5  | 62.4 $\pm$ 24.3   |
| <i>IDD5</i> -NS           | 693.8 $\pm$ 38.6   | 344.6 $\pm$ 34.5     | 173.3 $\pm$ 13.6   | 113.8 $\pm$ 12.1  | 63.4 $\pm$ 21.6   |
| <i>idd5</i>               | 544.6 $\pm$ 29.1*^ | 275.6 $\pm$ 30.8*    | 145.2 $\pm$ 14.7*^ | 81.4 $\pm$ 11.9*^ | 40.7 $\pm$ 15.3*^ |
| <i>Rht-D1b</i>            | 508.5 $\pm$ 22.2*  | 287.0 $\pm$ 24.8*    | 133.2 $\pm$ 12.7*  | 66.2 $\pm$ 14.2*  | 22.0 $\pm$ 14.6*  |
| <i>P</i> -value (df = 69) | <0.001             | <0.001               | <0.001             | <0.001            | <0.001            |
| LSD at 5% [mm]            | 15.7               | 19.5                 | 8                  | 7.3               | 11.4              |

**Table S15.** Coleoptile and root length in ten-day-old seedlings of Cadenza, *idd5* and *Rht-D1b* genotypes. Values are means  $\pm$  SEM from seedlings germinated from 100 grains. \*\*\*  $P < 0.001$  from two-tailed Student's t-test with Cadenza.

| Genotype       | Coleoptile length (mm) | Root length (mm) | Germination rate (%) |
|----------------|------------------------|------------------|----------------------|
| Cadenza        | 133.1 $\pm$ 3.9        | 168.5 $\pm$ 3.1  | 88                   |
| <i>Rht-D1b</i> | 106.5 $\pm$ 2.4***     | 163.4 $\pm$ 2.6  | 92                   |
| <i>idd5</i>    | 102.0 $\pm$ 3.6***     | 160.3 $\pm$ 3.7  | 92                   |

**Table S16.** Phenotypes of 'Cadenza', *Rht-D1b* and *idd5* genotypes in 2022 and 2023 field experiments. Values are means  $\pm$  SEM. Data were analysed with linear mixed models fitted using restricted maximum likelihood. \* indicates significant differences with Cadena at the 0.05 confidence level. For traits with non-significant genotype x trial interactions, joint effects are reported.

| Trial           | Genotype                           | Plot height (cm) | Plot yield (t/ha) | Spikelet number  | Grains per spike | TGW (g)          | Grain weight per spike (g) | Spike number (/ha) |
|-----------------|------------------------------------|------------------|-------------------|------------------|------------------|------------------|----------------------------|--------------------|
| <b>2022</b>     | Cadenza                            | 91.9 $\pm$ 1.2   | 10.2 $\pm$ 0.5    | 23.2 $\pm$ 0.3   | 69.5 $\pm$ 2.0   | 50.9 $\pm$ 0.6   | 3.5 $\pm$ 0.09             | 287.5 $\pm$ 15.7   |
|                 | <i>Rht-D1b</i>                     | 79.0 $\pm$ 1.2 * | 10.4 $\pm$ 0.5    | 23.1 $\pm$ 0.3   | 75.9 $\pm$ 2.0   | 51.1 $\pm$ 0.6   | 3.9 $\pm$ 0.09 *           | 263.7 $\pm$ 15.7   |
|                 | <i>idd5</i>                        | 80.8 $\pm$ 1.2 * | 9.0 $\pm$ 0.5 *   | 24.4 $\pm$ 0.3 * | 78.4 $\pm$ 2.0   | 48.9 $\pm$ 0.6 * | 3.8 $\pm$ 0.09             | 234.5 $\pm$ 15.7 * |
|                 | <i>P</i> -value (genotype)         | <0.001           | <0.001            | <0.001           | <0.001           | 0.003            | 0.005                      | 0.002              |
|                 | SED                                | 1.2              | 0.4               | 0.3              | 2.0              | 0.7              | 0.1                        | 14.3               |
| <b>2023</b>     | Cadenza                            | 104.1 $\pm$ 1.0  | 9.7 $\pm$ 0.5     | 24.0 $\pm$ 0.2   | 72.1 $\pm$ 2.8   | 37.5 $\pm$ 0.4   | 2.7 $\pm$ 0.2              | 360.1 $\pm$ 23.9   |
|                 | <i>Rht-D1b</i>                     | 89.8 $\pm$ 1.0 * | 9.6 $\pm$ 0.5     | 24.7 $\pm$ 0.2   | 78.3 $\pm$ 2.8   | 36.2 $\pm$ 0.4   | 2.8 $\pm$ 0.2              | 342.6 $\pm$ 23.9   |
|                 | <i>idd5</i>                        | 84.5 $\pm$ 1.0 * | 8.3 $\pm$ 0.5 *   | 25.8 $\pm$ 0.2 * | 75.3 $\pm$ 2.8   | 39.5 $\pm$ 0.4   | 3.4 $\pm$ 0.2              | 250.4 $\pm$ 23.9 * |
|                 | <i>P</i> -value (genotype)         | <0.001           | 0.04              | <0.001           | 0.33             | <0.001           | <0.001                     | 0.02               |
|                 | SED                                | 1.5              | 0.7               | 0.2              | 3.9              | 0.3              | 0.3                        | 33.8               |
| <b>Combined</b> | <i>LSD</i> (5%)                    | 2.4              | 0.7               | 0.5              | 4.0              | 1.4              | 0.3                        | 28.5               |
|                 | Cadenza                            | -                | 10.0 $\pm$ 0.3    | 23.6 $\pm$ 0.2   | 70.8 $\pm$ 1.7   | -                | 3.1 $\pm$ 0.1              | 323.8 $\pm$ 14.3   |
|                 | <i>Rht-D1b</i>                     | -                | 10.0 $\pm$ 0.3    | 24.0 $\pm$ 0.2   | 77.1 $\pm$ 1.7 * | -                | 3.4 $\pm$ 0.1              | 303.2 $\pm$ 14.3   |
|                 | <i>idd5</i>                        | -                | 8.7 $\pm$ 0.3 *   | 25.1 $\pm$ 0.2   | 76.8 $\pm$ 1.7 * | -                | 3.6 $\pm$ 0.1 *            | 242.5 $\pm$ 14.3 * |
|                 | <i>P</i> -value (genotype)         | -                | <0.001            | <0.001           | <0.001           | -                | <0.001                     | <0.001             |
|                 | SED                                | -                | 0.4               | 0.2              | 2.2              | -                | 0.2                        | 18.3               |
|                 | <i>LSD</i> (5%)                    | -                | 0.8               | 0.4              | 4.4              | -                | 0.4                        | 36.4               |
|                 | <i>P</i> -value (genotype x trial) | <0.001           | 0.9               | 0.10             | 0.37             | <0.001           | 0.22                       | 0.21               |

**Table S17.** SDW3 proteins in 44 barley wheat accessions. The presence of the 15 amino acid insertion described in line Hv287 is indicated.

| Accession        | SDW3 protein ID                           | 15 amino acid insertion |
|------------------|-------------------------------------------|-------------------------|
| 10tj18           | HORVU.10tj18.PROJ.2HG00087530.1           |                         |
| Aizu             | HORVU.AIZU_6.PROJ.2HG00087570.1           |                         |
| Akashinriki      | HORVU.AKASHINRIKI.PROJ.2HG00119510.1      |                         |
| B1k-17-07        | HORVU.B1K-17-07.PROJ.2HG00084530.1        | Yes                     |
| B1k-33-13        | HORVU.B1K-33-13.PROJ.2HG00084920.1        |                         |
| Barke            | HORVU.BARKE.PROJ.2HG00120340.1            |                         |
| Bonus            | HORVU.BONUS.PROJ.2HG00088590.1            |                         |
| Bowman           | HORVU.BOWMAN.PROJ.2HG00088620.1           |                         |
| F2327            | HORVU.F2327.PROJ.2HG00084260.1            | Yes                     |
| Foma             | HORVU.FOMA.PROJ.2HG00089360.1             |                         |
| HID12xxi         | HORVU.HID12XXI.PROJ.2HG00084220.1         |                         |
| HID251           | HORVU.HID251.PROJ.2HG00085320.1           |                         |
| HID84            | HORVU.HID84.PROJ.2HG00084180.1            |                         |
| HOR_10350        | HORVU.HOR_10350.PROJ.2HG00114470.1        | Yes                     |
| HOR_1168         | HORVU.HOR_1168.PROJ.2HG00087760.1         | Yes                     |
| HOR_12184        | HORVU.HOR_12184.PROJ.2HG00086820.1        |                         |
| HOR_13594        | HORVU.HOR_13594.PROJ.2HG00087140.1        | Yes                     |
| HOR_13663        | HORVU.HOR_13663.PROJ.2HG00088400.1        |                         |
| HOR_13942        | HORVU.HOR_13942.PROJ.2HG00117300.1        | Yes                     |
| HOR_14061        | HORVU.HOR_14061.PROJ.2HG00088400.1        | Yes                     |
| HOR_14121        | HORVU.HOR_14121.PROJ.2HG00087960.1        | Yes                     |
| HOR_1702         | HORVU.HOR_1702.PROJ.2HG00087910.1         | Yes                     |
| HOR_18321        | HORVU.HOR_18321.PROJ.2HG00089990.1        | Yes                     |
| HOR_21322        | HORVU.HOR_21322.PROJ.2HG00088160.1        | Yes                     |
| HOR_3365         | HORVU.HOR_3365.PROJ.2HG00117430.1         | Yes                     |
| HOR_4224         | HORVU.HOR_4224.PROJ.2HG00087910.1         |                         |
| HOR_495          | HORVU.HOR_495.PROJ.2HG00086980.1          |                         |
| HOR_6220         | HORVU.HOR_6220.PROJ.2HG00088220.1         | Yes                     |
| HOR_7385         | HORVU.HOR_7385.PROJ.2HG00086820.1         |                         |
| HOR_7552         | HORVU.HOR_7552.PROJ.2HG00118970.1         |                         |
| HOR_9043         | HORVU.HOR_9043.PROJ.2HG00118950.1         | Yes                     |
| Chikurin Ibaraki | HORVU.CHIKURIN_IBARAKI.PROJ.2HG00088340.1 |                         |
| Igri             | HORVU.IGRI.PROJ.2HG00117850.1             |                         |
| Golden Melon     | HORVU.GOLDEN_MELON.PROJ.2HG00087590.1     |                         |
| Morex            | HORVU.MOREX.PROJ.2HG00116160.1            |                         |
| OUN333           | HORVU.OUN333.PROJ.2HG00119950.1           |                         |
| RGT Planet       | HORVU.RGT_PLANET.PROJ.2HG00118280.1       |                         |
| WBDC_103         | HORVU.WBDC103.PROJ.2HG00084050.1          |                         |

|          |                                   |     |
|----------|-----------------------------------|-----|
| WBDC_199 | HORVU.WBDC199.PROJ.2HG00084890.1  | Yes |
| WBDC_207 | HORVU.WBDC207.PROJ.2HG00085760.1  | Yes |
| WBDC_237 | HORVU.WBDC237.PROJ.2HG00085260.1  | Yes |
| WBDC_348 | HORVU.WBDC348.PROJ.2HG00084250.1  | Yes |
| ZDM01467 | HORVU.ZDM01467.PROJ.2HG00116840.1 |     |
| ZDM02064 | HORVU.ZDM02064.PROJ.2HG00118750.1 |     |

---

**Table S18.** Sequences of primers used in this study. CAPS markers include the expected sizes of digested amplicons to distinguish genotypes.

| Oligo name      | Sequence (5' - 3')                       | Purpose                                                                       | Details                                              |
|-----------------|------------------------------------------|-------------------------------------------------------------------------------|------------------------------------------------------|
| Sdw3_F1         | GGAGAGAGAGGGAGGGAAAA                     | SDW3 genotyping                                                               |                                                      |
| Sdw3_R1         | CCACGGCAGAAGTCTCATTT                     |                                                                               |                                                      |
| Sdw3_F2         | CACATCGCGCTTTCTGTG                       |                                                                               |                                                      |
| Sdw3_R2         | GCCGTTGGGATTGTGTTG                       |                                                                               |                                                      |
| Sdw3_F3         | GGCACACCATCCTCTCTGTT                     |                                                                               |                                                      |
| Sdw3_R3         | TTTTCCTACCACCACCCAAC                     |                                                                               |                                                      |
| BC1_NGS_BS_FOR  | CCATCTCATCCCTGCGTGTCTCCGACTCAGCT         | IDD5 amplicon sequencing<br>to assess splicing variation<br>in <i>IDD5-B1</i> |                                                      |
|                 | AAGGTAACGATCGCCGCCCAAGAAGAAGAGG          |                                                                               |                                                      |
| BC2_NGS_BS_FOR  | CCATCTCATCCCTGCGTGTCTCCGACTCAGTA         |                                                                               |                                                      |
|                 | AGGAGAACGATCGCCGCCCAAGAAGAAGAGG          |                                                                               |                                                      |
| NGS_CR_BS_REV   | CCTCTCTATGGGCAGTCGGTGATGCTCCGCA          |                                                                               |                                                      |
|                 | CACGAACCGGTTGGTC                         |                                                                               |                                                      |
| IDD5-A_F        | GTACACCATCATCTCTGTTCCCA                  | CAPS marker to detect<br><i>IDD5-A1</i> mutation                              | Styl digest<br>WT = 644/237/45 bp<br>MT = 644/282 bp |
| IDD5-A_R        | GCCTGCGGTGAGTTGTCTG                      |                                                                               |                                                      |
| IDD5-B_WT_FAM   | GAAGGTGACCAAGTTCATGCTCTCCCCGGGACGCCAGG   | KASP marker to genotype<br><i>IDD5-B1</i>                                     |                                                      |
| IDD5-B_MUT_HEX  | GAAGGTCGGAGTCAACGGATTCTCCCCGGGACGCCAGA   |                                                                               |                                                      |
| IDD5-B_CR       | GCAAAACCCGAAGCACGCGG                     |                                                                               |                                                      |
| IDD5-D_WT_FAM   | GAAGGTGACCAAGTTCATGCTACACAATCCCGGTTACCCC | KASP marker to genotype<br><i>IDD5-D1</i>                                     |                                                      |
| IDD5-D_MUT_HEX  | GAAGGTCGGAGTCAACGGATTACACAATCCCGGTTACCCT |                                                                               |                                                      |
| IDD5-D_CR       | AACCGGGAATGTGTTGAGC                      |                                                                               |                                                      |
| Rht-1F3_generic | CAGATCTGCAACGTGGTGG                      | CAPS marker to detect<br><i>RHT-A1</i> mutation                               | NarI digest<br>WT = 246/135 bp<br>MT = 381 bp        |
| Rht-A1R3        | CATTAGCTTCTTCTTCAGAGG                    |                                                                               |                                                      |
| Rht-1F3_generic | CAGATCTGCAACGTGGTGG                      | CAPS marker to detect<br><i>RHT-D1</i> mutation                               | Tsp45I digest<br>WT = 451 bp<br>MT = 386bp/65 bp     |
| Rht-D1R3        | CGGAACCACCCGTAGCCCGA                     |                                                                               |                                                      |

# Supplementary material for: INDETERMINATE DOMAIN–DELLA protein interactions orchestrate gibberellin-mediated cell elongation in wheat and barley
**Source:** Proc Natl Acad Sci U S A. 2026 Jan 30;123(5):e2528934123. doi: 10.1073/pnas.2528934123
**Supplement:** Supplementary file 2 — Dataset S01

>SDW3\_Himalaya\_wild-type\_gDNA

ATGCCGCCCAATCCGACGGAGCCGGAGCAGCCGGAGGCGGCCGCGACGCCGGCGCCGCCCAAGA  
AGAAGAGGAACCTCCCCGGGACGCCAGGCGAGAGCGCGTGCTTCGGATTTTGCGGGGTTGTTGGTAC  
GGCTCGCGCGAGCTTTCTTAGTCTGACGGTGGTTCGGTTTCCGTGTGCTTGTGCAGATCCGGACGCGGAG  
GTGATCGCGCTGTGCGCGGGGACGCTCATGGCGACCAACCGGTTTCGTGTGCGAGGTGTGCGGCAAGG  
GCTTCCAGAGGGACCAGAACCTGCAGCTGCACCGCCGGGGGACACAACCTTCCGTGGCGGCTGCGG  
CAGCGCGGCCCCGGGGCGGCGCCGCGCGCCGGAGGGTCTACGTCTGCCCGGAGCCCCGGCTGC  
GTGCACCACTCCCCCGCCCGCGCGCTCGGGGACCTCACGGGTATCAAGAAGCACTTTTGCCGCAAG  
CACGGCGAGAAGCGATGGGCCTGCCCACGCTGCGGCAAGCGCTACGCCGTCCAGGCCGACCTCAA  
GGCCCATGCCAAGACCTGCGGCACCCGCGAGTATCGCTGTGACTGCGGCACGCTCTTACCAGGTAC  
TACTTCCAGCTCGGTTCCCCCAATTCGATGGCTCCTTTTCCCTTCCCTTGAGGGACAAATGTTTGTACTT  
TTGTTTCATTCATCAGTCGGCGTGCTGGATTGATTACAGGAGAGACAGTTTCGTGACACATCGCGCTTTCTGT  
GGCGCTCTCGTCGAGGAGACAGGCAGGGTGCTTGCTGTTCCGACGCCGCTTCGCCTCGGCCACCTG  
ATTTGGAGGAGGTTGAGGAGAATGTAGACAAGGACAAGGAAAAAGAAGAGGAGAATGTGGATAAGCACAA  
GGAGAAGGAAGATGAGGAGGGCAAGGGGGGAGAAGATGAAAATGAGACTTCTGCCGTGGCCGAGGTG  
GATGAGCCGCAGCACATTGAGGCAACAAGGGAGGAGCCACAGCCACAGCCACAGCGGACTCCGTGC  
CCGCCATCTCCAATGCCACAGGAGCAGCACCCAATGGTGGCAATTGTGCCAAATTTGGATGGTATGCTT  
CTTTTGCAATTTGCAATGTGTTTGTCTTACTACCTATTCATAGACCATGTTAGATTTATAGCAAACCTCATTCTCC  
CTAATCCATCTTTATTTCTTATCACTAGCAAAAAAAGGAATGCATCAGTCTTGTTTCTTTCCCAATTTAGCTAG  
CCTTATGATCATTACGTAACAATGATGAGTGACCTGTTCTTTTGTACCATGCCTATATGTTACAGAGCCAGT  
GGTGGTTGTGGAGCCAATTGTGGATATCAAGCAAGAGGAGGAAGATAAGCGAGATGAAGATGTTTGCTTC  
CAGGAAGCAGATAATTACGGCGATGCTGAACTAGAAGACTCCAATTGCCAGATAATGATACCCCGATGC  
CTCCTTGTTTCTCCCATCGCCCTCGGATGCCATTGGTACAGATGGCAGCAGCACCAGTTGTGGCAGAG  
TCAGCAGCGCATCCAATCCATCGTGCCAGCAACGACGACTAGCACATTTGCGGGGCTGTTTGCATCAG  
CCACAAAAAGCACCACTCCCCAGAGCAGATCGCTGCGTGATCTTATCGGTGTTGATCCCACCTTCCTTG  
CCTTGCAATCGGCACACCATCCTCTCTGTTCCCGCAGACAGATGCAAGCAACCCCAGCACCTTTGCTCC  
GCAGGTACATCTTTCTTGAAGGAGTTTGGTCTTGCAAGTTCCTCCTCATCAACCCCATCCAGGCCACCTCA  
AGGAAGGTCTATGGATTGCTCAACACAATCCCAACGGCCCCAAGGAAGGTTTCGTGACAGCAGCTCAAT  
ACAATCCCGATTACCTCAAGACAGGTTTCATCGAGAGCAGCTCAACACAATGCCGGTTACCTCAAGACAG  
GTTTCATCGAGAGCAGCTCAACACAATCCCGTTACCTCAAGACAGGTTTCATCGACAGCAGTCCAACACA  
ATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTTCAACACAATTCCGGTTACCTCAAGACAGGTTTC  
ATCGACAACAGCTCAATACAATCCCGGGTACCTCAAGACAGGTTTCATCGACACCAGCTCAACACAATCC  
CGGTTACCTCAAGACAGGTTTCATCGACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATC  
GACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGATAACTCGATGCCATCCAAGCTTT  
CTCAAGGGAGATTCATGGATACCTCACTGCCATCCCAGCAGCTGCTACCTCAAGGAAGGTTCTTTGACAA  
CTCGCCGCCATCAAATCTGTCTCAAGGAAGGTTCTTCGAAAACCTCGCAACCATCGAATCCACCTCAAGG  
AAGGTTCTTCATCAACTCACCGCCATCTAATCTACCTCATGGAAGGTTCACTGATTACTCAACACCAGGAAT  
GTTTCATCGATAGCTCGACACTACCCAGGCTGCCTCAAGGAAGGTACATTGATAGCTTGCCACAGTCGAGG  
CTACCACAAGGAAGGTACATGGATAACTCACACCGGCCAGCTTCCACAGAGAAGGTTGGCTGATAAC  
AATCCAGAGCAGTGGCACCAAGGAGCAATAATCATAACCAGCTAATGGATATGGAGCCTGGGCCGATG  
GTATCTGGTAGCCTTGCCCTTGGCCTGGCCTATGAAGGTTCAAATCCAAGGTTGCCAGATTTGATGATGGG  
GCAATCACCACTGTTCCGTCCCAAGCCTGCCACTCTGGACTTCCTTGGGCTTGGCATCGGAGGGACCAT  
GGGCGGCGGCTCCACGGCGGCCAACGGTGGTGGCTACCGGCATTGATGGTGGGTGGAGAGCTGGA

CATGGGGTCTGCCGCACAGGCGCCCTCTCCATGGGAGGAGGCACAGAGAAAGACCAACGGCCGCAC  
GATCCTGTGA

>sdw3a\_gDNA

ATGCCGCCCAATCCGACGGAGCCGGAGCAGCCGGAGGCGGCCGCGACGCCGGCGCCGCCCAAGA  
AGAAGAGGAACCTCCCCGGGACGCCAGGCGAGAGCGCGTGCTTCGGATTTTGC GG GGTGTTGGTAC  
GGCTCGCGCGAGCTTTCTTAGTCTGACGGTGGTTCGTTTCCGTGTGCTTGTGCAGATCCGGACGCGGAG  
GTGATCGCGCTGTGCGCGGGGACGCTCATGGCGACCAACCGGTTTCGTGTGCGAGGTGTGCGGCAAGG  
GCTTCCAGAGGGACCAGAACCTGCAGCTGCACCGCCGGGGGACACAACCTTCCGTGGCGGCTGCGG  
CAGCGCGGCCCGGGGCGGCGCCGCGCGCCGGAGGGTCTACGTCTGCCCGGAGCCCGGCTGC  
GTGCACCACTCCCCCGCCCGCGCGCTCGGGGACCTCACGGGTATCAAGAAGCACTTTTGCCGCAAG  
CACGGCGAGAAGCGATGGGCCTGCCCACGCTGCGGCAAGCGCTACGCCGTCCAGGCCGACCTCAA  
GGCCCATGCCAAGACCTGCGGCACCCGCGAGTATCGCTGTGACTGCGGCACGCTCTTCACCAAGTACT  
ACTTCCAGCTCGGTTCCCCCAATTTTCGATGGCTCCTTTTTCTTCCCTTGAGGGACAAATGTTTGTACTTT  
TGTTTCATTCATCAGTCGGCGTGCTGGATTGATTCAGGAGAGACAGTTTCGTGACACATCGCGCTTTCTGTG  
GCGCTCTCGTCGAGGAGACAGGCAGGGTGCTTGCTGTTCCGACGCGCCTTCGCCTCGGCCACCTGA  
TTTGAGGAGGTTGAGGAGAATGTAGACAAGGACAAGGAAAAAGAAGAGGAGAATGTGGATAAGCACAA  
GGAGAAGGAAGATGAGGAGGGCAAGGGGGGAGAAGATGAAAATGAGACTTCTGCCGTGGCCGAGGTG  
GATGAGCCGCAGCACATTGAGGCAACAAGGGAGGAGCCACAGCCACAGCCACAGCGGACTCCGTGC  
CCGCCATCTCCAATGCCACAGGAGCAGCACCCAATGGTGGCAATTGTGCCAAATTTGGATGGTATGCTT  
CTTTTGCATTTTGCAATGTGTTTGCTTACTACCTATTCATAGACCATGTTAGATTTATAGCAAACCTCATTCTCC  
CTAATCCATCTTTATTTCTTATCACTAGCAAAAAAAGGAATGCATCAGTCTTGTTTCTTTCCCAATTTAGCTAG  
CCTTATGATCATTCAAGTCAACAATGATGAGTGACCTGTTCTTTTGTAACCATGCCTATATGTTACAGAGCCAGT  
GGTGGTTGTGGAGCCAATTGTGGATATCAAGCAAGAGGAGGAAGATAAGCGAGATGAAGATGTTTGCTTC  
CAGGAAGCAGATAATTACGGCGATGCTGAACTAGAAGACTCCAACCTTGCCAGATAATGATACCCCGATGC  
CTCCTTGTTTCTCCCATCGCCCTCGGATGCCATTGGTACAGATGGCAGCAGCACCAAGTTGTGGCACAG  
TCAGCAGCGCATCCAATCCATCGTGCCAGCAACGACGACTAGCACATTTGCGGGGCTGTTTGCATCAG  
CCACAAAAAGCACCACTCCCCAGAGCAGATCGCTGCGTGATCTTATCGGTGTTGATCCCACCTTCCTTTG  
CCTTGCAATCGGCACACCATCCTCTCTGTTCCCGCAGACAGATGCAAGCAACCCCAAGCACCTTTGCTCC  
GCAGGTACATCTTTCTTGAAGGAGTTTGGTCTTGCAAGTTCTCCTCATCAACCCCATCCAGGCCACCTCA  
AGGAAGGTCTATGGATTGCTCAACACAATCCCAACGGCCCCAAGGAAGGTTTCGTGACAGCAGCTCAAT  
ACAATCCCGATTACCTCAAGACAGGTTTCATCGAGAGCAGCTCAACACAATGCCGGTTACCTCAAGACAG  
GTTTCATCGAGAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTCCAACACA  
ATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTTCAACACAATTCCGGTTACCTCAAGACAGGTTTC  
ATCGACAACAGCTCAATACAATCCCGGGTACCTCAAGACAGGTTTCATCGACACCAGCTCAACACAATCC  
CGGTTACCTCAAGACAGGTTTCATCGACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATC  
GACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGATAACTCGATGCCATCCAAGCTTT  
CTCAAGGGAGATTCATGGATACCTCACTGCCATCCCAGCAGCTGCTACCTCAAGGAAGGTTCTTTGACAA  
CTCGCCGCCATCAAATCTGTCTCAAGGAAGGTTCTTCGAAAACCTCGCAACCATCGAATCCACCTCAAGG  
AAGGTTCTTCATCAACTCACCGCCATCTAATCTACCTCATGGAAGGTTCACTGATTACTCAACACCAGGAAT  
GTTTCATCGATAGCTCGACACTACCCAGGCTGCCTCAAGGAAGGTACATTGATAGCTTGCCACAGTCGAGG  
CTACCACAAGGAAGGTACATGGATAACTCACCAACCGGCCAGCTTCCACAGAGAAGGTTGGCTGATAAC  
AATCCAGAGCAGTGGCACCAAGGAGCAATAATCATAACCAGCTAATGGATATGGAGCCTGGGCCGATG

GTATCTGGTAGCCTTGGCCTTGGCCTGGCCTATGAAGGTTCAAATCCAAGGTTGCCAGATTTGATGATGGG  
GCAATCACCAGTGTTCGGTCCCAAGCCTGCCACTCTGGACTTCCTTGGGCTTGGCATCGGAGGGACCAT  
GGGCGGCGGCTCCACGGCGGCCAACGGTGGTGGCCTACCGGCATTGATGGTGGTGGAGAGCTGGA  
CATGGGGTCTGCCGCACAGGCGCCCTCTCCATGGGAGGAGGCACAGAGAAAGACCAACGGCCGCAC  
GATCCTGTGA

>sdw3b\_gDNA

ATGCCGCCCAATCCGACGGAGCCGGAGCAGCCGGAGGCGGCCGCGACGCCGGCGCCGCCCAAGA  
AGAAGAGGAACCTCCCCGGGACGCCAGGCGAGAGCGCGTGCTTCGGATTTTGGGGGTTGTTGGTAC  
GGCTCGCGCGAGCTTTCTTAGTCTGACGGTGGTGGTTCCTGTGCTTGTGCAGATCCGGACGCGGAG  
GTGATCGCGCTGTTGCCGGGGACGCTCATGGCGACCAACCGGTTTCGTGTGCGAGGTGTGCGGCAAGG  
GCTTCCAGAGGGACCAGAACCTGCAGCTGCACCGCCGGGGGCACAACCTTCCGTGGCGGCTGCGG  
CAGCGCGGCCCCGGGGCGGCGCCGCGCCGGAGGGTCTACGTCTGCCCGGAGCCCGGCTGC  
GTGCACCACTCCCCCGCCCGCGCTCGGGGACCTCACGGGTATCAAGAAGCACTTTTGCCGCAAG  
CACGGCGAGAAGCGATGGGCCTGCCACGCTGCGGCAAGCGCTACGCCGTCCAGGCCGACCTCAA  
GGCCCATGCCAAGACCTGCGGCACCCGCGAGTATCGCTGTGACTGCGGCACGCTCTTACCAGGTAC  
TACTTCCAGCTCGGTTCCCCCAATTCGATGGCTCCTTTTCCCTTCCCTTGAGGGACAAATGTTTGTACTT  
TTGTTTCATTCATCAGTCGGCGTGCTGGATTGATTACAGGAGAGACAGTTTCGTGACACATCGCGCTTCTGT  
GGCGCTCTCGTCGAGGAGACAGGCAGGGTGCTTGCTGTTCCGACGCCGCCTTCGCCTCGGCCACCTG  
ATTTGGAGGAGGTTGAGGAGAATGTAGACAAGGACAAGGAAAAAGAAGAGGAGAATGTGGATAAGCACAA  
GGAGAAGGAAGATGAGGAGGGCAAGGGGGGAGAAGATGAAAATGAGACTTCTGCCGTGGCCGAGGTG  
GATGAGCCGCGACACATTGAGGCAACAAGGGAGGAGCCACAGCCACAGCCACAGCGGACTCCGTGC  
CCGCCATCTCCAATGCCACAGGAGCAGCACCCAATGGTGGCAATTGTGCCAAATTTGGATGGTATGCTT  
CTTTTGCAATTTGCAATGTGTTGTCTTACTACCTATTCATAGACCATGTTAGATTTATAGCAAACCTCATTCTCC  
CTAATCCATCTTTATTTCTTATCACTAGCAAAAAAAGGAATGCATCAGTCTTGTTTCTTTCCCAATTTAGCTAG  
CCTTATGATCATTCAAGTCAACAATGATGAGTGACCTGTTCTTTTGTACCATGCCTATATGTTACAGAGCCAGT  
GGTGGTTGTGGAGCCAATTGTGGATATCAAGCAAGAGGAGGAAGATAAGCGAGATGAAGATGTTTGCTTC  
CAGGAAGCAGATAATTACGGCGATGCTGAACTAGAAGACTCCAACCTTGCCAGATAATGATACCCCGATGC  
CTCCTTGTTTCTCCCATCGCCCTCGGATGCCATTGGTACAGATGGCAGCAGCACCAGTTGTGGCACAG  
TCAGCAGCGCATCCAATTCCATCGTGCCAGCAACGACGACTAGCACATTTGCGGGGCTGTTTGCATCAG  
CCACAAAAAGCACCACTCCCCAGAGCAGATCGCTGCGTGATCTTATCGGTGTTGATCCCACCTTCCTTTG  
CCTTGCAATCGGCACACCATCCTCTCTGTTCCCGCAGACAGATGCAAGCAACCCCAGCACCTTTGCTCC  
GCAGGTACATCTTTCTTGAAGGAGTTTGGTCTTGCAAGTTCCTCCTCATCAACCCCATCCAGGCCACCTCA  
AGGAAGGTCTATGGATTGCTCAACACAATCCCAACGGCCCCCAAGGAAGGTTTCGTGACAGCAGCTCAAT  
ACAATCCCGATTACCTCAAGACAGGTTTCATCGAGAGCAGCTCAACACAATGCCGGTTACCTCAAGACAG  
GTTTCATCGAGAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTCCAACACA  
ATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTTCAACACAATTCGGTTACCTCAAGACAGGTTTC  
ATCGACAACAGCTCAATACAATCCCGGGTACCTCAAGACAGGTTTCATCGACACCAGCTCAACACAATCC  
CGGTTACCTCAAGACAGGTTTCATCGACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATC  
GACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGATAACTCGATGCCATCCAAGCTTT  
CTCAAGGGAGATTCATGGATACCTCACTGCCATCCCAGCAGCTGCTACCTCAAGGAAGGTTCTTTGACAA  
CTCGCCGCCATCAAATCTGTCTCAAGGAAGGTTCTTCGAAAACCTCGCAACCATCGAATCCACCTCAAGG  
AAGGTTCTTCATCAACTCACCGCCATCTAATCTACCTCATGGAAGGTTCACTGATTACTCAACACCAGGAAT

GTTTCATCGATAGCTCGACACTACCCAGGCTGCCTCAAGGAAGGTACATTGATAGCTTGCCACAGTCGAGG  
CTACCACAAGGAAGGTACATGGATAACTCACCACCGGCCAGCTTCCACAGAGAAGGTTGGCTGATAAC  
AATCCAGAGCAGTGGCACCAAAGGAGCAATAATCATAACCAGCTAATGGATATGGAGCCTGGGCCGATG  
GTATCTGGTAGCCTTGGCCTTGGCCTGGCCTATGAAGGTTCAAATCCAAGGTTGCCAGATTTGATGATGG  
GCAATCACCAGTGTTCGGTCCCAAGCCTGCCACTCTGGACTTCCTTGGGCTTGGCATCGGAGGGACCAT  
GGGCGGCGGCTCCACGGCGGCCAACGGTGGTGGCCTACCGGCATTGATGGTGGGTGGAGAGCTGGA  
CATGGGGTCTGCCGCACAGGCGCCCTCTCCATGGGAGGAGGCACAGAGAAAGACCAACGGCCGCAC  
GATCCTGTGA

>sdw3c\_gDNA

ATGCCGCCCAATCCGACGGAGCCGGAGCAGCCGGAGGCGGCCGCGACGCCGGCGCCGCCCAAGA  
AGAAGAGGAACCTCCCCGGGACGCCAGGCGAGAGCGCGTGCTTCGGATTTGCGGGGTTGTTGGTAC  
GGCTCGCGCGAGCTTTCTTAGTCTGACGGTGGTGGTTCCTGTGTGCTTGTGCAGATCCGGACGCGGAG  
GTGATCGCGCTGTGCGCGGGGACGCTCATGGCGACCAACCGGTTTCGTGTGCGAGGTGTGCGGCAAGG  
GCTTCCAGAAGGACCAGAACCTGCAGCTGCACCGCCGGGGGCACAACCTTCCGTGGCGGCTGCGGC  
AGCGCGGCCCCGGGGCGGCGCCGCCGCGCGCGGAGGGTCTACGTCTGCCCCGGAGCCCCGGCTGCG  
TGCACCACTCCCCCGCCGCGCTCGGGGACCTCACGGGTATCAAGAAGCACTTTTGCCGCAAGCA  
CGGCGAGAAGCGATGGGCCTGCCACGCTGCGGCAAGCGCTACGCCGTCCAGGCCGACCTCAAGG  
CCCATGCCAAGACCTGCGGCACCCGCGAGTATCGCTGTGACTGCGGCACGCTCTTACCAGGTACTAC  
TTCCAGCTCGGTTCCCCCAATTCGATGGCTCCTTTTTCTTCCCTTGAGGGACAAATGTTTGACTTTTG  
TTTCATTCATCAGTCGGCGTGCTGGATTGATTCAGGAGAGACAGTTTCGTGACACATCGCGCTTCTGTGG  
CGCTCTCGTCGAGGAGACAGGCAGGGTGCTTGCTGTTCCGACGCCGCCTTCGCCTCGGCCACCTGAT  
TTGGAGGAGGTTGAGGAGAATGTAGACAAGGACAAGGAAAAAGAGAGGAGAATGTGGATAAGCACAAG  
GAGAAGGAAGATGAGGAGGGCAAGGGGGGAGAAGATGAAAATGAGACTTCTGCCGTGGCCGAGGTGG  
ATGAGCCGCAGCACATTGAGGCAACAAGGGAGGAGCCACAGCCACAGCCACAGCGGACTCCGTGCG  
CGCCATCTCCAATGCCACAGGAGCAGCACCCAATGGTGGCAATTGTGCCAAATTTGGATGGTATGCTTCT  
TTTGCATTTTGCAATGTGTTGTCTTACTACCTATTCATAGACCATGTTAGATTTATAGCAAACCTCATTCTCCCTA  
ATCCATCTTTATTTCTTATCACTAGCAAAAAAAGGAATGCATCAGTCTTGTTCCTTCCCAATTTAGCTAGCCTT  
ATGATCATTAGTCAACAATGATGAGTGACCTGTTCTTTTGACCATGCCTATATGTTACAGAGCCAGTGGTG  
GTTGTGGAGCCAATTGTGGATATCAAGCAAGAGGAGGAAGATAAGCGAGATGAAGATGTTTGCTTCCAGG  
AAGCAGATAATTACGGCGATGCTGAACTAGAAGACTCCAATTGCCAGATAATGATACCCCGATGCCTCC  
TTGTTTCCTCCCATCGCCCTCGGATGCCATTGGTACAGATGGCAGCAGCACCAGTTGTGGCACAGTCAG  
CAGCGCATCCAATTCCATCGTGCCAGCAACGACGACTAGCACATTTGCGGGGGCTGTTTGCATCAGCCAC  
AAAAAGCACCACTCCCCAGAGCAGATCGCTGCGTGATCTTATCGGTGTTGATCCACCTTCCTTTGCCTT  
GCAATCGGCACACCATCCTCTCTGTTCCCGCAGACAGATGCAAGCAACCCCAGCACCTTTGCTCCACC  
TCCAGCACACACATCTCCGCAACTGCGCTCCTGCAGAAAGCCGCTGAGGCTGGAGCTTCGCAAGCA  
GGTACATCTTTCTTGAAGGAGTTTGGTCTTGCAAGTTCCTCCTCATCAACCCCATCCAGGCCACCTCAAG  
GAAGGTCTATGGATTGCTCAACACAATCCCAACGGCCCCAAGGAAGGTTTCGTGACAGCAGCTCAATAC  
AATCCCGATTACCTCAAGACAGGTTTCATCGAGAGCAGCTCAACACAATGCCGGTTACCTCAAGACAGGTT  
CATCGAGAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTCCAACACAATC  
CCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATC  
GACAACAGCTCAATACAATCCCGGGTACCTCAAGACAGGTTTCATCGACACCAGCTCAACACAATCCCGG  
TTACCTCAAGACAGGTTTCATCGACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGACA  
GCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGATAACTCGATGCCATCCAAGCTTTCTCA

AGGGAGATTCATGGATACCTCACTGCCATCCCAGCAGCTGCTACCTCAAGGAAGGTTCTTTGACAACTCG  
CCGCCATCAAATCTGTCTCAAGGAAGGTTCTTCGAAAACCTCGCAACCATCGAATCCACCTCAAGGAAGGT  
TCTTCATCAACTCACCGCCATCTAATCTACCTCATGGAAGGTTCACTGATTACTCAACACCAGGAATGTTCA  
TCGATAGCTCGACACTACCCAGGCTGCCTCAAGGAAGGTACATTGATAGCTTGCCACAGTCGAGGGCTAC  
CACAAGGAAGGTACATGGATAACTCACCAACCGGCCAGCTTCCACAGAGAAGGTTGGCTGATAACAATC  
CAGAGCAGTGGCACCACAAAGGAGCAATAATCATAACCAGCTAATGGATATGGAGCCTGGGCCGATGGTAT  
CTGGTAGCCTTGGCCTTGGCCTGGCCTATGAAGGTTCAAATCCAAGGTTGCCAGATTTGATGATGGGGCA  
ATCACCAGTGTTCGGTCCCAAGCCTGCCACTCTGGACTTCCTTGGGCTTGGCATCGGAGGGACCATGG  
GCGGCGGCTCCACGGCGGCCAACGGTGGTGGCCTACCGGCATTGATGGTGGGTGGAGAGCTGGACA  
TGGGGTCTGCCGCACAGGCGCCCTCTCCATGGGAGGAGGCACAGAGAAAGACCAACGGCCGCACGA  
TCCTGTGA

>sdw3d\_gDNA

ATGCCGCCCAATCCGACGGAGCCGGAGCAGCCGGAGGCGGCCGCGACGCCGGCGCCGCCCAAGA  
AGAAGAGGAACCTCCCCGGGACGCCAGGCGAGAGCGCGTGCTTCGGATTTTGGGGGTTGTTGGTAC  
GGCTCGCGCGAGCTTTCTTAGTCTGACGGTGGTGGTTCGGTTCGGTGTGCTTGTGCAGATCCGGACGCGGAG  
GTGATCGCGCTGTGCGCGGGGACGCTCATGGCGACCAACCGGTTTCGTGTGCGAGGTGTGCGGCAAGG  
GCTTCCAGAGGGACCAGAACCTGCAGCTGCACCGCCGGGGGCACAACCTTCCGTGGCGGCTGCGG  
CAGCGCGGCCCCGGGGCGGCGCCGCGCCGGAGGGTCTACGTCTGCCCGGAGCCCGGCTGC  
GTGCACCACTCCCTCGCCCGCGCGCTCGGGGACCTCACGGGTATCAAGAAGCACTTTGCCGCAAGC  
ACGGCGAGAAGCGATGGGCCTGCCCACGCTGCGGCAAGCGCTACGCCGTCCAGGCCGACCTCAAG  
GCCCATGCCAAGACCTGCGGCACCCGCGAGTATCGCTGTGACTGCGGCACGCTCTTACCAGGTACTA  
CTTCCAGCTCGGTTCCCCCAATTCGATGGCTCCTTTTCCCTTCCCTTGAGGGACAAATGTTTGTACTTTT  
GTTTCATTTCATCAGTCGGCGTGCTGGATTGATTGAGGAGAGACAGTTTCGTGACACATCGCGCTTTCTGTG  
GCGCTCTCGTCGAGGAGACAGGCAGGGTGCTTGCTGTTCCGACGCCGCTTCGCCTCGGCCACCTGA  
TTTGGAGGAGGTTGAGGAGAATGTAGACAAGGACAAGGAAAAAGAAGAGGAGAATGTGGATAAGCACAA  
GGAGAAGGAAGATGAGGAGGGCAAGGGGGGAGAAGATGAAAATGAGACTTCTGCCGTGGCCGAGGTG  
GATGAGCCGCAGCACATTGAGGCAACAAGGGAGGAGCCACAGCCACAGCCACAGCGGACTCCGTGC  
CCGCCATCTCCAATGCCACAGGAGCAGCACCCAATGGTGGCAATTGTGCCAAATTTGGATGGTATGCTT  
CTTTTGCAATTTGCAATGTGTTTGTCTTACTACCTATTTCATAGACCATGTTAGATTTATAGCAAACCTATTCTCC  
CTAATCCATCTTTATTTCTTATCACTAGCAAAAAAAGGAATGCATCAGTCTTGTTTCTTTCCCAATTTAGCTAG  
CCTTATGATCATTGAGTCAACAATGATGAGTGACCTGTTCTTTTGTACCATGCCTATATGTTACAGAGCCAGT  
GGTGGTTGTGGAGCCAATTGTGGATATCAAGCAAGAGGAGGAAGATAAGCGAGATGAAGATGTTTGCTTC  
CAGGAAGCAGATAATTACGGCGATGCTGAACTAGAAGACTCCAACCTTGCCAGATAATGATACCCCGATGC  
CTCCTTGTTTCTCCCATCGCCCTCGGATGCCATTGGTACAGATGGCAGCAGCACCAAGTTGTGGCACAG  
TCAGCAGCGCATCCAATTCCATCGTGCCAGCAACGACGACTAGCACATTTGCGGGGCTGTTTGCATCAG  
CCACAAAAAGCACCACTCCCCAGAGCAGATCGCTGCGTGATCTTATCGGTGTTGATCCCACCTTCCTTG  
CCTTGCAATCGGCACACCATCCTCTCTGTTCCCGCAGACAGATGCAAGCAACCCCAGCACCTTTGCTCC  
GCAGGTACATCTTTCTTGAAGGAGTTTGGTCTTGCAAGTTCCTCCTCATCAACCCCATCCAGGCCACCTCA  
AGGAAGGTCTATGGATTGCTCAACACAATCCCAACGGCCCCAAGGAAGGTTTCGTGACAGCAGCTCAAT  
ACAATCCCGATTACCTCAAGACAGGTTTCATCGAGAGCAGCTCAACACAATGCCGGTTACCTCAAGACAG  
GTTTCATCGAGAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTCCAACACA  
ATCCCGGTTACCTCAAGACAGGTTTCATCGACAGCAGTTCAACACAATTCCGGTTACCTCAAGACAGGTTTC

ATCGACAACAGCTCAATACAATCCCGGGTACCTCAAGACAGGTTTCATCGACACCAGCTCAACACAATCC  
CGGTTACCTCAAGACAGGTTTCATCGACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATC  
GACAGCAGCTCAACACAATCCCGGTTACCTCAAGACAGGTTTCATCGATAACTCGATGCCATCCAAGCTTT  
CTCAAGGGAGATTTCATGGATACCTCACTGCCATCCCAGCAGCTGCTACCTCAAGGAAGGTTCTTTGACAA  
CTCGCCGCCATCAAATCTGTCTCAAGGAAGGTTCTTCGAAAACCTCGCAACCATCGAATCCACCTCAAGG  
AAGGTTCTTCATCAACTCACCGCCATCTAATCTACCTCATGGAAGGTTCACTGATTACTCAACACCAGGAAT  
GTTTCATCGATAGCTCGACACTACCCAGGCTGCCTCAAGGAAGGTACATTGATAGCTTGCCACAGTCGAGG  
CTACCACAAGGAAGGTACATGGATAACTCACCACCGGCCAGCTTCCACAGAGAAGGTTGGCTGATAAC  
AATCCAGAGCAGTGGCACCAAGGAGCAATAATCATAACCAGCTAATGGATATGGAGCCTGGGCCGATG  
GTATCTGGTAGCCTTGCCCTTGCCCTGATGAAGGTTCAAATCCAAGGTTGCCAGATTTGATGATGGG  
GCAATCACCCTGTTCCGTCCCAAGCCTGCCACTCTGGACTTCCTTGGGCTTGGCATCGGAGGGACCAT  
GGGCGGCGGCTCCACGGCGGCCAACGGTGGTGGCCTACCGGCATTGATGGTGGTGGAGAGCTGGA  
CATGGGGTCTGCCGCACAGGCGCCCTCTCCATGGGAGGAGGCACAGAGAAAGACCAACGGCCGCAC  
GATCCTGTGA

>sdw3e\_gDNA

How the deposited data were processed for this re-analysis (not part of the article)

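RNA-seq of wheat leaf sheaths was analysed for Cadenza, *idd5* and *Rht-D1b* seedlings, 7 d old, 8 h after treatment with water or 100 µM GA_3_. There were 24 libraries in 6 groups of 4. Groups and replicate numbers were taken from the sample labels and the methods. The other RNA-seq experiments of the paper were not analysed here.

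The authors trimmed the reads with Trimmomatic, quantified them with Kallisto and deposited TPM values in one table with a column for each library. The contrasts in the paper were made by the authors with DESeq2, on counts that were not used here. The methods and the series labels name different releases of the wheat gene models, and the identifiers are printed as the table gives them. The table has 107891 gene models, of which 19249 have 0 TPM in every library, and 32.4% of all values are 0. TPM keeps no read depth, so the depth is unknown, no floor was derived from it, and the precision rests on the 4 replicates of each group.

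From the deposited TPM, log2(TPM + 0.5) was computed and tested with limma (version 3.58.1) in R (version 4.3.3), with linear models, one mean for each of the 6 groups, empirical Bayes moderation with a mean-variance trend and Benjamini-Hochberg adjustment. The tests covered the 63241 genes with at least 0.5 TPM in at least 4 libraries, at an adjusted p-value of 0.01, in 9 pairwise contrasts and 2 contrasts of the GA_3_ response between genotypes. Single values of named genes were compared by exact two-sided permutation tests, whose smallest p is 0.0286. Python (version 3.11.15) with numpy and pandas was used for the draws along chromosomes and for the tables. The model was tested on simulated data before use, with 200 changed genes among the 63241. They were drawn from the genes with a mean of at least 5 TPM and changed in GA-treated Cadenza only. A log2 change of 1 was recovered for 90.0% of them and a log2 change of 2 for 98.5%. A planted run of 30 neighbouring genes was found in full among 62329 genes with a chromosome in their identifier.

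Named genes were set before the data were examined as those of Fig. 4C and Fig. 4D whose identifier a table pairs with the name, with further rules on the annotations of Dataset S2. Table 2 pairs 6 names, the *IDD5* and *RHT* homoeologues, with identifiers of the table. Of the identifiers of Dataset S2 and of the reference gene table, 0 matched those of the deposited table, because they belong to another release. The other genes of Fig. 4C and Fig. 4D, the response of the 364 genes of the first tab and the rules that use annotations were therefore not analysed here. Neighbouring genes were ordered by their identifiers, and the largest number of DEGs among 50 consecutive tested genes was compared with 10000 random draws. The ends of the interval on chromosome 2A are the outermost genes of that run, in water, that were at least 2-fold lower in *idd5* than in Cadenza. This 2-fold condition was added after the values had been seen, because a first rule without it reached beyond the step in expression on the right side.

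Alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter and a filter at 2 TPM, median-ratio scaling, a fit of only the groups compared, no mean-variance trend, an adjusted p-value of 0.05, high-confidence gene models only, the replicate number as a block and each replicate left out in turn. Other divisions of the same libraries were counted, 35 for each comparison of 4 libraries with 4 and 100 drawn for each contrast of responses.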

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

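The tests of the chromosome 2A interval, apart from the random draws along chromosomes, were chosen after the result was seen. What each test was expected to show was put in writing only after its result was known, here and in the other parts.

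Neighbouring DEGs on chromosome 2A are a signal in genes that the paper does not discuss. Among 50 consecutive tested genes, 45 were DEGs between *idd5* and Cadenza in water and 45 in GA_3_. Between *idd5* and *Rht-D1b* the largest numbers were 38 in water and 45 in GA_3_. In 10000 random permutations of the calls among the tested genes, the highest number for *idd5* against Cadenza in water was 16 (permutation p = 0.0001, the smallest they can give), which argues against DEGs falling side by side by chance. A change common to both mutants is argued against by the *Rht-D1b* libraries, whose median level over the interval was 93.9% of Cadenza. Lowered targets of IDD5 spread over the genome are argued against as the whole cause, since 26 genes with at least 5 TPM in all 16 libraries of Cadenza and *Rht-D1b* fell under 25% of that level in *idd5* inside the interval and 5 outside it. An effect of IDD5 on this region alone stays open. The 2B and 2D chromosomes had at most 8 and 9 DEGs among 50 consecutive genes.

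A candidate explanation is that the segment is missing from the *idd5* line, for instance after mutagenesis. The GA_3_ libraries did not define the interval, and 64 of its 71 tested genes were DEGs there between *idd5* and Cadenza, all lower in *idd5*. Any lasting property of the *idd5* line that lowers these genes would give the same value. A second test was weak. Of the 12 genes of the interval below the filter, 10 were lower in *idd5*, or 83.3%, against 61.9% of such genes elsewhere (exact two-sided binomial test, p = 0.149). *IDD5-A1* lies on the same chromosome, and *idd5* was compared with Cadenza and not with its wild-type segregant, so a background segment and the *idd5* mutations are confounded in this design. No genomic sequence was analysed here.

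The interval was not silent in *idd5*. Its median level was 15.9% to 22.0% of Cadenza in the water libraries and 0 to 11.4% in the GA_3_ libraries. RNA of Cadenza seedlings in the *idd5* water libraries is argued against by 3 genes outside the interval, with at least 10 TPM in Cadenza in water, that lay under 7.95% of that level in each *idd5* water library. For RNA of Rht-D1b seedlings in the *idd5* water libraries there were 2 such genes, too few to decide, so that source stays open. The requirement of 3 genes was set after these counts had been seen, and a gene that was listed at 0 TPM in some source libraries was left out after its values were seen. That gene belonged to the *Rht-D1b* count, which was 3 with it, so leaving it out alone moved that source from argued against to open. The level was lower with GA_3_ than with water (exact two-sided permutation test, p = 0.0286), at 43.7% of the water level. If reads of the 2B and 2D copies assigned to the 2A genes were the whole cause, those copies would have to fall with GA_3_ as well. Over all runs of 37 neighbouring genes of the same minimum level on 2B and 2D, the level in *idd5* with GA_3_ was at least 92.2% of that with water, while the highest GA_3_ library of the interval lay at 71.5% of its lowest water library. This argues against them as the whole cause where the copies lie side by side. Plants that still segregate for the segment were not tested.

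GA_3_ replicate 2 of *idd5* stood far from its group, with a median of 0 over the interval against 9.74% to 11.4% in the other replicates. The difference between the replicates has the same direction as the difference between treatments, and the p of 0.0286 between treatments includes this replicate. The flanking genes of the same library had a median of 92.8% of Cadenza, so a general loss of signal does not account for it. No biological explanation was tested.

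Of 78 groups of 4 libraries examined for a library far from the others, 6 had one, and chance alone gives 3.9. One is the replicate above. Among the named genes, *IDD5-A1* had 7.35 TPM in *Rht-D1b* water replicate 2 against 8.75 to 8.90 TPM in the others. *IDD5-B1* had 30.5 TPM in *idd5* GA_3_ replicate 3 (others from 35.2 to 35.6 TPM) and 9.57 TPM in *Rht-D1b* GA_3_ replicate 3 (others from 7.86 to 8.11 TPM). In *Rht-D1b* with water, replicate 4 had 58146 genes at 0.5 TPM or more against at most 57597 in the others, and in replicate 2 the 10 most abundant genes held 3.29% of the TPM against at least 3.58%. These 5 differences are small in size and no explanation was tested for them.

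TraesCSU02G247700 had 401.5 TPM in *idd5* GA_3_ replicate 4 and at most 4.39 TPM in the other 23 libraries, and TraesCS1A02G000100 had 76.7 TPM there and at most 1.22 TPM elsewhere. Among the 63241 tested genes, only these had at least 10 TPM in one library and over 10 times the value of any other. Genes below the filter of the tests were not searched. TraesCSU02G247700 and TraesCS1A02G000100 were chosen after their values were seen, so they are not among the groups counted above. They occur in 1 library of 4, so neither is a DEG with GA_3_ in *idd5*, and no explanation was tested.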

How the results depend on the processing

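The alternatives were set before the data were examined, and none of them reversed the direction of the 13 fold changes of *IDD5-B1* and the *RHT* genes for which they were run. The other fold changes of named genes, such as those of *IDD5-A1* and *IDD5-D1* and of the *RHT* genes with GA_3_ in *idd5*, were not run under them. The counts of DEGs below changed by more than 1.5 times.

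At an adjusted p-value of 0.05, GA_3_ in Cadenza gave 209 DEGs. In water, *idd5* against Cadenza gave 5942, *Rht-D1b* against Cadenza 5522 and *idd5* against *Rht-D1b* 590, and in GA_3_ the same comparisons gave 10227, 9108 and 1212. The wider threshold itself admits more genes. With only the groups compared in the fit, GA_3_ in Cadenza gave 0 DEGs, *Rht-D1b* against Cadenza gave 1308 in water and 2020 in GA_3_, *idd5* against Cadenza gave 2871 in GA_3_, and *idd5* against *Rht-D1b* gave 141 in water and 131 in GA_3_. The ratio of DEGs between *idd5* and Cadenza to those between the mutants in water was then 15.8. Fewer libraries enter those fits. Without the mean-variance trend, GA_3_ in Cadenza gave 30 DEGs and GA_3_ in *idd5* 1, and with no filter on low values GA_3_ in *idd5* gave 2. The cause was not tested.

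Leaving out each library in turn gave from 25 to 42 DEGs with GA_3_ in Cadenza and from 0 to 3 in *idd5*, where the highest came without GA_3_ replicate 2. In water it gave from 1916 (without *idd5* replicate 2) to 2441 between *idd5* and Cadenza, and from 1602 (without Cadenza replicate 3) to 2199 between *Rht-D1b* and Cadenza. Between the mutants in GA_3_ it gave from 299 (without *idd5* replicate 2) to 534. Fewer libraries enter these fits. The other counts of DEGs stayed within 1.5 times of the main count, and the contrasts of responses stayed at 0 in all of them.

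Median-ratio scaling kept the counts within 1.5 times but moved the direction. The DEGs with GA_3_ in Cadenza went from 33 higher and 28 lower to 53 higher and 22 lower. In water, *idd5* against Cadenza went from 1774 higher and 1219 lower to 2224 and 824, and *Rht-D1b* against Cadenza from 1068 and 1410 to 1433 and 813. In GA_3_ they went from 2890 and 3059 to 3502 and 2117, and from 2052 and 3021 to 2465 and 2339. The share of higher against lower DEGs from Cadenza therefore depends on the scaling.

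The correlation of the mutants' differences in water was 0.311, 0.319, 0.327, 0.347, 0.347 and 0.338 over the 6 assignments of Cadenza libraries and 0.417 with opposite treatments. In GA_3_ it was 0.468, 0.467, 0.452, 0.438, 0.482, 0.450 and 0.445. These settings share no Cadenza library between the comparisons. The first component held 16.1% with all tested genes and 13.8% with a pseudocount of 0.1, and the second 8.99% and 12.9%. The cause was not tested. Clustering of DEGs along chromosomes for GA_3_ in Cadenza reached 3 genes, past an unadjusted p of 0.05 with windows of 20 genes (permutation p = 0.0081) and not with 50 (permutation p = 0.057).

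With the replicate number as a block, 68 genes were DEGs with GA_3_ in Cadenza and 296 between the mutants in water. The numbers do not pair the samples. The deviations of same-numbered libraries from their group means had a median correlation of 0.020 over 60 pairs, and 5 of them were over 0.1.

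For these 13 results of named genes, 234 alternative values were computed, of which 214 stayed on their side of the threshold, 11 were weaker and 9 stronger. Among these, the log2 fold change of *RHT-D1* between *Rht-D1b* and Cadenza in GA_3_ (0.32) lost its call in 4 of the 8 fits without 1 library, where it ranged from 0.27 to 0.36 over all 8.

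High-confidence models only removed 0 genes, so that alternative tests nothing. Its 13 values for the named genes repeat the main fit and are among the 214 that stayed on their side of the threshold. The response of the 364 genes of Dataset S2 was not run under any alternative, since its identifiers did not match. Because the depth is unknown, genes listed at 0 TPM have no upper limit here.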

Differences from the paper's values

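In Cadenza, 61 genes were DEGs with GA_3_, against 364 in the paper. None of the alternatives set before the data were examined closed the gap, and the highest count was 209, at an adjusted p-value of 0.05. The paper's counts of DEGs come from DESeq2 on read counts. Each alternative used limma on TPM, so the effect of that difference in method was not tested. In *idd5* there were 0 against the paper's 9, and in *Rht-D1b* 0 against the paper's 1. No alternative closed these gaps, with at most 3 genes in *idd5* (without GA_3_ replicate 2) and 0 in *Rht-D1b*. The paper's text gives 9 genes for *idd5*, while the second tab of its Dataset S2 lists 11, of which 6 are on chromosome 2A and all 6 are lower with GA_3_.

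Between *idd5* and *Rht-D1b*, 288 genes were DEGs in water against the paper's 728, and 460 in GA_3_ against the paper's 1302. With an adjusted p-value of 0.05 in place of 0.01 the counts were 590 and 1212, within 1.5 times the paper's, and no other alternative came within it.

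The paper gives about 5 times as many DEGs between Cadenza and either mutant as between the mutants. Here there were 10.4 times as many for *idd5* and 8.60 times as many for *Rht-D1b* in water. For *idd5* no alternative came within 1.5 times the paper's value, and the lowest was 7.70, without Cadenza water replicate 3. For *Rht-D1b*, the fits without Cadenza water replicates 1, 2, 3 and 4 and without *Rht-D1b* water replicate 3 came within it, at 7.11, 6.75, 5.78, 6.22 and 7.45. Each of these fits leaves fewer libraries in the comparison with Cadenza. Those without a Cadenza library keep all 4 libraries of each mutant, which lowers the ratio by itself. The fits without a Cadenza library therefore do not account for the gap. The fit without *Rht-D1b* water replicate 3 takes a library from both comparisons, so this reason does not cover it. Without *Rht-D1b* water replicates 1, 2 and 4 the ratio was 7.52, 9.16 and 8.00, not within 1.5 times the paper's value.

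The first principal component held 19.95% of the variance against about 44% in Fig. S8, read by eye. No alternative closed the gap, and the values ranged from 13.8% with a pseudocount of 0.1 to 23.1% with a pseudocount of 1.

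The share of DEGs between *idd5* and Cadenza that are also DEGs between *Rht-D1b* and Cadenza was 44.9%. The paper's text gives 33.6%, while the bars of Fig. 4B give about 49%, read by eye. The value here is within 1.5 times of both, and the share of the genes called in either comparison was 32.6%.

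The paper states that *Rht1* genes were lower in *idd5*. In water only *RHT-A1* passed the threshold of 0.01, with *RHT-B1* at an adjusted p of 0.0223 and *RHT-D1* at 0.0112 in limma's test. In GA_3_ all 3 passed it, at an adjusted p of 1.14e-05 for *RHT-A1*, 0.00129 for *RHT-B1* and 5.85e-07 for *RHT-D1* in limma's test. In water all 3 were also lower in *idd5*, by log2 fold changes of -0.36 for *RHT-A1*, -0.28 for *RHT-B1* and -0.29 for *RHT-D1*. The paper names no threshold for its statement, so the difference is one of threshold and concerns water only. At an adjusted p-value of 0.05 all 3 passed in water, and *RHT-D1* also passed with the filter at 2 TPM and with the replicate block.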

Other observations

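The comparisons with separate Cadenza libraries and with opposite treatments were set before the data were examined, and the test of the reverse of GA_3_ treatment was chosen afterwards.

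Other divisions of the same libraries were counted for each comparison. For GA_3_ in Cadenza and for each of the 6 comparisons between genotypes, 1 of 35 divisions gave as many DEGs, the real one. For GA_3_ in *idd5* and in *Rht-D1b* 35 of 35 did, since the real count was 0, and for the 2 contrasts of responses 100 of 100 did. The highest count among the other divisions was 2, 1, 1, 0, 1, 1 and 1 in the first 7. In *idd5* it was 107, for GA_3_ replicates 1, 2 and 4 with water replicate 4 against the other libraries. On the third principal component these 4 libraries lay between 15.2 and 22.9 and the other *idd5* libraries between -14.4 and -1.79. The grouping was seen in the data, and the model has no term for it, so the 0 DEGs with GA_3_ in *idd5* were counted with this spread left in. No batch is given in the labels or the paper, and no explanation was tested.

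The mutants differed from Cadenza in the same direction. Chance values of the shared Cadenza libraries are argued against as the whole cause, since the lowest correlation across genes with separate Cadenza libraries was 0.311, where unrelated differences would lie near 0. Something peculiar to the Cadenza seedlings other than the alleles, such as their seed stock or handling, cannot be told apart from a shared effect of the mutations, because no other wild type was sequenced in these libraries. The correlation of 0.417 with no shared library is what either would give.

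A hypothesis is that the mutants in water resemble the reverse of GA_3_ treatment. The 200 genes with the largest GA_3_ response were chosen with a pair of the Cadenza water libraries, and the mutants were compared with the other pair, over 6 assignments. In *idd5* between 134 and 163 of the 200 genes lay against the direction of the response, and in *Rht-D1b* between 133 and 160, where chance gives 100. The median displacement along the response was -0.28 to -0.18 in *idd5* and -0.28 to -0.15 in *Rht-D1b*, against a response of 0.62 to 0.71. The values fit the hypothesis for these genes only. Across all genes the correlation with the response lay between -0.05 and 0.01 in *idd5* and between -0.04 and -0.0031 in *Rht-D1b*.

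Between *Rht-D1b* and Cadenza, the largest number of DEGs among 50 consecutive genes was 14 in water and 17 in GA_3_, both on chromosome 5B (p = 0.0003 and p = 0.0026 over 10000 random permutations of the calls). These 2 runs lie apart on that chromosome. With windows of 20 genes, the largest number in water was 10 (permutation p = 0.0001, the smallest they can give), inside the interval of the GA_3_ run. With the same windows the largest number in GA_3_ was 11, on chromosome 4A (permutation p = 0.0019), so the largest runs of the 2 treatments lie in different places at either window size. No explanation was tested.

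In the paper's Dataset S2, 104 of the 728 genes listed between *Rht-D1b* and *idd5* in water are on chromosome 2A, and 93 of them are lower in *idd5*. These are the paper's values. The list for water has the number of genes that the paper's text gives. For the same comparison in GA_3_ the copy read here also lists 728 genes, while the paper's text gives 1302. That list is therefore shorter than the paper's count. The copy also lists 728 genes for each comparison of a mutant with Cadenza, so its longer lists appear to be cut at that length.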
